# Pathway connectivity and signaling coordination in the yeast stress-activated signaling network

**DOI:** 10.15252/msb.20145120

**Published:** 2014-11-19

**Authors:** Deborah Chasman, Yi-Hsuan Ho, David B Berry, Corey M Nemec, Matthew E MacGilvray, James Hose, Anna E Merrill, M Violet Lee, Jessica L Will, Joshua J Coon, Aseem Z Ansari, Mark Craven, Audrey P Gasch

**Keywords:** environmental stress, integer programming, proteomics, signal transduction, transcriptomics

## Abstract

Stressed cells coordinate a multi-faceted response spanning many levels of physiology. Yet knowledge of the complete stress-activated regulatory network as well as design principles for signal integration remains incomplete. We developed an experimental and computational approach to integrate available protein interaction data with gene fitness contributions, mutant transcriptome profiles, and phospho-proteome changes in cells responding to salt stress, to infer the salt-responsive signaling network in yeast. The inferred subnetwork presented many novel predictions by implicating new regulators, uncovering unrecognized crosstalk between known pathways, and pointing to previously unknown ‘hubs’ of signal integration. We exploited these predictions to show that Cdc14 phosphatase is a central hub in the network and that modification of RNA polymerase II coordinates induction of stress-defense genes with reduction of growth-related transcripts. We find that the orthologous human network is enriched for cancer-causing genes, underscoring the importance of the subnetwork's predictions in understanding stress biology.

## Introduction

All cells respond to stress by orchestrating complex responses customized for each situation. When grown in optimal conditions, *Saccharomyces cerevisiae* maintains high expression of growth-related genes and low transcription of stress-defense genes, in part via nutrient responsive TOR and RAS-regulated protein kinase A (PKA) signaling (Smets *et al*, 2010; Broach, 2012). Suboptimal conditions suppress these pathways in an unknown manner while activating stress-specific signaling networks that coordinate changes in transcription and translation, protein function, and metabolic fluxes with transient arrest of growth and cell cycle progression. How these disparate physiological processes are coordinated is poorly understood but likely critical for surviving and acclimating to stressful conditions.

At the level of gene expression, stressed yeast activate condition-specific transcript changes that provide specialized stress defenses. These responses are typically regulated by condition-specific transcription factors (TFs) and upstream signaling pathways that are activated under limited circumstances (Hohmann & Mager, 2003). Concurrently, stressed yeast activate the common environmental stress response (ESR) (Gasch *et al*, 2000; Causton *et al*, 2001). The ESR includes ∼300 induced ESR (iESR) genes that are broadly involved in stress defense and ∼600 repressed ESR (rESR) genes that together encode ribosomal proteins (RPs) and proteins involved in ribosome biogenesis/protein synthesis (RiBi). While the complete set of ESR regulators remains elusive, it is clear that the program is regulated by different upstream signaling factors under different situations (Gasch *et al*, 2000, 2001; Gasch, 2002). Activation of the ESR, and of transcript changes more broadly, is in fact not required to survive the initial stressor, but rather is necessary for acquired resistance to subsequent stress (Berry & Gasch, 2008; Westfall *et al*, 2008; Mitchell *et al*, 2009; Berry *et al*, 2011). Therefore, screens for mutants sensitive to a single dose of stress have likely missed many signaling proteins, rendering stress-dependent signaling networks incomplete. Although several isolated ‘pathways’ are well characterized, how signaling is integrated through a single cellular system is poorly understood.

Here, we present an experimental and computational pipeline to infer the complete sodium chloride (NaCl)-activated signaling network from a combination of data types. A key feature of our approach is that we generated several large-scale datasets (including mutant transcriptome profiles, phospho-proteome changes, and gene fitness contributions) under the same culture system in cells responding to acute NaCl stress. Because stress responses are highly context dependent (Van Wuytswinkel *et al*, 2000; O'Rourke & Herskowitz, 2004; Berry & Gasch, 2008), we restrict our analysis to datasets generated in our own laboratory, despite many insightful prior studies characterizing the salt response in yeast (e.g., Causton *et al*, 2001; Hirasawa *et al*, 2006; Capaldi *et al*, 2008; Melamed *et al*, 2008; Westfall *et al*, 2008; Halbeisen & Gerber, 2009; Soufi *et al*, 2009; Martinez-Montanes *et al*, 2010; Warringer *et al*, 2010; Miller *et al*, 2011).

We wished to develop a computational method to integrate these datasets and infer the stress-activated signaling subnetwork, both to implicate missing regulators and to understand their connections. Prior approaches tackling the challenge of network inference have leveraged large-scale biological datasets, most commonly transcriptome data (see Friedman (2004) and Schadt *et al* (2005)). Extensions focusing on the osmotic response include the work of Gat-Viks *et al,* whose probabilistic method described regulatory relationships between known regulators of the Hog pathway, assuming a known network topology (Gat-Viks *et al*, 2006; Gat-Viks & Shamir, 2007). Several approaches leverage protein–protein and protein–nucleic acid interactions to infer relevant connections between regulators and their downstream gene targets (Liang *et al*, 1998; Ideker *et al*, 2000; Yeang *et al*, 2004; Yeung *et al*, 2004; Markowetz *et al*, 2005; Tu *et al*, 2006; Suthram *et al*, 2008; Huang & Fraenkel, 2009, 2012; Vaske *et al*, 2009; Yeger-Lotem *et al*, 2009; Novershtern *et al*, 2011). The method we present here is most closely related to methods that infer subnetworks by solving an integer linear program (IP) (Ourfali *et al*, 2007; Gitter *et al*, 2011; Silverbush *et al*, 2011). In particular, Gitter *et al* (2013) developed a combined probabilistic/IP method to discern signaling in the potassium chloride-responsive subnetwork from time series expression data (Gitter *et al*, 2013). However, their approach incorporated transcriptome data only, whereas we were interested in incorporating other data types. Methods that integrate disparate datasets are emerging, for example, the work of Huang *et al* (2013) that considered existing transcriptomic and proteomic data to study oncogene-induced signaling (Huang *et al*, 2013). In our case, we wanted to design a method that could also take mutant transcriptome profiles generated in our own laboratory.

We therefore designed an integer linear programming (IP) approach to integrate and interpret our disparate datasets by inferring a signaling subnetwork. The novel facets of our computational approach include a means to integrate these varied data sources, using new types of input paths to the IP, and a multi-part objective function. The resulting subnetwork generated many new insights into stress signaling, by implicating new regulators, unveiling the connections between them, and presenting organization principles that shed light on stress biology.

## Results

We previously identified 225 genes important for acquired stress resistance after NaCl pretreatment (Berry *et al*, 2011), including a subset of the known signaling proteins activated by NaCl (Supplementary Fig S1). Because only a fraction of NaCl-dependent transcript changes are important for acquired stress resistance, the selection misses many of the upstream transcriptome regulators. Therefore, to implicate the complete upstream signaling subnetwork, we began by profiling NaCl-dependent expression changes in 16 mutants implicated in NaCl-induced acquired stress tolerance (Fig 1, see Materials and Methods). Together, this generated a matrix of regulator–gene target predictions that encompassed 3,300 genes (Supplementary Fig S2 and Table 1). A third of the affected genes were dependent on ≥ 2 regulators, and there was significant overlap in several target-gene sets (hypergeometric test, Fig 1). These results hint at the complex upstream signaling that controls the NaCl-responsive transcriptome.

**Table 1:** Gene targets identified in regulator mutants.

Mutant^a^	Defective^b^	Amplified^b^
Source regulators		

*hog1*Δ (3)	1378	565

*pde2*Δ (3)	517	59

*mck1*Δ (3)	794	101

*msn2*Δ (3)	184	26

*rim101*Δ (3)	75	227

*gpb2*Δ (2)	202	37

*rim15*Δ (2)	438	106

*npr2*Δ (2)	75	69

*npr3*Δ (2)	184	89

*swc3*Δ (2)	108	257

*swc5*Δ (2)	84	55

*whi2*Δ (2)	118	201

*pph3*Δ (2)	235	21

*sub1*Δ (2)	431	97

*tpk1*Δ (2)	35	96

*ygr122w*Δ (2)	106	502

Validation mutants		

*cdc14-3* (3)^c^	929	346

*nnk1*Δ (1)	94	278

*bck1*Δ (1)	107	169

*yak1*Δ (1)	226	248

*kin2*Δ (1)	52	266

*pho85*Δ (1)	614	342

*cka2*Δ (2)	155	63

*cka1*Δ (2)	58	133

*ckb1*Δ *ckb12*Δ (2)	129	176

*arf3*Δ (2)	466	331

*scd6*Δ (2)	0	0

a Mutant and number of replicates in parentheses.

b Number of genes with smaller (defective) or larger (amplified) expression changes compared to the wild-type strain. Note, this table includes non-coding RNAs that were excluded from the inference. The table lists the number of targets identified from the originally interrogated ‘source’ regulators and validation mutants.

c *cdc14-3* was compared to its isogenic and identically treated wild-type.

**Figure 1:**
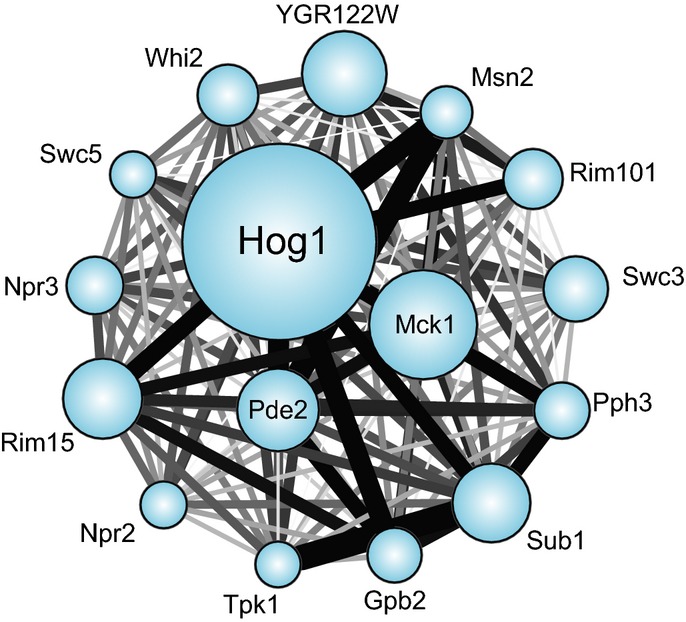
Overlapping targets of interrogated ‘source’ regulators The number of genes whose osmotic response was defective in each of 16 mutants is represented by the size of each circle. Edge thickness represents the fraction of the smaller node's targets that overlap between two nodes. Edge color is proportional to significance of the overlap (hypergeometric test), where black represents a −log(*P*-value) of 5 or greater.

Because much of signal transduction occurs post-translationally, we next measured changes to the phospho-proteome before and at 5 and 15 min after NaCl treatment, using chemical isobaric tags for phosphopeptide quantification (see Materials and Methods). Nearly 600 of 1,937 identified phospho-sites (mapping to 973 proteins) showed a ≥ 2-fold change in phosphorylation, roughly split between sites with increased and decreased modification (Supplementary Fig S3). Over 10% of the altered phospho-proteins represented kinases and phosphatases (including regulators of cell cycle progression, actin organization, and signal transduction) as well as transcriptional regulators (such as activators Hot1, Sko1, and Sub1 and repressors Mot2, Dot6, and Dig1). Proteins affected at the later time point were involved in cytokinesis, bud-site selection, and actin reorganization (Bonferroni-corrected *P* < 0.01, hypergeometric test), implying downstream physiological effects on these processes.

This analysis generated a rich source of datasets (outlined in Fig 2). To integrate and interpret these disparate datasets, we designed an integer linear programming-based (IP) approach (Fig 3 and Materials and Methods). Using a *background network* of physical or chemical protein interactions, the method infers a *subnetwork* that predicts the *paths* by which each interrogated *source* regulator is connected to its downstream *targets* (identified as dysregulated genes in the *source* mutant responding to NaCl treatment). Each path is a directed, linear chain of interactions between yeast proteins, where the terminal protein node represents a sequence-specific transcription factor (TF) or RNA-binding protein (RBP) known to bind the downstream promoters or transcripts, respectively. The IP's objective function favors the inclusion of salt-responsive proteins, that is, those with differential phosphorylation or required for acquired stress fitness after NaCl treatment, and allows the sparing inclusion of additional proteins.

**Figure 2:**
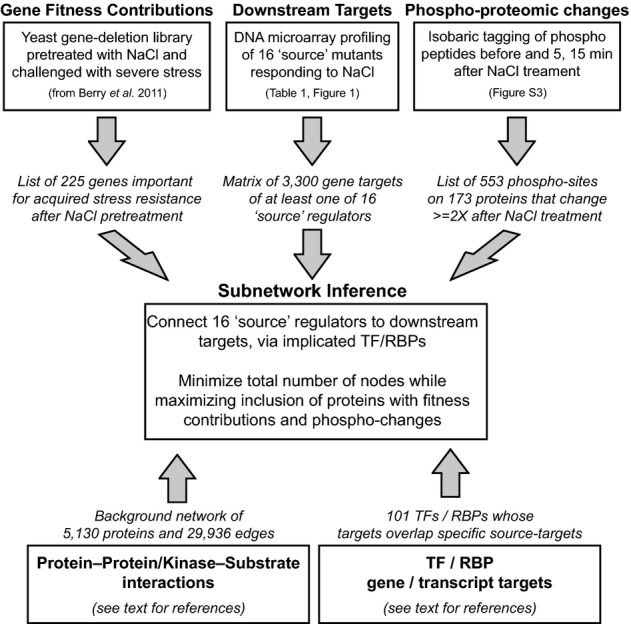
Overview of the experimental data collection and analysis to generate IP input See text for details.

**Figure 3:**
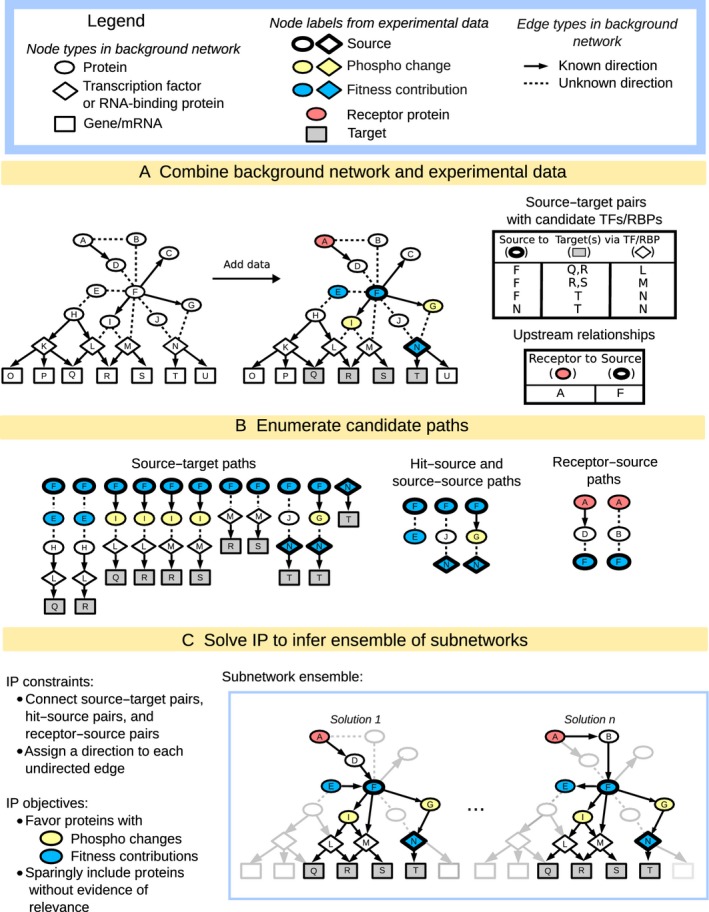
Overview of the subnetwork inference method The input to the method includes a background network of yeast interactions combined with experimental data that describes the yeast salt stress response, including proteins with phospho-changes (yellow), fitness contribution (blue), or two known upstream regulators (pink), as described in the key.The three different types of paths that we enumerate using the background network and experimental data, where ‘hit’ refers to proteins identified in the original fitness screen or with significant changes in phosphorylation.The IP for subnetwork inference and the output ensemble of inferred subnetworks.

Specifically, we start with a background network of directed and undirected intracellular interactions representing protein–protein, kinase–substrate, and gene regulatory interactions between proteins and genes/mRNAs (Guelzim *et al*, 2002; Ptacek *et al*, 2005; MacIsaac *et al*, 2006; Stark *et al*, 2006; Hogan *et al*, 2008; Everett *et al*, 2009; Pu *et al*, 2009; Breitkreutz *et al*, 2010; Scherrer *et al*, 2010; Tsvetanova *et al*, 2010; Abdulrehman *et al*, 2011; Fasolo *et al*, 2011; Sharifpoor *et al*, 2011; Venters *et al*, 2011; Heavner *et al*, 2012; Huebert *et al*, 2012). For each interrogated source regulator, we identify candidate TFs and RBPs whose known binding targets significantly overlap with the source's targets (Fig 3A). We then enumerate all possible directed candidate paths (using an iterative deepening search up to a given length) that connect each of the 16 interrogated *source* regulators to the majority of their *targets*, through candidate TFs or RBPs (Fig 3B). Other candidate paths connect proteins required for fitness (Fig 3B, blue nodes), proteins with NaCl-dependent phosphorylation changes (yellow nodes), and two known upstream sensors (pink nodes). The candidate paths serve as input to the IP, which encodes the relevance of each network element as a binary variable and characterizes possible subnetworks using a set of linear constraints over these variables (Fig 3C). Subnetwork inference is performed by choosing a union of relevant, directed paths that optimize a series of successively applied objective functions that aim to connect experimentally implicated proteins while minimally including proteins not currently supported by experimental evidence. Because many distinct subnetworks may score equally well, we use the IP to identify an ensemble of high-scoring subnetworks. In turn, each protein, interaction, and path is assigned a confidence value based on its frequency across the ensemble.

### Validation analysis provides strong support for the inferred subnetwork

Using the datasets described above, the method identified a consensus subnetwork encompassing 380 nodes (predicted regulators) and 1,131 edges (relevant interactions) present at 75% confidence (Fig 4A). To assess the inferred subnetwork's predictive accuracy, we performed precision–recall analysis using an assembled list of known NaCl regulators and another list of unlikely regulators that included metabolic enzymes and exclusively subcellular proteins. We excluded from consideration proteins with phospho-changes or fitness contributions (since they are preferentially included by the inference) and plotted the precision and recall over varying node-confidence thresholds (Fig 4B). The inferred ensemble achieved substantially higher accuracy than the enumerated candidate paths provided as input to the IP method, highlighting the power of the inference step (Fig 4B, green line). To assess the effects of the topological properties in the background network, we ran the method on permuted source–target pairs (maintaining the degree distribution from the real data; see Materials and Methods). This permuted baseline achieved high accuracy in the low-recall range, suggesting that some regulators are highly central in the background network. However, our inferred ensemble significantly outperformed the permuted baseline at higher levels of recall; thus, our method's accuracy is not simply due to properties of the background network's topology. To understand the contribution of each component of our method, we also performed additional enrichment analyses and other computational evaluations, with results available in Supplementary Information Section 2.

**Figure 4:**
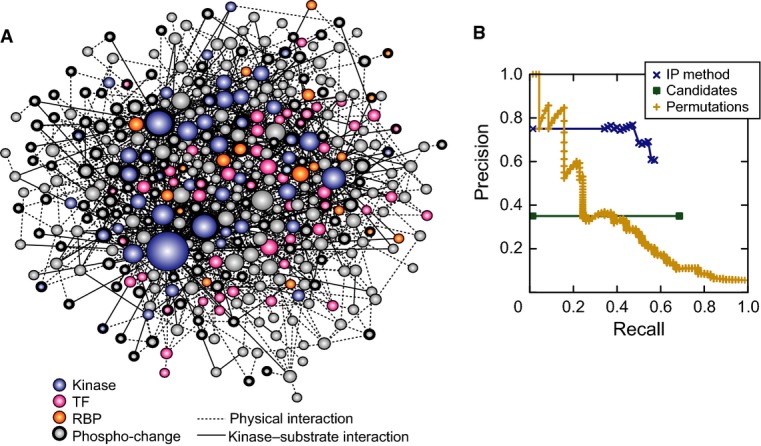
Inferred NaCl-activated signaling network Inferred consensus subnetwork at 75% confidence, where node size indicates degree (number of connections) and color is according to the key. Nodes representing proteins with phospho-changes are outlined in bold.Precision–recall of the inferred consensus network was calculated using a list of true positives from the literature and a list of likely negatives, after excluding proteins with phospho-changes and those required for fitness (see Materials and Methods). *Precision* is the fraction of predicted nodes known to be involved in the osmo response, and *recall* is the fraction of true positives that are above the threshold. The curves represent the performance of the IP method on the real data (blue), of the method on randomized permutations of the input network (yellow), and of the candidate enumerated pathways used as input (green, see Materials and Methods).

We found additional support for the inferred subnetwork in the non-random inclusion of specific protein functional groups. When compared to the background network, to the enumerated candidate pathways used as input to the IP, and to the permuted subnetworks, the inferred consensus subnetwork was enriched for proteins annotated as ‘stress’ proteins (background, *P* = 5e-21; candidates, *P* = 2e-6; permutations, *P* = 0.007) and for proteins encoded by genes with genetic interactions (background and candidates, *P* ≈ 0; permutations, *P* = 0.003) (Stark *et al*, 2006), which suggests functional dependencies. The consensus subnetwork was also slightly enriched for kinases (relative to the candidate paths and background network) and for essential genes (relative to the background network), but not relative to the permuted subnetworks (suggesting its bias toward kinases and essential genes).

The inferred subnetwork included many regulators not previously linked to the NaCl response. To test some of the novel predictions, we analyzed osmo-dependent transcriptome changes in 14 mutants lacking predicted regulators, with preferences for kinases and phosphatases (see Table 1; Supplementary Fig S4 and Supplementary Information). The results provided strong support overall for the inferred subnetwork. All but one of the mutants (93%) displayed a defect in osmo-responsive expression. Furthermore, the predicted targets of 80% of these regulators overlapped significantly (*P* < 1e-3) with their measured targets, highlighting the accuracy of regulator–target predictions. To garner support for the subnetwork's structure, we investigated the overlap in targets of each interrogated mutant and the known or measured targets of proteins predicted to lie in the interrogated regulator's paths. Using stringent scoring, we found support for 30–100% of nodes in most paths (53% on average, Supplementary Table S1). Together, these results provide strong support for the validity of the inferred consensus subnetwork.

### Known and new players captured in the NaCl-responsive signaling subnetwork

We therefore explored the consensus subnetwork for new insights into stress signaling. Many expected pathways were captured, including the canonical HOG, PKA, and TOR pathways. The inferred subnetwork included other stress-activated pathways not previously linked to the NaCl response, such as PKC, Pho85, Rim15 pathways, and GSK-3 kinase Mck1 (Fig 5A). We tested the involvement of these pathways by analyzing our phospho-proteomic data and mutant transcriptome profiles: We found that members of all of these pathways showed NaCl-dependent phospho-changes, and cells lacking specific pathway members (including *BCK1*, *YAK1*, *PHO85*, *RIM15*, and *MCK1*) had defects in NaCl-dependent expression changes (Supplementary Fig S4 and Supplementary Information). The subnetwork also included the ‘STE’ mating pathway, which shares upstream components with the Hog network and is known to be suppressed by Hog1 signaling (O'Rourke & Herskowitz, 1998; Marles *et al*, 2004; Zarrinpar *et al*, 2004; McClean *et al*, 2007; Shock *et al*, 2009; Patterson *et al*, 2010; Nagiec & Dohlman, 2012). The inclusion of the mating pathway indicates that some connections in the consensus subnetwork represent signaling suppression that prevents crosstalk to other pathways. We also validated several newly implicated regulators, including the CK2 kinase complex (see Supplementary Information) and the Cdc14 phosphatase (see below).

**Figure 5:**
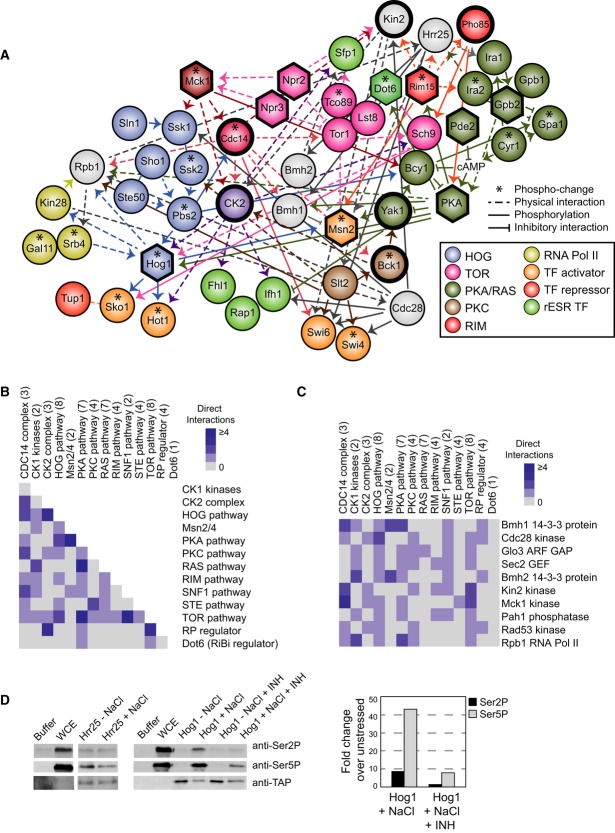
Connectivity between known pathways and hubs of signal integration A subregion of the inferred subnetwork, highlighting proteins in known pathways according to the key. Hexagons represent interrogated ‘source’ regulators, nodes outlined in bold indicate validated players in the NaCl response, and asterisks represent proteins with phospho-changes upon NaCl treatment. Dashed edges represent physical interactions and solid arrows indicate kinase–substrate relationships. Edge directionality is as predicted by the inference, and edge color is according to the edge's source node. Inhibitory edges were taken from the literature.Connectivity between known pathways, where blue boxes represent the number of interactions between any members of two pathways. Pathway membership is indicated in parentheses.The top 15-ranked ‘integrator’ nodes with connections to the greatest number of different pathways, as shown in (B).A purified CTD peptide was incubated with Hrr25-TAP or Hog1-TAP purified from cells with and without NaCl treatment for 10 min, incubated with and without the reversible p38-specific inhibitor SB203580 (INH) added *in vitro*. Reactions with buffer or yeast whole-cell extract (WCE) served as negative and positive controls, respectively. CTD phosphorylated on serine 2 (Ser2) or Ser5 was detected by immunoblotting (see Materials and Methods). TAP-tagged proteins were subsequently quantified on the same blot with the anti-TAP antibody. Quantification of Hog1 phosphorylation, shown to the right, was normalized to Hog1-TAP abundance and then to the corresponding unstressed sample.

### Interconnectivity in the inferred signaling subnetwork

The structure of the subnetwork revealed surprising cross-connectivity between previously defined pathways. We defined stress-activated ‘pathways’ based on the literature and then summed the number of direct connections between members of those pathways (Fig 5B). Many of the pathways were intricately connected, with Tor1 and PKA pathways linked to the greatest number of other pathways. We also identified individual subnetwork nodes as ‘integration’ points, defined as nodes with the greatest number of connections to distinct pathways (Fig 5C). Nearly half of the top ten integration nodes were kinases or phosphatases, including Mck1 and cell cycle regulator Cdc28, which regulates RP genes under optimal conditions (Chymkowitch *et al*, 2012) but is suppressed during osmotic shock (Alexander *et al*, 2001; Belli *et al*, 2001; Adrover *et al*, 2011). 14-3-3 proteins Bmh1 and Bmh2 were also identified as integration points, confirming their known role as signaling cofactors.

Several of the integration points are also hubs of high connectivity in the consensus subnetwork. While 11 of the top 15 most connected nodes are kinases or phosphatases, the remaining four are known regulatory cofactors—including stress-activated ubiquitin (Ubi4), Sumo (Smt3), and Bmh1—and the core subunit of RNA polymerase (Pol II), Rpb1. Modification of the Rpb1 carboxyl-terminal domain (CTD) is the basis for the so-called CTD code of transcriptional regulation (Buratowski, 2003; Zhang *et al*, 2012), making it a logical downstream integration point for complex upstream signaling. Consistent with the predictions of the subnetwork, we found that two of the Rpb1-interacting kinases—Hrr25 and Hog1—phosphorylate the Rpb1-CTD *in vitro*. TAP-tag-purified Hrr25-TAP phosphorylated Rpb1-CTD serine 5 (Ser5)*,* regardless of prior NaCl treatment (Fig 5D). In contrast, TAP-purified Hog1-TAP phosphorylated both Ser2 and Ser5, but only after cellular NaCl treatment and in a manner inhibited by a Hog1-specific inhibitor added *in vitro*. Both Hrr25 and Hog1 are known to interact with Pol II and influence transcriptional processes (Alepuz *et al*, 2003; Phatnani *et al*, 2004; Proft *et al*, 2006; Cook & O'Shea, 2012; Nadal-Ribelles *et al*, 2012) but neither had been implicated in direct Rpb1-CTD phosphorylation. These results are consistent with the model that the Rpb1-CTD is a direct target of the signaling network and plays a central role in signaling (see more below).

We also dissected the regulatory connections surrounding a second hub, Cdc14. In the process, we found that Cdc14 is critical for coordinating distinct facets of the NaCl response. First, the defect in NaCl transcriptome changes evident in *cdc14-3* cells overlapped significantly with the Hog1 response, raising the possibility that Cdc14 is important for Hog1 regulation (Supplementary Fig S4). The subnetwork predicts that Cdc14 is activated in part by the Hog1 regulator Pbs2 (reminiscent of Pbs2 control of Cdc14 localization during the cell cycle (Reiser *et al*, 2006)) and that Cdc14 affects Hog1 function via the nuclear exporter, Crm1. This prompted us to follow Hog1 localization in the *cdc14-3* mutant. Indeed, Hog1 nuclear localization was defective in the NaCl-treated *cdc14-3* mutant (Fig 6A; Supplementary Information), despite Hog1 hyper-phosphorylation under these conditions (Fig 6B). We found no direct interaction between Cdc14 and Hog1, suggesting that the hyper-phosphorylation of Hog1 is a secondary response to the defect in nuclear localization rather than a deficit of direct Hog1 dephosphorylation by Cdc14. The aberrant Hog1 localization was not a side effect of cell cycle arrest, since we found no defect in wild-type cells progressing through G2/M phase or in nocodazole-arrested cells (Supplementary Fig S6). Instead, these results suggest a direct connection between Cdc14 activity and signaling through the Hog pathway.

**Figure 6:**
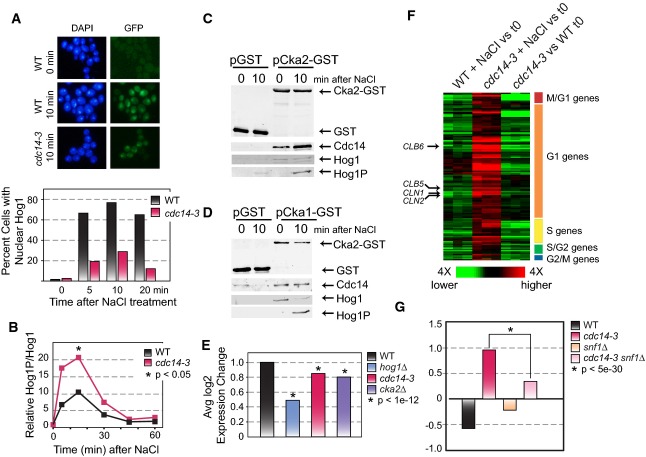
Cdc14 is a central regulator in the NaCl response A Wild-type (WT) and *cdc14-3* cells were shifted to 35°C for 90 min and then exposed to 0.7 M NaCl for up to 20 min. Images represent nuclear DNA (DAPI, left) and Hog1-GFP (right) before and at 10 min after NaCl treatment. The plot below quantifies the fraction of cells (*n* ≥ 75) with nuclear Hog1-GFP signal that overlapped the DAPI signal, in WT and *cdc14-3* cells.B Levels of phospho-Hog1 normalized to total Hog1 in WT and *cdc14-3* cells responding to NaCl at 35°C. Data represent the average of biological duplicates (paired *t*-test).C, D GST-tagged Cka2 (C) or GST-tagged Cka1 (D) were immunoprecipitated and blotted for Cdc14 and total or phospho-Hog1.E The average log_2_ fold-change of 67 Hot1 targets in replicated WT, *hog1*Δ, *cdc14-3*, and *cka2*Δ strains responding to NaCl. Data for each mutant and its paired WT were scaled to the plotted WT so as to accurately represent the mutant defect. Asterisks represent a significant difference in the mutant versus its paired WT (paired *t*-test).F Expression data in WT or *cdc14-3* cells responding to NaCl at the non-permissive temperature and in *cdc14-3* cells versus WT at the non-permissive temperature before NaCl addition. Each column represents one of three triplicated expression responses, and each row represents one of 131 cell cycle genes aberrantly induced in *cdc14-3* after NaCl treatment (FDR < 0.05). Red represents higher and green represents lower expression in response to NaCl (or in the *cdc14-3* mutant in the case of the last columns), according to the key. Cell cycle classification of the genes (Spellman *et al*, 1998) is shown to the right; cyclins are annotated to the left.G Average log_2_ expression change of genes shown in (F), as described in (E). Source data are available online for this figure.

Second, the subnetwork predicts that Cdc14 regulates CK2 subunits to modulate the Hog1-regulated TF, Hot1. We uncovered a salt-enhanced interaction between Cdc14 and CK2 subunit Cka2 (Fig 6C) and uncovered a constitutive association between CK2 subunits Cka1/Cka2 and Hog1 (Fig 6C and D). Although the connection between CK2 and Hog1 was not known in yeast, our results are reminiscent of regulation in mammalian systems, in which CK2 is regulated by the human ortholog of Hog1, p38 (Sayed *et al*, 2000; Hildesheim *et al*, 2005; De Amicis *et al*, 2011; Isaeva & Mitev, 2011). As predicted by the subnetwork, we found that Cdc14, Cka2, and Hog1 were all required for normal induction of Hot1 targets (Fig 6E).

Finally, and surprisingly, we discovered that Cdc14 suppresses NaCl-dependent crosstalk to the cell cycle network: the *cdc14-3* mutant at the non-permissive temperature strongly and aberrantly induced G1 and S phase genes upon NaCl treatment (Fig 6F), even though cells were completely arrested in M phase for the duration of the treatment. This included genes encoding G1 and S phase cyclins *CLN1/2* and *CLB5/6*, respectively. To further understand this effect, we turned to the subnetwork: Cdc14 is predicted to affect these genes via direct interaction with the carbon-responsive kinase Snf1, which is known to be activated by NaCl (Hong & Carlson, 2007; Ye *et al*, 2008). Snf1 is also required for proper timing of cell cycle entry in standard conditions (Pessina *et al*, 2010; Busnelli *et al*, 2013), raising the possibility that it is responsible for the inappropriate G1/S gene induction in the absence of Cdc14. We found that deletion of *SNF1* in the *cdc14-3* background largely abrogated the hyper-activation of G1 and S genes in the *cdc14-3* mutant (Fig 6G). This presents a model for future dissection, in which Cdc14 helps to suppress the cell cycle effect of Snf1 activation, thereby funneling Snf1 activity toward its stress-specific gene targets. Together, our results demonstrate the remarkable and central role of Cdc14 in coordinating cellular signaling upon osmotic shock, while showcasing the predictive power of our inferred subnetwork.

### New insights into ESR regulation and coordination

We were especially interested in how distinct modules in the ESR—including iESR genes important for stress defense and RP/RiBi modules required for rapid growth—are regulated and coordinated. Of the 178 nodes implicated in ESR regulation, over half were predicted (Fig 7A)—and several confirmed (Fig 7B)—to lie upstream of all three ESR modules. In contrast to common upstream nodes that were enriched for kinases compared to the consensus subnetwork (*P* = 2.6e-7), nodes exclusive to iESR regulation were enriched for TFs (*P* = 5e-5), while rESR regulators showed a preponderance of RBPs (*P* = 1e-5), implicating regulated RNA stability for these genes. Many more regulators and regulatory connections were unique to the iESR versus RP and RiBi modules (the latter being the largest group) (Fig 7C). This is consistent with the extensive redundancy in iESR control (Gasch, 2002) and hints at a more monolithic regulation of rESR expression during times of adversity.

**Figure 7:**
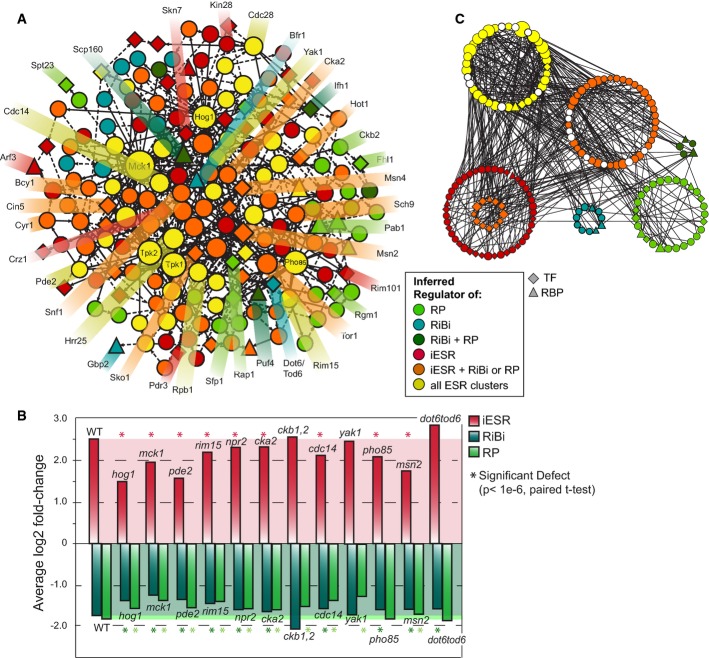
Inferred ESR regulatory subnetwork Regulators predicted to lie upstream of iESR, RP, and/or RiBi ESR modules are color-coded according to the key and sized according to degree (number of connections). Diamonds and triangles represent TFs and RBPs, respectively.Average log_2_ expression changes of iESR, RP, or RiBi genes in mutants responding to salt. Wild-type (WT) levels are highlighted by shaded areas; genes with a significant defect (*P* < 1e-6, paired *t*-test) are indicated with an asterisk.Same as (A) but organized by ESR regulatory potential. Top-ranked bifurcation nodes discussed in the text are colored white. Nested orange nodes represent iESR TFs that are also predicted to lie upstream of RP paths.

To better understand how cells coordinate repression of growth-related genes with induction of stress-defense genes in the ESR, we devised a bifurcation score based on information theory, to rank nodes that (a) are upstream of many genes from both modules but (b) have outgoing paths that relatively cleanly divide iESR and rESR genes. A third of top 15-ranked bifurcating nodes are linked to cAMP signaling (including adenylate cyclase Cyr1, cAMP response regulator Bcy1, and phosphodiesterase Pde2). Indeed, we found that the *pde2Δ* mutant has a defect in both iESR induction and rESR repression (Fig 7B), confirming the role of cAMP in the growth/stress-defense decision (see Discussion). Nearly half of the remaining top-ranked bifurcation proteins associate with RNA Pol II (including Pol II core subunit Rpb3, Pol II-associated Sub1 and Ask10, transcription elongation factor Spt5, as well as Sds3 of the Rpd3L chromatin remodeling complex). Together with the identification of Pol II subunit Rpb1 as a hub in the subnetwork, these results implicate RNA Pol II at a key decision point in ESR coordination.

To investigate this, we started by checking *in vivo* bulk modification of Rpb1-CTD in wild-type and *hog1Δ* cells responding to NaCl. The *hog1Δ* mutant showed an initial drop in Ser5 and Ser2 phosphorylation similar to the wild-type, but displayed a reproducible defect in the normal subsequent transient increase in Ser5 and Ser2 phosphorylation (Fig 8A). The timing of the transient peaks in bulk Rpb1-CTD phosphorylation correlates with the timing of transcription initiation and elongation upon osmotic stress (Berry & Gasch, 2008; Lee *et al*, 2011; Miller *et al*, 2011), consistent with the known roles of Hog1 as well as Ser5 and Ser2 phosphorylation in these processes (Alepuz *et al*, 2003; Proft *et al*, 2006; Zhang *et al*, 2012).

**Figure 8:**
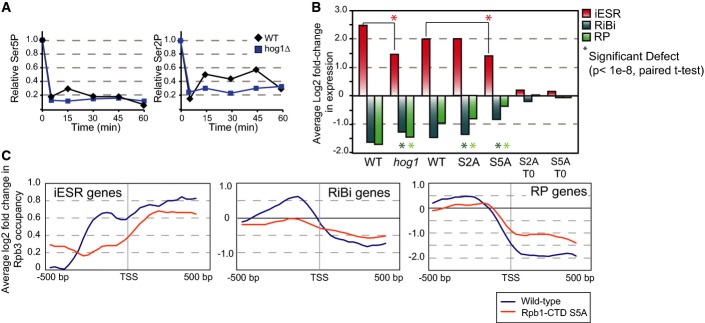
Pol II CTD modification coordinates ESR regulation Relative abundance of bulk Ser5P (left) and Ser2P (right) normalized to an internal Rpb3 loading control, from yeast cells treated with NaCl for the denoted times. Data are representative of several replicates.The average log_2_ fold-change expression of iESR, RP, and RiBi genes is shown for paired wild-type and *hog1*Δ strains (as in Fig 7) and paired wild-type, S2A, and S5 strains. There was little expression difference in the S2A and S5A mutants versus wild-type before stress (right bars).Average log_2_ fold-change in Rpb3 occupancy 20 min after NaCl treatment at ± 500 bp around the transcription start site (TSS) of iESR (left), RiBi (middle), and RP (right) genes. Profiles were reproducible across biological replicates (see Supplementary Fig S7).

To test our hypothesis that direct modification of Rpb1-CTD is important for ESR regulation, we measured transcriptomic changes upon salt stress in Rpb1-CTD mutant strains that could not be phosphorylated normally on CTD-Ser2 or CTD-Ser5 (S2A and S5A mutants, respectively). 

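Wild-type, S2A and S5A cells were each profiled on 3 arrays, 9 in all. Every array set cDNA from cells 30 min after addition of 0.7 M NaCl against cDNA from the unstressed culture of the same strain, with the salt-treated sample in the same dye on all 9. The deposited value of a feature is the log2 ratio of the salt-treated to the unstressed culture after the authors' normalization, and the median of each array lay between -0.00135 and -0.00011. The tiled probes had been summarised to 6868 features, which are genes and non-coding RNAs. Between 156 and 1163 features had no value on an array, and the 5645 features with a value on all 9 arrays were analysed. One mean per strain was fitted to each feature in limma, with Benjamini-Hochberg adjustment, taking an adjusted p below 0.05 for the NaCl response and at or below 0.025 for a difference between strains, the level that the methods give for triplicated mutants. NaCl changed 3985 features in wild-type (1825 induced and 2160 repressed), 3880 in S2A (1784 and 2096) and 3561 in S5A (1633 and 1928). The iESR, RiBi and RP genes were taken as lists chosen by gene symbol, with 56, 136 and 136 genes that had a value on every array. List means were compared between strains with limma's rotation test fry, adjusted over 12 list and strain comparisons, and with exact permutation of the array means, in which 3 arrays against 3 cannot give a two-sided p below 0.10. The number of arrays limits the precision. The single-channel intensities that compare the unstressed strains were not used here.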

Since S2A or S5A substitution in all CTD repeats is lethal, the mutant cells expressed chimeric CTD sequences with half mutant and half wild-type repeat sequences (West & Corden, 1995; see Materials and Methods). 

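In wild-type cells the mean log2 change of the iESR genes was 3.40 ± 0.12 (SD, n = 3 arrays), that of the RiBi genes -2.19 ± 0.18 and that of the RP genes -0.97 ± 0.26. In the S2A mutant the corresponding means were 3.39 ± 0.36, -2.00 ± 0.057 and -0.82 ± 0.23. The S2A minus wild-type difference was therefore -0.0086 for iESR genes (standard error 0.18; adjusted p = 0.874 from fry), 0.19 for RiBi genes (standard error 0.15; adjusted p = 0.395) and 0.16 for RP genes (standard error 0.18; adjusted p = 0.540). Exact permutation of the array means gave p = 0.90, 0.30 and 0.40. The sign of the iESR difference changed in 6 of 21 alternative analyses, to 0.061 after quantile normalization of the arrays, 0.036 after scaling them to one spread, 0.0040 with a value on at least 2 arrays per strain, 0.054 without wild-type replicate 1, 0.13 without S2A replicate 2 and 0.049 without S2A replicate 3. RiBi and RP repression was weaker in S2A for 107 of 136 and 112 of 136 genes, but the shift was within the spread between arrays. limma's camera with its preset correlation of 0.01 called the RiBi and RP differences (adjusted p = 7.19e-06 and 5.55e-05), and neither call held under fry or under camera with an estimated correlation (adjusted p = 0.462 and 0.599). Gene by gene, limma called 0 of 5645 features different between S2A and wild-type, with a lowest adjusted p of 0.569. At an unadjusted p below 0.05 there were 479 features where 282 would be called by chance, and each of 20 alternative analyses also called 0. The slope of each S2A array on the wild-type response, taken across genes, was 0.928 ± 0.065 (SD, n = 3), and that of each wild-type array on the other wild-type arrays was 0.963 ± 0.079 (exact permutation test, p = 0.70).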

Neither mutant showed significant expression differences in the absence of stress; furthermore, the S2A mutant showed only a subtle defect in NaCl-dependent expression changes (Fig 8B). In contrast, the S5A mutant had a significant defect in iESR induction and even more so in rESR repression, comparable to the defect seen in the *hog1Δ* mutant.

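In the S5A mutant the iESR genes rose by a mean log2 change of 2.56 ± 0.093 (SD, n = 3 arrays), which is 0.754 of the wild-type response. The mean changes of the RiBi genes (-1.22 ± 0.25) and RP genes (-0.41 ± 0.15) were 0.558 and 0.416 of the wild-type response. The S5A minus wild-type difference was -0.84 for iESR genes (adjusted p = 0.00586 from fry), 0.97 for RiBi genes (adjusted p = 0.00535) and 0.57 for RP genes (adjusted p = 0.0430). For each list all 3 S5A arrays lay outside the range of the wild-type arrays (exact permutation test, p = 0.10, the smallest that 3 arrays against 3 allow). Scaling moved the iESR difference most, to -0.24 (adjusted p = 0.308), and gave 0.63 for RiBi genes (adjusted p = 0.0235) and 0.43 for RP genes (adjusted p = 0.118). Quantile normalization moved the RiBi and RP differences most, to 0.38 and 0.41. It left none of the lists past 0.05 (adjusted p = 0.104 for iESR, 0.104 for RiBi and 0.117 for RP genes). Scaling and quantile normalization also remove a uniform damping of the strain by construction. A call lost under them therefore cannot tell such damping from a factor on the arrays. With camera and an estimated correlation none of the lists was past 0.05 (adjusted p = 0.146, 0.146 and 0.285). The legend of Fig 8B calls these strains paired. With the replicate number as a block, fry put iESR, RiBi and RP genes past 0.05 (adjusted p = 0.0139, 0.00720 and 0.00720). The iESR and RiBi differences stayed past 0.05 with any array left out, whereas the RP difference did not without wild-type replicate 2 (adjusted p = 0.116), wild-type replicate 3 (0.103), S2A replicate 3 (0.0747), S5A replicate 1 (0.121), S5A replicate 2 (0.0544) or S5A replicate 3 (0.0994). Across all features the S5A arrays had a slope of 0.717 ± 0.046 (SD, n = 3) on the wild-type response (exact permutation test against the wild-type arrays, p = 0.10).

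**Figure D1:**
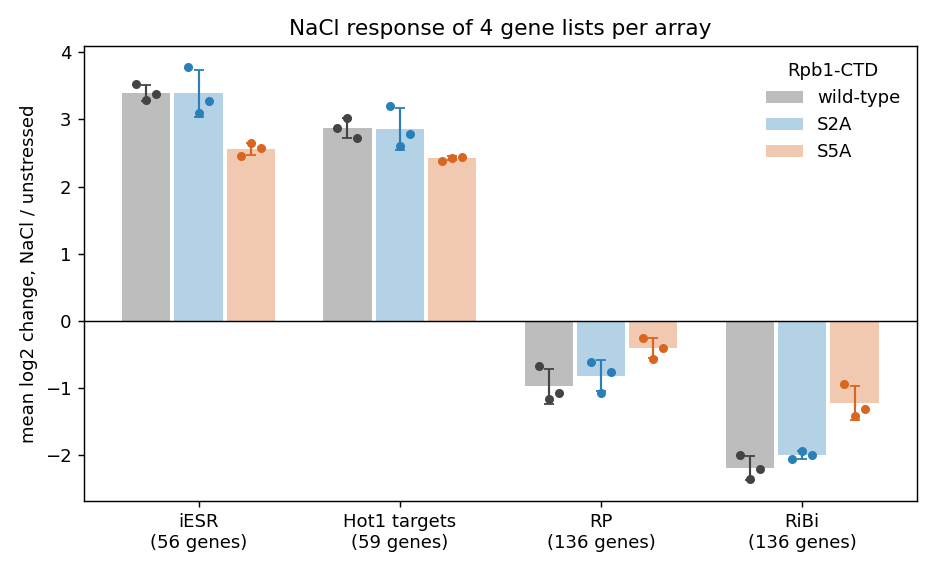
Mean log2 change (NaCl / unstressed) of each gene list in wild-type, S2A and S5A cells; points are the 3 arrays, bars their mean and error bars the SD. Hot1 targets are the genes of Fig 6E. S5A means are 2.56 for iESR, -0.41 for RP and -1.22 for RiBi genes.

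The share of the wild-type response that was retained can be compared between lists, a negative difference standing for a larger loss in the first list. The retained RiBi share minus the retained iESR share was -0.195 ± 0.089 on the S5A arrays (SD, n = 3; exact permutation test against wild-type, p = 0.10), and the retained RP share minus the retained iESR share was -0.337 ± 0.13 (exact permutation test, p = 0.20). This permutation does not pair arrays by replicate number. For replicates 1, 2 and 3 the RP value was -0.464, -0.202 and -0.347 in S5A. In wild-type it was -0.339, 0.230 and 0.109, higher than in S5A for each number. Measured as the absolute log2 difference instead, the defect of the RP genes was smaller than that of the iESR genes by 0.27 (SD 0.065, n = 3). For the RiBi genes the value on the same scale was -0.13, within the spread between S5A arrays (SD 0.16, n = 3). Supplementary Dataset S1 gives the paper's own hog1Δ values, of which 808 of 6959 rows can be read here. For the 35 iESR, 39 RiBi and 14 RP genes that carry the authors' cluster label in those rows, S5A kept 0.672, 0.592 and 0.435 of the wild-type response measured on these arrays. The paper's own means for the same genes are 2.68, -1.60 and -1.73 in wild-type and 1.54, -1.23 and -1.45 in hog1Δ, so hog1Δ kept 0.575, 0.766 and 0.834 of its own wild-type response. The difference between the mutants was not tested. From the S5A defect the paper reasons that aberrant ESR coordination may come from a failure of polymerase to move from rESR genes to iESR genes.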

We reasoned that aberrant ESR coordination may be caused by an inability of polymerase to re-localize from rESR genes, which are highly transcribed before stress, to stress-induced iESR genes. To test this, we measured chromatin occupancy of RNA Pol II subunit Rpb3 in both wild-type and S5A mutant strains responding to NaCl stress, using ChIP-chip. In wild-type cells responding to stress, Rpb3 occupancy increased at iESR genes but decreased in the body of RP and RiBi genes, with slight accumulation in the promoter regions of specific repressed genes (Fig 8C; Supplementary Fig S7). In contrast, the S5A mutant showed a reproducible defect in Rpb3 recruitment to iESR genes and a concomitant defect in Rpb3 release from rESR genes (Fig 8C; Supplementary Fig S7). These results show that direct modification of the Rpb1-CTD is required for normal regulation of iESR and rESR genes (see Discussion).

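Gene by gene, 449 of 5645 features differed between S5A and wild-type, 233 with a higher and 216 with a lower log2 change. Of the 449, 408 responded less in S5A (191 induced and 217 repressed in wild-type), 13 responded more and 28 were not called responding in wild-type. The calls took in 24 of 56 iESR genes, 84 of 136 RiBi genes and 9 of 136 RP genes, and adjusted over the list alone 36, 120 and 20. Scaling the arrays to one spread left 170 calls, 155 of them among the 449, with 4 iESR, 24 RiBi and 1 RP gene. Quantile normalization left 165, of which 48 were higher and 117 lower, whereas a replicate block gave 762 and array weights gave 1284. The number of calls fell to 194 without wild-type replicate 2, 84 without wild-type replicate 3, 17 without S5A replicate 1, 195 without S5A replicate 2 and 154 without S5A replicate 3.
Between the 2 mutants, 187 features differed (85 higher and 102 lower in S5A), which was 61 without wild-type replicate 3, 0 without S2A replicate 1, 123 without S2A replicate 2, 0 without S2A replicate 3, 0 without S5A replicate 1, 12 without S5A replicate 2 and 6 without S5A replicate 3. The S5A minus S2A difference was -0.83 for iESR genes (adjusted p = 0.00586 from fry), 0.78 for RiBi genes (adjusted p = 0.00586) and 0.41 for RP genes (adjusted p = 0.0891). With the replicate number as a block the RP difference was past 0.05 (adjusted p = 0.00892), as it was under camera with the preset correlation (adjusted p = 6.00e-15). The differences of both mutants from wild-type correlated across genes at r = 0.418. The shared wild-type arrays alone gave 0.499 (0.456 to 0.556 in 100 simulations without any effect). Those simulations drew each gene independently, and an effect in S5A alone would also lower r. The comparison therefore cannot tell effects shared by the mutants from separate ones. PNC1 (YGL037C), an iESR gene, changed by 3.82 ± 0.31 in wild-type and 2.97 ± 0.20 in S5A (SD, n = 3; limma difference -0.86, adjusted p = 0.0287, past 0.025 only with protein-coding features (0.0203), a replicate block (0.00904), array weights (0.0105) or without S2A replicate 1 (0.0216)). After quantile normalization the PNC1 difference was 0.015. RPL37B (YDR500C) changed by -1.08 ± 0.44 and -0.43 ± 0.31 (limma difference 0.65, adjusted p = 0.101; past 0.025 with a replicate block (0.0169) and array weights (0.0206)). SUP45 (YBR143C) changed by -0.64 ± 0.11 and -0.64 ± 0.059 (limma difference 0.0077, adjusted p = 0.977), and the sign of its difference changed after quantile normalization, after scaling, and without wild-type replicate 1 (-0.013), wild-type replicate 3 (-0.035) or S5A replicate 2 (-0.026). The largest positive differences were 2.53 for ATG31 (YDR022C, limma adjusted p = 0.00590), 1.78 for PXR1 (YGR280C, 0.00727) and 1.72 for BFR2 (YDR299W, 0.00590). ATG31 rose more in S5A (3.53) than in wild-type (0.996). PXR1 fell less in S5A (-1.49) than in wild-type (-3.27), as did BFR2 (-1.34 and -3.05). The largest negative ones were -2.16 for YOL153C (limma adjusted p = 0.00855), -1.86 for TMA10 (YLR327C; 0.00817) and -1.83 for GDB1 (YPR184W; 0.00479). ATG31 and GDB1 passed 0.025 under each of the 18 alternatives that change 1 choice at a time, but no feature was called when scaling was combined with leaving out wild-type replicate 2 or wild-type replicate 3. PXR1 lost its call without wild-type replicate 3 (0.0288) and after scaling (0.0293) or quantile normalization (0.0989). BFR2 lost its call without S5A replicate 1 (0.0278) and after quantile normalization (0.0462). YOL153C lost its call without wild-type replicate 2 (0.0275), wild-type replicate 3 (0.0326) or S5A replicate 1 (0.0413). TMA10 lost its call without wild-type replicate 2 (0.0255), wild-type replicate 3 (0.0331), S5A replicate 1 (0.0394) or S5A replicate 2 (0.0256).

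**Figure D2:**
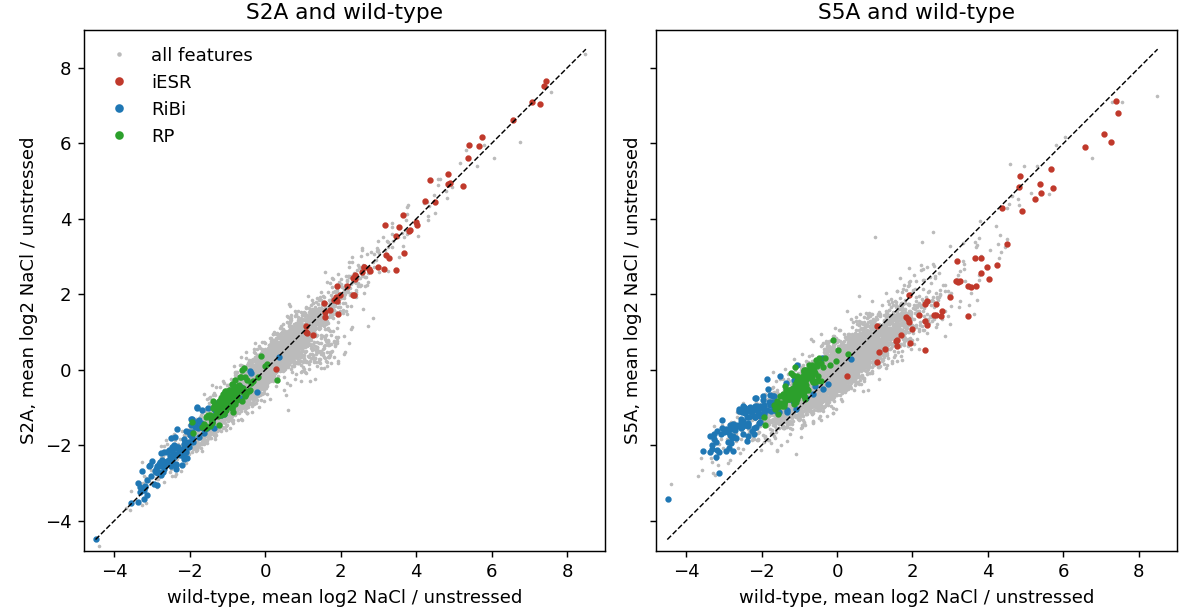
Mean log2 change (NaCl / unstressed, 3 arrays per strain) of each of 5645 features in S2A (left) and S5A (right) against wild-type; the dashed line marks equal change and colours mark the 3 ESR lists. iESR genes lie mostly below and RiBi and RP genes above the line in S5A.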

### The orthologous mammalian networks are enriched for growth-regulating and disease-causing genes

Striking the correct balance between growth rate and stress defense is fundamental for proper cellular function, and improper balance is thought to be a critical driver in diseases such as cancer (Jones & Thompson, 2009). We therefore interrogated the set of human genes orthologous to the yeast NaCl subnetwork. We found that this set is enriched for genes linked to cancer, mostly through somatic mutation, according to the COSMIC database (Forbes *et al*, 2011): of the 35 human genes in the COSMIC dataset with yeast orthologs, 8 were orthologous to nodes in the consensus-node network, representing a 2.5-fold enrichment above chance (*P* = 0.0068, Supplementary Dataset S4A). We also compared the yeast network to Mendelian disease genes in the OMIM database (Hamosh *et al*, 2005). We identified 25 additional yeast genes whose orthologs are linked to heritable disease (Supplementary Dataset S4B), with weak enrichment for genes associated with prostate cancer (*P* = 6e-3, (Woods *et al*, 2013)). The network was also enriched for yeast proteins whose mouse orthologs are required for pre/perinatal viability, normal growth rate and body size, and male and female fertility (FDR < 5%, Supplementary Dataset S5) (Woods *et al*, 2013). These results highlight that stress-responsive signaling is likely important for proper regulation of growth rate, and thus may provide insights into cancer biology (see Discussion).

## Discussion

A major challenge in network biology remains integrating disparate large-scale datasets in a manner that reveals new insights into biology. The approach we developed here provides a new route to identifying the extensive set of players activated during a response, as well as the connections between them and the flow of information toward the processes they regulate.

The computational approach we developed provides several contributions. First, we provide a means to selectively integrate disparate datasets via four types of paths between proteins in the background network. Each dataset is prioritized separately by a series of objective functions, whereas related approaches for inferring signaling networks use a single objective function. One class of related methods essentially maximizes the number of paths between sources and targets (Yeang *et al*, 2004, 2005; Ourfali *et al*, 2007; Gitter *et al*, 2011). In contrast, our method's preference for sparse inferred subnetworks is also employed by approaches based on the prize-collecting Steiner Tree algorithm (Huang & Fraenkel, 2009, 2012; Yosef *et al*, 2009; Huang *et al*, 2013) and flow-based algorithms (Yeger-Lotem *et al*, 2009; Lan *et al*, 2011). However, those methods require the use of a weight parameter to trade off between subnetwork sparsity and the inclusion of known relevant proteins. Another contribution of our approach is the representation of uncertainty in the underlying network. We assign a confidence value to each protein and interaction according to its frequency in an ensemble of optimal inferred subnetworks. This is similar to the score used by Yeang *et al* (2005), who actually enumerate all optimal solutions; doing so is practically intractable for our input and our model. In contrast, Ourfali *et al* (2007) assign confidence values based on the change in objective value when each protein or interaction is individually excluded, and Gitter *et al* (2011) present several methods for ranking paths based on input experimental data and local topological features of the inferred subnetworks. The confidence values generated by our approach provide useful guidance for subsequent biological examination.

The resulting subnetwork put forward by our approach identified new regulators in the NaCl response and provides a glimpse of their connections in a single cellular signaling system. The extensive physical connectivity between what are traditionally considered ‘distinct’ pathways suggests much greater signaling integration than previously realized. The cross-connectivity between pathways, either direct or through apparent ‘integration’ points, may coordinate the magnitude or timing of signaling through distinct branches, prevent signaling crosstalk, and/or provide important feedback to dampen signaling as cells acclimate to new conditions (Schwartz & Madhani, 2004; Waltermann & Klipp, 2010). Our results implicate Cdc14 as a critical integrator that bridges HOG and CK2 signaling, suppresses inappropriate activation of the cell cycle network, and connects to several other pathways including Tor1, which is reportedly suppressed by Cdc14 (Breitkreutz *et al*, 2010). Members of the growth-regulating TOR1 pathway as well as the RAS/PKA pathway show the greatest connectivity to other stress-activated pathways, suggesting that growth regulation is sensitively tuned according to stress conditions.

Our results also shed new light on how growth control and stress defense are related. Optimal growth and maximal stress tolerance are competing interests in the cell: The fastest growing cells are typically the least tolerant of adversity, whereas stress-resistant cells are frequently slow-growing or arrested (Elliott & Futcher, 1993; Sumner & Avery, 2002; Lu *et al*, 2009; Zakrzewska *et al*, 2011; Levy *et al*, 2012). Our results here, along with prior studies, suggest that competition for cellular resources—namely those related to transcription and translation—drive the anti-correlated expression of genes involved in stress defense versus growth promotion. Under optimal growth conditions, rESR transcripts are among the most highly transcribed and the most highly translated (Ingolia *et al*, 2009; Lipson *et al*, 2009), consuming the bulk of cellular ribosomes (Warner *et al*, 2001). We previously proposed that the drop in rESR transcripts helps to direct translational capacity to iESR genes by releasing sequestered ribosomes (Lee *et al*, 2011). Work by You *et al* (2013) suggests that cAMP abundance dictates whether translational capacity is directed to growth versus other processes such as stress defense. That our results implicate cAMP in the iESR/rESR regulatory balance is consistent with these models.

In addition to implicating cAMP metabolism, our results show that direct regulation of the RNA Pol II CTD plays a crucial role in the iESR/rESR transcriptional balance, by triggering redistribution of polymerase from highly transcribed growth-related genes to stress-induced defense genes. The ability to fully phosphorylate Ser5 of the Rpb1-CTD is required for normal repression of rESR genes, as indicated by the defect in transcript repression and Pol II redistribution, and is also required for normal recruitment of Rpb3 to iESR promoters for gene induction (Fig 8). Ser5 phosphorylation has been implicated in both gene repression and induction (Hengartner *et al*, 1998), in support of our findings. The stress-activated redistribution of Pol II from rESR to iESR genes is at least partly dependent on Hog1 (Cook & O'Shea, 2012; Nadal-Ribelles *et al*, 2012), which we show phosphorylates the Rpb1-CTD *in vitro* (Fig 5D) and is required for its normal modification *in vivo* (Fig 8A). Thus, we propose that direct regulation of RNA Pol II, perhaps in part by the Hog1 kinase, plays a central role in coordinating these opposing transcriptional modules.

Establishing the correct balance between stress tolerance and growth rate is critical for surviving fluctuating environments in nature. But the enrichment for cancer-causing genes in the orthologous human subnetwork highlights the importance of this decision in disease biology, and it suggests that stress signaling in yeast may serve as a model for cancer signaling in humans. It is notable that orthologs of three key regulators in our network—Hog1, Cdc14, and CK2—have all been implicated in regulating the mammalian tumor suppressor p53 (Meek *et al*, 1990; Bulavin *et al*, 1999; Li *et al*, 2000), which controls the growth/survival/apoptosis decision in human cells and is mutated in many human cancers (Carvajal & Manfredi, 2013). These results underscore the importance of the growth/survival decision and hint that the yeast subnetwork could be used to implicate as-yet-unidentified human disease genes. An exciting area of future study will be to distinguish signaling dynamics and condition-specific versus common aspects of the signaling, with an eye toward their role in disease biology.

## Materials and Methods

### Growth conditions

All strains were of the BY4741 background, primarily from the deletion collection (Winzeler *et al*, 1999) (Thermo Scientific, Waltham, MA), except for *cdc14-3* and its isogenic wild-type (kindly provided by Miller *et al* (2009)). BY4741 *ckb1*Δ*ckb2*Δ was kindly provided by Bergkessel *et al* (2011). Knockout strains were verified by diagnostic PCR to ensure correct integration of the drug cassette and to confirm absence of the deleted gene. Unless otherwise noted, cells were grown to log phase in batch YPD cultures at 30°C for at least seven generations before addition of a final concentration of 0.7 M NaCl, after which cells were grown for 30 min. *cdc14-3* and isogenic wild-type cells were grown at 25°C, shifted to the non-permissive temperature of 35°C for 90 min (or 120 min for experiments from Fig 6G), and then treated with a final concentration of 0.7 M NaCl at 35°C for an additional 30 min before sample collection. Relative physiological changes were compared to the time point collected immediately before addition of NaCl (i.e., 35°C for 90 min without NaCl).

### Microarray analysis

Cell collection, RNA preparation, cDNA synthesis and labeling, array hybridization, and normalization were performed as previously described in Berry & Gasch (2008) and Lee *et al* (2011), using cyanine dyes (Flownamics, Madison WI) and Superscript III (Life Technologies, Carlsbad, CA). Samples were hybridized to whole-genome tiled DNA microarrays (Roche Nimblegen, Madison, WI), comparing cDNA from the salt-treated sample to cDNA generated from the unstressed culture. Dye orientation was performed on select samples to assess dye-specific biases; dye orientation for paired mutant–wild-type samples was maintained for statistical analysis to avoid dye-specific effects. Comparison of unstressed strains was done as previously described Lee *et al* (2011) by retrieving and comparing single-channel data from mutant and wild-type arrays. Array data are available through the NIH GEO accession #GSE60613 and Supplementary Dataset S1.

Genes whose expression was altered in wild-type cells responding to NaCl were identified based on five biological replicates, using the Bioconductor package limma (Smyth, 2004) and Q-value (Storey *et al*, 2005) to assess the false discovery rate (FDR) and taking *q* < 0.05 as significant. This analysis identified 5,056 genes with a significant change in expression in response to NaCl. Genes with a defect in NaCl-responsive expression in mutants shown in Fig 1 were assessed in biological triplicate (for *hog1*Δ*, mck1*Δ, *pde2*Δ*, msn2*Δ*,* and *rim101*Δ strains) or duplicate (all other strains). Expression defects were identified using contrast matrices to wild-type expression in limma for triplicated samples, with *q* ≤ 0.025 taken as significant. For duplicated samples, expression defects were identified if both mutant replicates were outside the wild-type mean +2 standard deviations (95^th^ confidence level), based on five replicates of the wild-type samples. Identified targets (summarized in Table 1) are available in Supplementary Dataset S2. Data for the *dot6*Δ*tod6*Δ mutant were taken from Lee *et al* (2011).

Validation experiments were performed on 10 deletion mutants responding to NaCl. For samples done in duplicate, significant expression changes were identified using limma with *q* < 0.05 taken as significant. Expression defects from singleton experiments were identified based on a 1.5-fold difference in expression in that mutant versus the paired wild-type sample. Identified expression defects are summarized in Table 1 and Supplementary Dataset S2. Expression in unstressed mutant cells was also assessed by comparing the mutant response to unstressed wild-type cells as described above. Unless otherwise noted, we detected few expression differences in unstressed cells. For Figs 6, 7 and 8 where average expression values are plotted, data for some paired mutant–wild-type experiments (namely *cdc14-3*, *dot6*Δ*tod6*Δ, and *ck2* mutants) were scaled such that their paired wild-type data matched the plotted wild-type data taken from other experiments, in order to accurately represent those mutant defects by accounting for day-to-day variation of paired samples.

Expression analysis for Fig 8 was done in strains generously provided by JL Corden (West & Corden, 1995). Cells lacking endogenous *RPB1* carried a plasmid expressing *RPB1* with 14 wild-type CTD repeats (YSPTSPS) or a plasmid expressing chimeric *RPB1* genes: the Rpb1-CTD was composed of five repeats of S5A (YSPTAPS) followed by seven wild-type sequenced repeats in the so-called S5A mutant, or 8 S2A repeats (YAPTSPS) followed by seven wild-type sequenced repeats in the S2A mutant. 

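The transcript of RPO21 (YDL140C), the gene for Rpb1, which these strains express from the plasmid, fell by 0.63 ± 0.20 on the log2 scale after NaCl in wild-type (SD, n = 3 arrays), fell by 0.95 ± 0.014 in S2A and fell by 1.38 ± 0.16 in S5A. The S5A minus wild-type difference was -0.75 (standard error 0.15; limma adjusted p = 0.0113). It was not past 0.025 without wild-type replicate 2 (0.0279), wild-type replicate 3 (0.0306), S5A replicate 1 (0.0536), S5A replicate 2 (0.0327) or S5A replicate 3 (0.0263), nor with only the arrays of both strains in the fit (0.0261). The S2A minus wild-type difference was -0.32 (limma adjusted p = 0.569). RPB3 (YIL021W), which encodes another polymerase subunit, differed by 0.15 between S5A and wild-type (limma adjusted p = 0.669), and by -0.060 without wild-type replicate 2.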

There was no difference in salt-responsive gene expression for control plasmids with 14 versus 21 wild-type repeats (not shown). Expression was measured as described above, before and at 30 min after treatment with 0.7 M NaCl. There were few expression differences in the strains before stress (see Fig 8B).

### Phospho-proteomic analysis

BY4741 was grown as described above, except that samples were taken before and at 5 min and 15 min after NaCl addition. Cells were lysed by three passages through the French press at 4°C in 3 ml of lysis buffer consisting of 50 mM Tris pH 8, 4 M urea, 75 mM NaCl, 1 mM DTT, complete Mini EDTA-free Protease Inhibitor (Roche Diagnostics, Indianapolis, IN), and phosSTOP phosphatase inhibitor (Roche Diagnostics). The lysate was centrifuged at 14,000 *g* for 10 min and the protein concentration determined by a bicinchoninic acid assay. Cysteine residues were reduced and alkylated by incubating lysate with 5 mM DTT for 45 min at 37°C followed by incubation in 15 mM IAA for 45 min at room temperature in the dark. After adding an additional aliquot of DTT to cap the alkylation reaction, the urea concentration was diluted to a final concentration of 1 M with 50 mM Tris and 1 mM CaCl_2_. Proteins from each time point were digested overnight (37°C, pH 8) with trypsin (Promega, Madison, WI) at an enzyme:substrate ratio of 1:50. TFA was added to a final concentration of 0.5% to quench each digest, and the resulting peptides were desalted via solid phase extraction on a 50 mg tC_18_ SepPak cartridge (Waters, Milford, MA) and the eluant lyophilized.

The desalted peptides from each time point were each labeled with a different tandem mass tag (TMT) isobaric label (Thermo-Pierce, Rockford, IL) according to the manufacturer's instructions. The differentially labeled TMT samples were pooled in equal volumes and dried-down. Labeled peptides were fractionated by strong cation exchange (SCX) on a polysulfoethyl A column (9.4 mm × 200 mm; PolyLC) with mobile phases A: 5 mM KH_2_PO_4_ pH 2.65 and 30% acetonitrile; B: 5 mM KH_2_PO_4_ pH 2.65, 350 mM KCl, and 30% acetonitrile; C: 5 mM KH_2_PO_4_ pH 6.5 and 500 mM KCl; and D: water. The gradient was generated by a Surveyor LC quaternary pump (Thermo Scientific, Waltham, MA) at 3 ml/min flow rate. Peptides were eluted over the following gradient and detected via a PDA detector (Thermo Scientific): 0–2 min, 100% A; 2–5 min, 0–10% B; 5–41 min 10–100% B; 41–48 min 100% B; followed by washes with C and D prior to re-equilibration with mobile phase A. Fifteen fractions were collected, lyophilized, and desalted. A small portion, 5%, of each was retained for unmodified protein analysis and the remaining material used for phosphopeptide enrichment.

Each fraction was enriched for phosphopeptides using immobilized metal ion affinity chromatography (IMAC). Magnetic beads (Qiagen, Valencia, CA) were washed three times with water, incubated with 40 mM EDTA (pH 7.5) for 30 min, and washed with water again. The beads were then incubated with 100 mM FeCl_3_ for 30 min and washed four times with 80% acetonitrile and 0.1% TFA. Peptides from each fraction were resuspended in 1 ml of 80% acetonitrile and 0.1% TFA and incubated with the beads for 30 min. Unbound peptides were removed from the beads by washing four times with 80% acetonitrile and 0.1% TFA. Phosphopeptides were eluted using 1:1 acetonitrile:5% NH_4_OH in water, immediately acidified with 4% formic acid, and lyophilized.

Phosphopeptide-enriched and protein fractions were resuspended in 0.2% formic acid and analyzed by reverse-phase liquid chromatography on a nanoAcquity LC (Waters) coupled to an ETD-enabled LTQ Orbitrap Velos (Thermo Scientific). Samples were first loaded onto a 10 cm, 75 μm i.d. precolumn packed with 5 μm C18 particles (Bruker-Michrom, Fremont, CA) in 98% A (0.2% formic acid in water), 2% B (0.2% formic acid in acetonitrile) and then separated across a 25 cm, 50 μm i.d. analytical column packed with 5 μm C18 particles (Bruker-Michrom) using the following gradient: 0–3 min, 2–5% B; 3–123 min, 5–35% B; 123–133 min, 35–70% B; 133–138 min, 70% B; 138–165 min, 2% B. Phosphopeptide and protein fractions were each analyzed in duplicate. Methods to acquire mass spectra started with one MS1 survey scan (*R* = 30,000, 300–1,500 Th) followed by data-dependent MS2 fragmentation and analysis (*R* = 15,000) of the ten most intense precursors. The exclusion duration was 60 s for −0.55 Th to +2.55 Th of the sampled precursor. Ions with an unassigned charge state or a single charge were excluded. The QuantMode instrument control method was employed to reduce reporter ion interference caused by co-isolation of multiple precursors (Wenger *et al*, 2011a).

Spectral reduction was performed using DTA Generator. Generated text files were searched for fully tryptic peptides with up to three missed cleavages against a UniProt target-decoy database populated with yeast plus isoforms (downloaded 29 July 2011) using the Open Mass Spectrometry Search Algorithm (OMSSA) (Geer *et al*, 2004). Carbamidomethylation of cysteine (+57.021464), TMT 6-plex on lysine (+229.162932), and TMT 6-plex on peptide N-terminus (+229.162932) were searched as fixed modifications for all samples. Phosphopeptide-enriched fractions were additionally searched for variable phosphorylation modifications. Search results were filtered to 1% FDR at the unique peptide level and identified peptides quantified within the COMPASS software suite (Wenger *et al*, 2011b). Peptides were grouped into proteins according to previously reported rules and filtered to 1% FDR (Nesvizhskii & Aebersold, 2005). Protein quantification was performed by summing all reporter ion intensities within each channel for each non-phosphorylated peptide mapping uniquely to that protein group.

Phosphorylation events were localized to specific residues using probabilistic methods (Phanstiel *et al*, 2011). Localized phosphorylated peptides were grouped together by identical modification sites, and their reporter ion intensities were summed. For simplicity, phosphorylation isoforms are referred to as phospho-sites. The average of two technical replicates was taken per time point, and phospho-sites with at least twofold change in recovery were taken as significant for downstream analysis. Average fold-changes of phospho-sites are available in Supplementary Dataset S3.

### Immunoprecipitation analysis

BY4741-*cka2*Δ and *cka1*Δ cells were transformed with empty vector or plasmids encoding GAL-inducible Cka2-GST or Cka1-GST (Zhu *et al*, 2001; Sopko *et al*, 2006) (Thermo Scientific), respectively. Cells were grown in YP-2% galactose medium in log phase to 0.6–0.8 OD_600_, subjected to osmotic stress (0.7 N NaCl) for the indicated length of time, and lysed by bead-beating on ice. Cell lysates were incubated with glutathione Sepharose beads (GE Healthcare) at 4°C overnight in 1× PBS buffer with 1 mM DTT, 0.1% NP-40, 10% glycerol and protease inhibitors (Millipore, Billerica, MA). Proteins were eluted with 1× SB buffer and resolved by SDS–PAGE and detected by immunoblotting. Antibodies used were goat polyclonal anti-Hog1 (Santa Cruz Biotech, Dallas, TX), rabbit polyclonal anti-phospho-p38 MAPK (Cell Signaling), mouse monoclonal anti-actin (Pierce Biotech), goat polyclonal anti-Cdc14 (Santa Cruz Biotech) and goat polyclonal anti-GST (Abcam, Cambridge, MA). All blots shown in the manuscript are representatives of at least biological duplicates.

### Microscopy

Harvested cells were fixed with 4% final concentration of formaldehyde for 15 min, and GFP was visualized on a Leica DM LB2 microscope with standard GFP filters. DNA was detected via cell staining with 1 μg/ml DAPI for 5 min. Viability of *cdc14-3* cells was measured with Live-Dead staining (Life Technologies), which showed that NaCl-treated *cdc14-3* maintained viability close to WT cells for over 30 min after treatment with 0.7 M NaCl (not shown). Nuclear Hog1 was scored by visual inspection by comparing GFP signal to DAPI signal, in at least 75–100 cells per sample.

### *In vitro* CTD phosphorylation

Cells expressing C-terminally TAP-tagged proteins (Ghaemmaghami *et al*, 2003) (Thermo) were exposed to NaCl for the denoted times, snap-frozen, and then cryo-lysed with a Retsch Mixer Mill MM 400 as described in Churchman and Weissman (2011). Ground yeast was added to TAP Buffer A, and TAP-tagged kinase was purified as described in Puig *et al* (2001) and Liu *et al* (2004), with minor modifications. Kinases were eluted overnight at 4°C in 25 μl TAP Buffer A with 1 mM DTT and 10 U AcTEV (Invitrogen).

Peptide substrate GST-CTD14 (fourteen repeats of YSPTSPS fused to GST) was purified essentially as described in Patturajan *et al* (1998). Before elution, glutathione Sepharose beads were resuspended in 1 ml FastAP buffer (10 mM Tris–HCl pH 8.0, 5 mM MgCl_2_, 100 mM KCl, 0.02% Triton X-100, 100 μg/ml BSA) and incubated with 100 U FastAP Thermosensitive Alkaline Phosphatase (Thermo Scientific) for 1 h at 37°C to remove any phosphates placed by the bacteria. Beads were washed, and GST-CTD14 was eluted. Any remaining alkaline phosphatase was heat-inactivated at 75°C for 5 min. The concentration of GST-CTD14 was determined via Bradford assays.

*In vitro* kinase assays were performed in at least biological duplicate using 5 μl of tandem affinity purified (TAP) kinase and 3 μM GST-CTD14 in 30 μl Buffer D as described in Ansari *et al* (2005), with minor modifications. For Hog1 inhibition assays, the kinase was pre-incubated with the inhibitor 4-(4-fluorophenyl)-2-(4-methylsulfinylphenyl)-5-(4-pyridyl)imidazole (Cell Signaling Technology) for 10 min prior to the reaction. Reactions were performed at 30°C for 2 h and resolved via SDS–PAGE and Western analysis using antibodies targeting CTD-Ser2P (Bethyl Laboratories), CTD-Ser5P (clone 3E8, gift from Dirk Eick), or the TAP tag (Thermo Scientific). Quantitation was performed using ImageJ. All images are representative of several biological replicates. The plot in Fig 5D shows background-subtracted levels of Ser2P and Ser5P normalized to Hog1-TAP abundance in each lane, then referred to levels seen in unstressed cells to calculate fold-change in phosphorylation.

### Analysis of novel predicted salt-response regulators

Fourteen predicted regulators not previously known to respond to NaCl were chosen for validation analysis. NaCl-responsive gene expression was measured in ten mutants, focusing on kinases and phosphatases not known to respond to NaCl and two RBPs (Scd6 and Arf3), as described above. Data for Rpd3, Bem1, Gal11, and Tpk2 were taken from previous studies probing the osmotic response (Alejandro-Osorio *et al*, 2009; Gitter *et al*, 2013), taking *q* < 0.05 from limma *q*-value analysis as significant. Mutants were considered to have a defect in NaCl-dependent expression if there were at least fifty affected genes. Overlap between measured and predicted target genes was based on the hypergeometric test, scoring the probability of getting the number of observations or more compared to random expectation from the 3,330 genes used for IP input. Genes affected in unstressed cells were also identified (see above) and compared to predicted genes in cases where the NaCl-measured targets did not significantly overlap with predicted targets.

We also assessed the connections predicted between the interrogated regulators and other nodes predicted to lie in their paths. From the nodes predicted to lie in each regulator's path (based on the consensus-paths network), we identified those with known downstream targets (e.g., TF and RPBs) or targets measured in this study. We then scored the enrichment of each predicted node's known targets within the measured targets of the interrogated regulator, taking *P* < 1e-6 from the hypergeometric test as significant. Because the test lacks statistical power for large gene groups, we scored enrichment against the total list of measured targets as well as induced and repressed targets with defective or amplified expression changes considered separately. The results (Supplementary Table S2) indicate a lower bound of supported in-path nodes, since the hypergeometric test has lower statistical power for small gene groups (including known targets of several regulators), and targets of several in-path nodes were marginally enriched (1e-5 < *P* < 0.01) among measured targets of interrogated regulators but did not meet our stringent threshold. It is also possible that regulators that serve redundant roles are difficult to score with our assay, since single-gene knockouts may not identify all of the downstream targets.

### Chromatin immunoprecipitation (ChIP)

ChIP was done similarly to as described in Tietjen *et al* (2010), on cells before and 20 min after treatment with 0.7 M NaCl. Rpb3 was immunoprecipitated using anti-Rpb3 antibody W0012 (Neoclone, Madison, WI) in strain Z26 carrying ‘wild-type’ or ‘S5A’ *RPB1* gene expressed on a CEN plasmid (West & Corden, 1995), described above. Chromatin was sonicated on a Misonix 4000 machine (Qsonica, Newtown, CT), input and immunoprecipitated material were amplified using ligation-mediated PCR as previously described Tietjen *et al* (2010) and hybridized to tiled Nimblegen arrays designed against the yeast genome (Lee *et al*, 2011). Data were normalized as in Tietjen *et al* (2010), except without the baseline adjustment procedure. All two-color arrays from two biological replicates were quantile-normalized together before further analysis. This procedure did not change any of the trends reported in the manuscript but helped to adjust the baseline across biological replicates done on different days. ChIP-chip data are available in the NIH GEO database under accession # GSE60613.

### Ortholog analysis

To assess the relationship of the yeast consensus network ensemble to human diseases, we analyzed the orthologous set of human genes. We used the stringent RSD method of ortholog assignment (Wall *et al*, 2003), using a BLAST Evalue cut-off of 1e-5 and requiring fewer than 20% gapped positions in the global alignment. The method identified 2,381 yeast-human orthologs; we focused on the 1,619 of these genes that are reviewed in humans. We compared these genes to those annotated in the COSMIC v67 (Forbes *et al*, 2011) and OMIM (Hamosh *et al*, 2005) databases. We also analyzed orthologous mouse proteins using the phenology.org database (Woods *et al*, 2013).

### Network Inference Methods

#### Background network for IP method

To construct the background network, we identified a variety of binary interactions that are relevant to intracellular signaling and gene expression regulation. The background network, gathered from numerous public databases, represents interactions between pairs of proteins (Ptacek *et al*, 2005; Pu *et al*, 2009; Fasolo *et al*, 2011; Sharifpoor *et al*, 2011; Heavner *et al*, 2012), including kinase–substrate interactions, as well as protein–DNA interactions (Guelzim *et al*, 2002; MacIsaac *et al*, 2006; Everett *et al*, 2009; Ni *et al*, 2009; Abdulrehman *et al*, 2011; Venters *et al*, 2011; Huebert *et al*, 2012) and protein–RNA interactions (Hogan *et al*, 2008; Scherrer *et al*, 2010). After manual inspection of the background network neighborhoods of the interrogated mutants, we added a set of 17 missing interactions between the mutants and nearby regulators based on known interactions in the literature.

While the types of biological interactions in the background network are rich and diverse, we use a simplified representation as input to the computational method (illustrated in Figs 2 and 3A). The background network is represented as a graph, in which nodes represent genes and gene products, and edges represent interactions. A gene may be represented as two separate nodes in the background network: one representing the protein, and, for targets, one representing the DNA or mRNA. Each interaction may have a direction: for example, transcriptional regulatory interactions are directed, but most protein–protein interactions are not. The provenance of the background network and the interactions themselves are provided in Supplementary Information 1.2.3, Supplementary Table S2, and Supplementary Dataset S6.

#### IP method input data and candidate paths

The primary goal of the IP approach is to provide explanations for the salt-specific transcriptomic changes measured for this article. We also use two additional sources of salt-specific experimental data. From these data, we generate directed, acyclic candidate paths that serve as input to the IP (Fig 3B):

##### Source–target pairs and paths, source–source paths

From the transcriptomic data measured in each of the original signaling mutants, we identified the set of downstream genes with dysregulated salt-responsive expression. We then extracted what we refer to as *source–target pairs*, each consisting of a single *source* protein and a *target* gene that was dysregulated in the source mutant under salt stress. Next, for each source, we used the hypergeometric test to identify candidate transcription factors (TFs) and RNA-binding proteins (RBPs) whose known binding targets (promoters or transcripts, respectively) are significantly enriched with the genes represented by the source's targets (*P* < 0.05). We also include TFs that are known to bind any number of targets under osmotic stress (Ni *et al*, 2009; Huebert *et al*, 2012). Candidate source–target paths were enumerated to connect signaling mutants to their gene targets via candidate TFs/RBPs with up to three intermediate proteins between the source and TF/RBP (for a total of five interactions). Candidate path enumeration for each source was performed in an iterative deepening procedure, which was stopped at the path length at which at least 50% of candidate TFs/RBPs were reached.

##### Fitness-contribution hits and hit–source paths

Previously, we identified yeast mutants that conferred a defect in acquired stress resistance after salt pretreatment (Berry *et al*, 2011). We refer to the gene products represented by these mutants as *fitness-contribution hits* because of the mutation's negative effect on yeast fitness under salt stress. Candidate hit–source paths and source–source paths were generated by finding short paths (including at most one intermediate protein) between these hits and the source proteins, and between pairs of source proteins. These paths are useful for interpreting the fitness-contribution hits in terms of connections to known regulators.

##### Phospho-proteomic hits

We use this name to refer to the proteins that showed differential phosphorylation under salt stress.

##### Receptor–source paths

Our method can take advantage of domain knowledge about the salt stress response in order to provide a scaffold for the inferred subnetwork. Here, we wanted to capture the most upstream stress sensors that may otherwise be missed in connecting sources to their downstream targets. We identified well-known indirect relationships between two transmembrane receptors, Sln1 and Sho1, and one of the sources, Hog1 (Saito & Tatebayashi, 2004). We enumerated candidate receptor–source paths (up to four intermediates) from Sln1 to Hog1 and Sho1 to Hog1 and provided them as input to the IP method.

Further details on the data and the generation of candidate paths are available in Supplementary Information 1.2.4. To measure the contribution of each input data set, we ran computational experiments in which each component was held aside. We also tested the effect of varying the length of the candidate paths. The results of these experiments are available in Supplementary Information Section 2.3 and 2.4.

#### IP notation and variables

The salt-specific signaling subnetwork is inferred by solving an integer linear program (IP, for short). We encode the relevance of each node, edge (physical interaction), and candidate path, and the direction of each edge, as binary variables. We characterize possible subnetworks using a set of linear constraints over those binary variables. Subnetwork inference is performed by choosing a union of relevant, directed paths that together satisfy our constraints and optimize a series of successively applied objective functions.

The values of some variables were determined by data provided as input to the inference process (for example, directions of directed edges), while others are inferred by solving the IP.

##### Notation (summarized in Supplementary Table S3)

The input to the method is represented as a graph of nodes 

, edges 

, and candidate paths 

. A node represents either a protein or a target gene/mRNA. Protein nodes may belong to one or more of the following subsets: sources 

, fitness-contribution hits 

, phospho-proteomic hits 

, and known membrane receptors 

. The set 

 describes targets, and for a given source node *n*, 

, is the set of its targets.

The set of edges is 
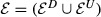
, where 

 is the set of directed edges and 

 is the set of undirected edges. We denote an edge *e* between nodes *n*_*i*_ and *n*_*j*_ as *e* = (*n*_*i*_, *n*_*j*_). 

 refers to the nodes connected by a particular edge *e*, and 

 refers to the edges that touch a particular node *n*.

We consider four subsets of candidate paths 

: source–target paths between sources and their targets 

, hit–source paths between fitness-contribution hits and sources 

, source–source paths 

, and receptor–source paths 

 that connect known receptor proteins to sources. (Phospho-proteomic hits and additional fitness-contribution hits may appear in any of these paths.) To refer to the paths between a specific source *s* and target *t*, we use the notation 

 (*s*, *t*). We use the same notation to refer to other kinds of paths with specific endpoints: 

 (*f*, *s*) 

 (*s*_i_, *s*_j_), 

 (*r*, *s*).

Each path *p* specifies a direction for each of its undirected edges *e*, which is denoted as 

(*p*, *e*). 

 and 

 refer to the edges and nodes in a particular path *p*.

##### Variables (summarized in Supplementary Table S4)

The predicted relevance of a path *p* is represented with the variable σ_*p*_ which takes the value 1 if the path is included in the inferred subnetwork and 0 if it is not. As many as two variables describe each edge. The predicted relevance of an edge *e* is represented with the variable *x*_*e*_, which takes the value 1 if the edge is in at least one relevant path. For undirected edges in the background network, the variable *d*_e_ represents the inferred direction of the edge. Each node *n* has one variable: *y*_*n*_, representing whether or not the node is present in any relevant paths. Finally, for all pairs of sources (*n*_*i*_, *n*_*j*_), and also for all pairs consisting of one source and one fitness-contribution hit, the variable *c*_*ij*_ represents whether or not the relevant subnetwork provides a directed path between the two nodes in the pair.

#### IP constraints

The following linear constraints define a subnetwork that, at minimum, provides consistently directed paths between source–target pairs and receptor–source pairs. Additional constraints are used to count up the number of connected fitness-contribution hit–source pairs and source–source pairs. These counts are optimized during the optimization procedure.

##### Provide at least one path between each source–target pair

Each source must be connected to each of its targets by at least one relevant path. The following constraint requires that, for each source *s*, for each of its targets *t*, at least one source–target path *p* in 

 (*s*, *t*) from *s* to *t* must have σ_*p*_ = 1.

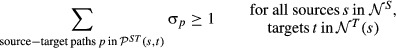
(1)

##### Provide at least one path between each receptor–source pair

We must provide at least one path showing the indirect relationship between an upstream receptor and a source. Similar to the previous constraint, this one requires that for each receptor *r* and each of its downstream sources *s*, there must be at least one receptor–source path *p* in 

 (*r*, *s*) for which σ_*p*_ = 1.

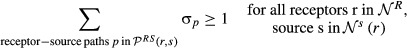
(2)

##### Record whether or not there is a path between each fitness-contribution hit–source pair and source–source pair

Rather than require that each of these pairs is connected, we use the optimization procedure to maximize the total count of connected pairs. We use the following constraints to count up the number of connected pairs.

If there is a path between a fitness-contribution hit *f* and a source *s*, set the variable *c*_*fs*_ = 1. Otherwise, set *c*_*fs*_ = 0:

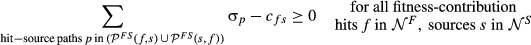
(3)

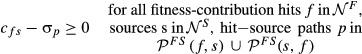
(4)

Similarly, if source *s*_*i*_ is connected to source *s*_*j*_, we set *c*_*ij*_ = 1. Otherwise, set *c*_*ij*_ = 0.

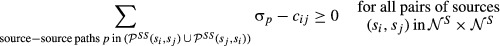
(5)

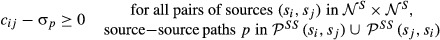
(6)

##### All edges in a relevant path are relevant

For an edge *e* to be relevant (that is, have *x*_*e*_ = 1), there must be at least one relevant path that contains it (that is, a path *p* for which σ_*p*_ = 1). Similarly, a relevant path *p* must contain all relevant edges *e*. The set 

 refers to the paths that contain edge *e*.

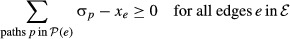
(7)

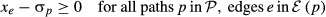
(8)

##### All nodes in a relevant edge are relevant

A node *n* is relevant if it is connected to a relevant edge *e* (where *x*_*e*_ = 1). Each node *n* for a relevant edge *e* must be relevant (*y*_*n*_ = 1).

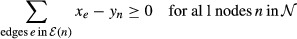
(9)

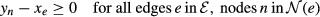
(10)

##### All paths must be uniquely directed

For a relevant path *p*, all undirected edges *e* in that path (*e* in 

 ∩ 

) must be uniquely oriented so that the path proceeds only in one direction. This required direction for each edge is determined when the candidate path is generated, and is given by 

(*p*, *e*). (For source–target paths, the required direction allows the path to proceed from the source to the target.) The term including *I*(·), the indicator function, returns 1 if an edge's inferred direction corresponds to the direction that the path requires for it.

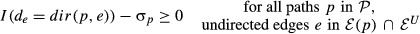
(11)

#### Solving the IP to find an ensemble of subnetworks

An optimal inferred subnetwork satisfies two goals: maximizing the inclusion of salt-response-relevant proteins that are supported by experimental evidence, and minimizing the number of additional nodes that are necessary for connecting each source to each target. To achieve this, we apply four successive objective functions. To accompany the following description, a diagram of the process is depicted in Supplementary Fig S8.

To model and solve the IP, we used the GAMS modeling system v. 23.9.3 and the ILOG CPLEX solver v. 12.4.0.1. Both are commercial packages for which an academic license available at a reduced cost. We provide our GAMS code in Supplementary Dataset S7.

##### Step 1: Maximize connections between hits and sources

This involves solving the IP to identify max_connections, the maximum number of connections possible between pairs of sources, and between pairs of fitness-contribution hits and sources. The purpose of this step is to reveal proximal connections between salt-responsive proteins, whether or not they occur between sources and targets. In this constraint, the set (

 × 

) ∪ (

 × 

) gives all source–source pairs and fitness-contribution hit–source pairs, and the sum counts up the number of pairs that are connected by relevant paths.

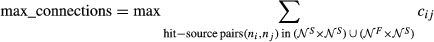
(12)

After optimizing this criterion, we add a new constraint to the IP:

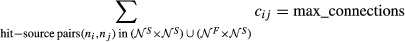
(13)

##### Step 2: Maximize inclusion of fitness and phospho hits

Next, we solve the IP to identify max_hits, the maximum number of fitness-contribution hits and phospho-proteomic hits that can be included in the relevant subnetwork. This step prioritizes the use of nodes with experimental evidence of being relevant to the salt stress response.

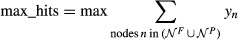
(14)

After identifying the maximal number of hits that can be included in the subnetwork, we add a new constraint to the IP:

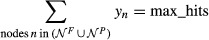
(15)

##### Step 3: Minimize total nodes and find multiple solutions

Now, we solve the IP with a new objective function, which minimizes the number of nodes required to satisfy all of the constraints. The resulting subnetwork will include only those nodes that are required to explain the experimental data.

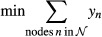
(16)

At this point, we find an ensemble of solutions to the IP, where each solution identifies a minimum set of nodes (while still satisfying all other constraints). The CPLEX solver allows for the identification of multiple solutions. First, the CPLEX solver uses a branch-and-cut algorithm to find one optimal solution; this algorithm entails maintaining a tree of linear relaxations of the IP. Next, the solver proceeds down previously rejected branches of the tree to identify additional optimal solutions with different variable settings. For our experiments, we identified 10,000 solutions.

##### Step 4: Maximize the number of paths in each solution

After predicting the relevant nodes in the previous step, we would like to see all possible relevant connections between them, to aid in their interpretation. For each of the solutions identified in the previous step, we solve the IP again to maximize the number of relevant directed paths between the nodes included in the solution. This step does not change the node content of each solution, but instead reveals all possible directed paths that connect the node set chosen in the previous step.

For each solution:

First, we introduce constraints to fix each value of *y*_*n*_ to its value from the previous solution, 

:

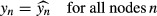
(17)

Next, we maximize the number of relevant paths:

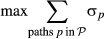
(18)

At this point, we assemble the solutions into an ensemble of inferred subnetworks. Using the ensemble, we assign a confidence value for a prediction based on the number of solutions in the ensemble that support the prediction. We performed several experiments to assess the effect of each component of our four-part objective function, as well as their ordering. These can be found in Supplementary Information Sections 2.3 and 2.5.

#### Precision–recall analysis

To assess the predictive accuracy of the ensemble (as shown in Fig 4B), we curated a list of true positives and a list of likely negative proteins. True positives were defined as genes previously identified in the Hog network based on literature curation (de Nadal & Posas, 2010; Tiger *et al*, 2012), genes with ‘osmotic’ or ‘osmolarity’ in their *Saccharomyces* Genome Database (SGD) (Cherry *et al*, 2012) annotations, and genes with ‘stress regulator’ in their SGD annotations, if they were also linked to the osmotic response in at least one publication. In all, this identified 112 true positives. Likely negatives were taken as genes with no evidence for nuclear localization and whose GO compartment annotation was ‘mitochondrion’, ‘mitochondrial envelope’, ‘peroxisome’, ‘vacuole’, ‘Golgi’, and/or ‘endoplasmic reticulum’. Proteins annotated in SGD as ‘metabolic enzymes’ were also added to this list of likely negatives. From this list, we removed 32 well-known signaling proteins, many of which were already on the true positive list; in all, this left 1,865 likely negative proteins for the network assessment. Among these test cases, the background network contained 108 positives and 1,512 likely negatives. In order to separate out the effect of the experimental hits on predictive accuracy, we omitted all hits from the test cases, leaving 70 true positives and 1,416 likely negatives. For each test case (true positive or likely negative), we measured the inferred subnetwork ensemble's confidence that it is relevant to the salt response. This is calculated as the fraction of the 10,000 solutions in which the test case appears as a protein node in the subnetwork.

We compared our ensemble's precision–recall curve to two baselines, which we refer to as the *candidate* baseline (Fig 4B, green) and *permuted* baseline (Fig 4B, yellow). For the candidate baseline, we computed the precision and recall of the test cases using the complete set of protein nodes present in candidate paths. For the permuted baseline, we compared the inferred ensemble's accuracy to that of a set of 1,000 ensembles inferred using permuted experimental data. For each of 1,000 permutations, we randomly drew a set of sources, proteins with fitness defects, and proteins with phospho-changes from the background network, equal in number and degree distribution to the true experimental data. To generate receptor–source pairs, we randomly drew two proteins from the background network and paired each with a randomly chosen source. To generate permuted source–target pairs, for each source, we randomly drew an equal number of targets from the entire background network. We inferred an ensemble of 1,000 solutions for each permutation and measured the confidence of each test case as the average confidence over all 1,000 ensembles.

#### Ranking of putative ESR bifurcation points

We constructed the salt-relevant ESR consensus subnetwork shown in Fig 7A and C as follows. First, we gathered three clusters of genes defined by (Gasch *et al*, 2000) based on expression profiles under multiple stress conditions: iESR (induced ESR) and two rESR (repressed ESR) subclusters, RiBi and RP. Using the protein–nucleic acid interactions from the background network, we identified potential transcriptional regulators of the three ESR gene clusters. These were TFs and RBPs whose targets were enriched for a cluster (determined by hypergeometric test, using a threshold of FDR = 0.1, calculated by the Benjamini–Hochberg procedure). For iESR targets, we identified 25 total potential TFs/RBPs, of which 22 are TFs and three are RBPs. We found 16 TFs and 10 RBPs for the combined rESR clusters.

Next, we extracted the consensus source–target paths (having confidence ≥ 75%) that end in an interaction between an ESR-relevant TF/RBP and ESR-relevant target gene (of the same cluster). For each protein node in each ESR-relevant consensus path, we assigned a label based on the ESR cluster(s) represented by the downstream ESR-relevant TF/RBPs. These labels were used to perform the coloring in Fig 7. Finally, we removed the targets that were not a member of any ESR cluster.

Using the ESR consensus paths, we identified candidate bifurcation points, defined as nodes that are upstream of both rESR and iESR targets (yellow and orange nodes in Fig 7), according to how well their outgoing paths show a distinct division between the induced and repressed clusters. To rank the candidates, we defined a bifurcation score, *B*(*n*), that is related to the concept of information gain ratio (Quinlan, 1986). *B*(*n*) is calculated as follows. An illustration of this process is provided in Supplementary Fig S9.

First, we define the *count C* (*T*), which counts the number of bits required to represent the cluster membership of all of the targets in a set *T*. Considering the clusters *c* ∈ {iESR, rESR}, let *T*^*c*^ (*n*) be the set of targets downstream of *n* that belong to the ESR cluster *c*.

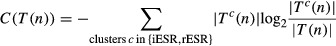
(19)

An ideal bifurcation point would have a high *C*(*T*(*n*)) compared to the paths that emanate from it. To perform this comparison, we next calculate *C*(·) for each of the paths downstream from *n*. If the subnetwork were a tree, *n*'s targets would simply be partitioned by *n*'s children. However, since the paths leading out from *n*'s children may converge on the same targets, we instead partition *T* (*n*) into disjoint subsets of targets, each of which is reachable via a unique combination of *n*'s children. We refer to *n*'s outgoing partitions as *P*_1_ (*n*)…. *P*_*m*_ (*n*).

After having calculated *C*(*P*_i_ (*n*)) for each partition, we then calculate the *information gain*, *I*(*n*), which measures the number of bits that are saved by partitioning the targets downstream of *n*:

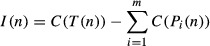
(20)

Finally, to calculate the bifurcation score *B*(*n*), we normalize *I*(*n*) by the *split information S*(*n*), which measures the number of bits required to describe the *partition* assignment of one of *n*'s targets. *I*(*n*) is strongly biased toward nodes whose outgoing partitions split each target each into its own partition. The normalized score *B*(*n*) prioritizes nodes that have a small number of (relatively) cleanly split outgoing paths and many downstream targets.

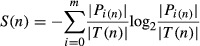
(21)

(22)

The complete ranking of the 92 candidate bifurcation points (yellow and orange nodes in Fig 7) according to *B*(*n*) is available in Supplementary Dataset S9.

### Data availability

Microarray and ChIP-chip data are available in the NIH GEO database under accession #GSE60613. Proteomic data are available in the Chorus mass spectrometry repository under accession #YeastSaltStress.

# Supplementary material for: Pathway connectivity and signaling coordination in the yeast stress-activated signaling network
**Source:** Mol Syst Biol. 2014 Nov 19;10(11):759. doi: 10.15252/msb.20145120
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for Chasman & Ho *et al.*,  
“Coordination and interconnectivity in the inferred stress-activated signaling  
network from yeast”**

## **Contents**

## Supplementary figures

## Supplementary tables

## S1 Computational methods

We developed an integer linear programming-based approach (IP, for short) to infer the pathways through which the signaling regulator mutants perturb the regulation of their affected downstream targets. Using a *background network* of directed and undirected intracellular interactions, the method infers a *subnetwork* that predicts the *paths* by which each interrogated *source* regulator is connected to its downstream *targets*, identified as dysregulated genes in the source mutant responding to NaCl treatment. Each path is a directed, linear chain of interactions between yeast gene products. The final interaction in each path represents the regulation of the target gene by a sequence-specific transcription factor or RNA-binding protein. The IP's objective function favors the inclusion of salt-responsive proteins, defined as those with differential phosphorylation upon NaCl treatment (phospho-proteomic hits) and those required for normal fitness during the NaCl response (fitness-contribution hits).

### S1.1 Outline of the approach

In this section, we present a detailed description of the three steps of our inference method, illustrated in Figure 3.

**Step 1: Gather the experimental data and a background network.** Figure 3A shows the input to the method: data from experiments that interrogate the yeast salt stress response (as described in the manuscript), and a background network of intracellular interactions. The background network contains three types of nodes: proteins (shown as ellipses), TFs and RNA-binding proteins (diamonds), and genes/mRNAs (rectangles). The experimental data comes in the following forms:

- *Source-target pairs*, each consisting of one interrogated *source* regulator and one of its identified downstream gene/mRNA targets (sources are shown with bold outlines; targets are shown as rectangles)
- *Receptor-source pairs*, where necessary, which represent directed relationships gathered from the literature. For example, to capture upstream stress sensors, we included knowledge about two transmembrane receptors that are upstream of Hog1.
- *Fitness-contribution hits*, genes that result in defective stress resistance acquisition when they are knocked out (shown in blue in Figure 3)
- *Phospho-proteomic hits*, proteins that are differentially phosphorylated under salt stress conditions (shown in yellow in Figure 3)

We refer to the fitness-contribution hits and phospho-proteomic hits together as *hits*. The sets are not mutually exclusive.

The background network (described in Section S1.2.3) consists of a variety of types of biological interactions, namely protein-protein and protein-nucleic acid interactions, gathered from

public databases. It is represented as a graph in which the nodes represent either proteins or genes/mRNAs, and the edges represent interactions between them. If the direction of an interaction is known (as in a kinase-substrate interaction), then the corresponding edge is directed. Otherwise, the edge is undirected.

**Step 2: Generate candidate paths to explain experimental observations.** The inferred subnetwork must provide directed paths between each source and all of its targets, and so we first use the background network to enumerate all possible candidate paths. Each candidate source-target path must end with an interaction that represents regulation of the target mRNA: either the binding of a transcription factor (TF) to the target's gene, or the binding of an RNA-binding protein (RBP) to the target's mRNA. We also enumerate other kinds of candidate paths in order to capture connections among salt-responsive proteins that may be missed by cataloging only source-target paths. In Figure 3B, we show the three kinds of paths that we identify:

- *Source-target paths*, which connect interrogated sources to their targets
- *Receptor-source paths*, which offer paths between upstream stress sensors and downstream sources
- *Fitness-contribution hit-source* and *source-source paths*, which identify connections between potential regulators

The inferred subnetwork is a collection of directed paths that make a consistent assignment for the direction of each edge.

**Step 3: Solve an IP to infer an ensemble of subnetworks.** To perform inference, we construct an integer linear program (Figure 3C) whose constraints and objective functions describe a subnetwork that conforms to the following desiderata:

- Each source is connected to all of its targets by directed paths
- Any provided upstream relationships (receptor-source pairs) are explained by directed paths
- Directed paths reveal connections between fitness-contribution hits and sources that are proximal in the background network
- Each edge is assigned only one direction
- Proteins with phospho-proteomic or fitness evidence are favored for inclusion in the subnetwork
- The subnetwork includes a minimal number of nodes that are not supported by experimental evidence

Because both the experimental data and the background network are incomplete, there will be many possible inferred subnetworks that explain the experimental data equally well. To quantify our confidence in the relevance of each protein and interaction, we infer an ensemble of optimal subnetworks. Confidence in a protein (interaction, path) is calculated as the fraction of the subnetworks in the ensemble that predict that the protein (interaction, path) is relevant.

Figure 3C shows two inferred relevant subnetworks for the given example. In each subnetwork, the predicted relevant edges (interactions) and nodes (proteins) are indicated with black outlines; rejected edges and nodes are in grey. A direction has been inferred for each formerly undirected interaction that is predicted to be relevant.

## S1.2 Data supplied to subnetwork inference method

The inputs to the IP method are the data capturing the cell's response to salt stress (transcriptome changes, fitness-contributions, and phosphorylation responses), additional, known relationships between stress response factors curated from literature, and a background network consisting of publicly available yeast intracellular interactions.

### S1.2.1 Experimental data

The primary goal of the approach is to provide explanations for the measured salt-specific transcriptomic changes. We also use two additional sources of salt-specific experimental data.

**Source-target pairs.** From the transcriptomic data measured in each of the original signaling mutants, we identified the set of downstream genes with dysregulated salt-responsive expression. We then extracted what we refer to as *source-target pairs*, each consisting of a single signaling protein (*source*) and a gene that was dysregulated in the mutant under salt stress (*target*). We divided the set of pairs into two categories, based on whether or not the source is a known transcription factor (TF). For non-TF sources, the effect on the targets is assumed to be indirect, and mediated by interactions between other gene products. For sources that are TFs, it is assumed that they affect their targets directly.

**Fitness-contribution hits.** Previously, Berry *et al.* (2011) identified yeast mutants that conferred a defect in acquired stress resistance after salt pretreatment. For each of these mutants, we applied the label *fitness-contribution hit* to the gene product represented in our background network, because of the mutation's negative effect on yeast fitness under salt stress.

**Phospho-proteomic hits.** We applied the label *phospho-proteomic hit* to each protein that showed differential phosphorylation under salt stress).

### S1.2.2 Indirect interactions from domain knowledge

Our method can take advantage of domain knowledge about the salt stress response in order to provide a scaffold for the inferred subnetwork. Here, we wanted to capture the upper-most stress sensors that may otherwise be missed in connecting sources to their downstream targets. We identified well-known indirect relationships between two transmembrane receptors, Sln1 and Sho1, and one of the sources, Hog1 (Saito & Tatebayashi, 2004). We provided this information to our method as *receptor-source* pairs: (Sln1, Hog1) and (Sho1, Hog1). During inference, the method selects directed paths from the two receptors to Hog1.

### S1.2.3 Background network

In constructing our background network, we identified a variety of binary interactions that are relevant to intracellular signaling and gene expression regulation. The background network represents protein-protein (including kinase-substrate), protein-DNA, and protein-RNA interactions.

Physical protein-protein interactions (PPIs) were sourced primarily from the BioGRID database (Stark *et al.*, 2006); these included both undirected PPIs and directed post-translational modifications, such as ubiquitination. To identify high-confidence interactions, we retrieved interactions that were supported by at least two separate experimental methods. In order to specifically capture signaling pathways, we supplemented the PPI network with additional high-confidence protein-protein interactions involving kinases and phosphatases (Breitkreutz *et al.*, 2010; Fasolo *et al.*, 2011; Sharifpoor *et al.*, 2011). Directed kinase-substrate and phosphatase-substrate interactions were identified from BioGRID, data published by Ptacek *et al.* (2005), and the KID database (Sharifpoor *et al.*, 2011).

Additionally, we extracted binary interactions from metabolic pathway data (Heavner *et al.*, 2012), which represent interactions between enzymes that catalyze adjacent metabolic reactions, and information about which proteins are components of annotated protein complexes (Heavner *et al.*, 2012; Pu *et al.*, 2009).

To represent the direct regulation of the target genes/mRNAs, we gathered protein-DNA (Abdulrehman *et al.*, 2011; Everett *et al.*, 2009; Guelzim *et al.*, 2002; MacIsaac *et al.*, 2006; Venters *et al.*, 2011) and protein-RNA (Hogan *et al.*, 2008; Scherrer *et al.*, 2010; Tsvetanova *et al.*, 2010) interactions from several publications. We supplemented these with two sources of protein-DNA interactions gathered under stress conditions (Huebert *et al.*, 2012; Ni *et al.*, 2009).

After manual inspection of the background network neighborhoods of the interrogated mutants, we added a set of 17 missing interactions between the mutants and nearby regulators based on known interactions in the literature.

While the types of biological interactions in the background network are rich and diverse, we use a simplified representation as input to the computational method. The background network is represented as a graph, in which nodes represent genes and gene products, and edges represent interactions. A gene may be represented as two separate nodes in the background network: one

representing the protein, and, for targets, one representing the DNA or mRNA. Each interaction may have a direction: for example, transcriptional regulatory interactions are directed, but most protein-protein interactions are not. (Protein-protein interactions representing post-translational modifications, such as phosphorylation, are directed.)

We represented each protein complex as an additional node, and added a directed edge to the complex from each of its component proteins. Using protein-protein interactions, we also inferred undirected interactions between protein complexes and between a complex and a single protein. If more than 50% of the possible protein-protein interactions between two protein complexes (or between a complex and a protein) were present in the data, then we added an undirected edge between the two complexes (or complex and protein).

Finally, we collapsed Dot6 and its paralog Tod6 into the same protein node in the background network, because they have been observed to function redundantly and because our measured targets were identified in a *dot6Δtod6Δ* double-mutant strain. We accomplished this by replacing the two separate proteins with a new protein node, named Dot6/Tod6.

In total, the background network consisted of 5,130 nodes representing proteins or protein complexes and 6,481 nodes representing DNA or RNA. There were 29,936 unique, interacting pairs of proteins (27% having a known direction) and 260,365 unique pairs of one protein and one nucleic acid sequence. Information about the provenance of the background network is provided in Supplementary Table 2. The background network itself (minus transcriptional regulatory edges that do not involve experimental targets) is available in Supplementary Dataset S6.

#### **S1.2.4 Candidate paths**

An inferred subnetwork is composed of a union of directed paths through the background network, each path providing an explanation for pairs identified from experimental data or domain knowledge. As a set-up step before proceeding with inference, we must enumerate candidate directed paths for each type of salt-relevant pair by performing searches through the background network (Figure 3B). When we incorporate an undirected edge in a path, we record the direction of the edge that allows the path to move forward from the source to the target. The nodes and edges in the candidate paths are indicated in the Cytoscape file provided as Supplementary Dataset S6. Experiments varying the lengths of these paths are discussed in Section S2.4.

**Candidate source-target paths.** To account for the effect of a source mutant on its dysregulated targets, we must provide directed candidate paths that begin with the source and end with an interaction that represents the binding of a TF (or RBP) to the target gene (or mRNA). In this section we describe our process for enumerating these paths.

For the five sources that are themselves transcription factors (Dot6/Tod6, Msn2, Rim101, Swc3, and Swc5), we assumed that they bind their targets directly. For these sources, each source-target path consisted of only one interaction.

We enumerated longer paths to account for the sources that are not transcription factors. First,

we identified which TFs and RBPs present in the background network could plausibly account for the effect of each source on its targets. We considered a relationship between a source and a TF (or RBP) if (a) the binding data for the TF/RBP was gathered under salt stress conditions (Ni *et al.*, 2009) or (b) the set of genes bound by the TF/RBP were significantly overrepresented in the source's targets. Overrepresentation is decided by a  $p$ -value  $< 0.05$  given by a hypergeometric test of the overlap between the two sets. Because we were only assembling a candidate list of TFs for each source, we did not correct for multiple testing at this step.

After identifying candidate TFs and RBPs for each source, we enumerated possible directed paths between all source-target pairs through the background network, terminating with an interaction between one of the candidate TFs/RBPs and the target. Because the experimental data represents transcriptional changes that happen on a short time scale, the interactions in the path (except for the last) were limited to either interactions between proteins or between an RBP and the protein node for an mRNA that it binds. In other words, we did not allow connections from target genes/mRNAs to proteins, which would require both transcription and subsequent translation of the protein encoded by the target.

We applied a limit on the number of interactions in each path for the sake of tractability. For each source that was not a TF/RBP, we first enumerated all paths of up to three interactions. If by doing so we were unable to reach at least 50% of the source's candidate TFs/RBPs, we searched out until that goal percentage was reached, allowing up to five interactions total. By this process we were able to reach on average 78% of each source's targets and 75% of each source's candidate TFs/RBPs. Supplementary Table S5 shows the coverage of each source's targets and candidate TFs/RBPs by the candidate paths.

**Candidate fitness-contribution hit-source and source-source paths.** In addition to explaining the effects of the sources on their targets, we were also interested in identifying other connections among salt-responsive proteins that may not lie along source-target paths: among fitness-contribution hits and sources, and among the sources themselves. We enumerated short candidate paths (up to two interactions) between each fitness-contribution hit and each source, and between each pair of sources. None of the interactions in these paths could represent the binding of a TF to a gene. For each pair, we searched for paths that proceed in both directions.

**Candidate paths to explain indirect relationships from domain knowledge (receptor-source paths).** In this step, we enumerated directed paths of up to five interactions that could connect the two upstream receptors, Sho1 and Sln1, to Hog1. As we did for the hit-source and source-source paths, we only allowed protein-protein and RBP-protein interactions in these paths.

## S2 Computational analysis

We used the ensemble of subnetworks inferred by the IP method to make predictions about different aspects of the salt-specific subnetwork. We inspected the ensemble from a different view for

each type of prediction. By applying a threshold on confidence values represented by the ensemble, we defined three high-confidence, or consensus, views:

- **Consensus nodes**, defined as the set of nodes with at least 75% confidence; they were used to make predictions about the identity of key players in the salt response
- **Consensus edges**, defined as the set of edges with at least 75% confidence; they were used to make predictions about direct interactions between consensus nodes
- **Consensus paths**, defined as the set of paths with at least 75% confidence; they were used to make predictions about indirect relationships between proteins and genes/mRNAs (such as, which proteins mediate the signal between a given source and its targets)

In this section we describe the methodology used for each computational result presented in the manuscript, as well as a supplementary analysis of the contributions of multiple components of the IP method. All three consensus views of the subnetwork are available in Cytoscape format in Supplementary Dataset S8. A list of the 15 highest-degree consensus nodes is provided in Supplementary Table S6.

## S2.1 Enrichment of consensus subnetwork with known relevant proteins

Because our curated list of true positives is known to be incomplete, we additionally evaluated our consensus protein node set (excluding target genes/mRNAs) against several external sources of likely-relevant genes and interactions. We tested the enrichment of consensus proteins with two sets of genes that are related to cell signaling and stress: (a) kinases and phosphatases, and (b) proteins retrieved from SGD's YeastMine (Balakrishnan *et al.*, 2012; Cherry *et al.*, 2012) with the queries 'stress regulation' or 'nutrient regulation'. We also tested for enrichment with essential genes from SGD (Cherry *et al.*, 2012), and for genetic interactions from BioGRID (Stark *et al.*, 2006). Finally, we also tested the consensus subnetwork for overrepresentation of the true positives and underrepresentation of the likely negatives described in Methods and Figure 4B.

Using the hypergeometric test, enrichment was tested both relative to the candidate network (the network given by the set of candidate paths) and to the background network. To separate out the effect of experimental hits on the enrichment score, we excluded them from the consensus nodes and the external gene sets. After filtering, 160 consensus nodes, 736 candidate nodes, and 4703 background network nodes remained. With experimental hits removed, the external gene sets consisted of 147 kinases and phosphatases, 237 general stress proteins, 910 essential genes, 70 true positives, and 1416 likely negatives.

Additionally, we tested for enrichment of genetic interactions based on the assumption that genetic interactions are more likely to occur between functionally related genes. For this test, we did not omit experimental hits. We extracted 141,507 genetic interactions reported in BioGRID (Stark *et al.* (2006), downloaded February 2013) and assumed a total of 16 million possible interactions

among 5,700 yeast genes. Consensus subnetwork enrichment for genetic interactions was calculated using the number of pairs of consensus nodes that have a reported genetic interaction.

We also tested the consensus subnetwork against the permuted subnetworks described in Methods and Figure 4B. For each ensemble inferred from permuted data, we defined a consensus node set using a 75% confidence threshold, and, for each external gene/interaction set, measured the proportion of each consensus node set that was contained in the external set. For each external gene set, we calculated the  $p$ -value as the fraction of the 1,000 permuted node sets that had an equal or higher proportion than the ‘true’ consensus node set. (For the likely negatives, we counted the number of permuted consensus node sets with equal or lower representation.) We did not filter out hits for this experiment, as the hit sets were different for each permutation.

In Supplementary Table S7, we show the proportion of the consensus subnetwork, candidate network, background network, and permuted subnetworks that is represented in each external gene set, and the  $p$ -values for comparisons to the consensus subnetwork. These results are summarized in the main manuscript.

## S2.2 Stability analysis

As it is practically infeasible to identify all optimal solutions to the IP, we specify the number of subnetworks in the ensemble as an input to our method. The question arises of how the ensemble’s predictions change as more solutions are identified. In this analysis, we compared the predictions made by the ensemble of 10,000 solutions to two smaller ensembles of 100 and 1,000 solutions each. As shown in Supplementary Figure S10A, the precision-recall curves for each ensemble were approximately the same, although the recall of low-confidence predictions increased slightly as more solutions were gathered. The representation of general stress proteins, kinases and phosphatases, and genetic interactions was also approximately the same across the different ensemble sizes.

Additionally, we compared the different sizes of ensembles based on the Jaccard similarity between their predictions. We calculate the similarity between two ensembles  $E$  (10,000 solutions) and  $E'$  (100 or 1,000 solutions) as follows. Using the variable  $y_n$  (node relevance) as an example,  $p^E(y_n = 1)$  is  $E$ ’s confidence that node  $n$  is relevant.  $\mathcal{N}$  refers to the set of all nodes (proteins).

$$similarity(E, E') = \frac{\sum_{n \in \mathcal{N}} |p^E(y_n = 1) - p^{E'}(y_n = 1)|}{\sum_{n \in \mathcal{N}} p^E(y_n = 1) + p^{E'}(y_n = 1) - |p^E(y_n = 1) - p^{E'}(y_n = 1)|} \quad (1)$$

We compared the 10,000-solution ensemble to the two smaller ensembles based on four variable types: node relevance, edge relevance, edge direction, and path relevance. Sources, targets, and upstream receptors were omitted from the node stability calculations because their relevance variables were fixed. When calculating the similarity of edge directions, only edges that were undirected in the background network were counted.

For all comparisons, the similarity between the 10,000-solution ensemble and the smaller ensemble was very high ( $\geq 90\%$ ). In Supplementary Figure S10B, we provide a visualization of the results of each comparison, showing the number of elements that were shared or unique to each ensemble.

All together, our stability analysis results demonstrate that the distribution of solutions captured by CPLEX is not changed significantly by the collection of more solutions.

### S2.3 Lesion testing

Our approach combines multiple sources of experimental data using a multi-step optimization procedure. It is useful to investigate the contribution of each ingredient to the predictions made by the inferred subnetwork ensemble. To do so, we ran lesioned versions of the IP, in each of which one component of the optimization procedure or one experimental data source was held aside, and inferred an ensemble of solutions, which we refer to as a *lesioned ensemble*. We evaluated the lesioned ensembles using the same computational evaluation metrics that we applied to the ensemble inferred by the complete IP (the *complete ensemble*): namely, accuracy in predicting held-aside test cases, and enrichment of relevant, externally-derived gene and interaction sets. Experimental hits were omitted from the test cases and the relevant, external gene sets. As an additional evaluation, we compared the lesioned ensembles to the complete ensemble based on the similarity of their predictions, as in the stability analysis presented in Section 2.2.

Having observed that predictions were highly stable regardless of the size of the ensemble, we performed the lesion experiments using an ensemble size of 1,000. Correspondingly, we compared the lesioned ensembles to the complete ensemble with 1,000 solutions.

Supplementary Figure S11A-F show comparative precision-recall curves for each lesioned ensemble. In Supplementary Table S8, we show the results of the enrichment analyses, including the proportion of each lesioned consensus subnetwork that is contained in each external gene and interaction set. For each relevant set, we compared its representation in the lesioned consensus to the complete consensus using a two-tailed  $z$ -test of proportions.

We discuss the contribution of each lesioned component:

**Maximizing the number of connections between hits and sources (Supplementary Figure S11A).** Removing this step alone slightly increased the predictive accuracy of the inferred ensemble, but did not significantly change the proportions of the consensus nodes that were represented by any relevant gene sets. We suggest three possible explanations for the change in precision: (a) the experimental hit set is noisy or includes proteins that are required for stress survival but not for signaling *per se*, (b) the set of test cases is relatively small and based on focused laboratory experimentation, and is thus likely to be incomplete, and (c) removing this objective function component left the resulting IP less constrained, allowing greater variation between the different solutions in the ensemble and more stratification between high-confidence predictions. There was also a small but statistically significant change in the proportion of genetic interactions. Despite the

small change in precision that it confers, including this step assists in the interpretation of the experimental data, as it reveals proximal connections between fitness-contribution hits and sources that are not captured by source-target paths.

**Maximizing the number of experimental hits (Supplementary Figure S11B).** Even though the hit nodes themselves were not considered in the accuracy analysis, maximizing their inclusion results in more accurate choices among the other nodes: the lesioned IP had a slightly lower PR curve compared to the complete IP. The representation of relevant gene sets did not change significantly; however, the lesioned consensus had a higher proportion of genetic interactions than the complete consensus node set.

**The combined contribution of maximizing connections and hits (Supplementary Figure S11C).** These two objective components are partially redundant, as maximizing the number of connections indirectly also maximizes the inclusion of hits. Therefore, we assessed the effect of removing both components. This resulted in a slight increase in precision. Additionally, while the lesioned consensus node set did not differ in the representation of relevant gene sets, it did contain a significantly higher proportion of genetically interacting pairs of nodes. The next lesion we performed attempted to tease apart the contributions of the two experimental hit sets.

**Maximizing the inclusion of either of the two hit sets (Supplementary Figure S11D).** To assess the hit sets separately, we performed two lesions, separately holding aside the fitness-contribution hits and the phospho-proteomic hits. The inclusion of phospho-proteomic hits in the IP appears to be useful for identifying higher precision subnetworks, demonstrating that some of the information contained in this hit set is congruent with current knowledge about the salt stress response. Conversely, holding aside the entire set of fitness-contribution hits (modulo the sources that are fitness-contribution hits) resulted in a moderate increase in precision, suggesting that this set of hits is noisy or partially disjoint to existing knowledge, and was responsible for the increased precision observed when both types of hits are held aside. Neither lesioned consensus node set shows a significant change in the representation of relevant node sets, though the lesioning of phospho-proteomic hits results in a statistically significant increase in genetic interactions. It is notable that most genetic interactions have been measured under standard growth conditions; it is likely that NaCl-specific genetic interactions are not represented in the test set.

Even though the predictive accuracy dropped slightly when fitness-contribution hits were maximized, our results may actually represent novel discoveries, as the set of true positives is heavily biased toward HOG pathway proteins. Regardless, we are willing to tolerate a slight drop in accuracy in exchange for increased interpretability. We believe that including the fitness-contribution hits in the IP is still useful; after all, part of the purpose of this method is to aid in the interpretation of the experimental hits. The resulting subnetwork reveals connections between the fitness-contributions and other components of the salt stress response, which may inspire further experimentation.

**Minimizing the total number of nodes (Supplementary Figure S11E).** Removing this step resulted in decreased precision and enrichment across the board, demonstrating that minimizing nodes is useful for reducing false positives.

**Connecting receptor-source pairs (Supplementary Figure S11F).** Including the receptor-source pairs appeared to significantly increase recall, but did not appear to have a great effect on precision or enrichment with relevant gene sets or genetic interactions. We believe that including these pairs makes the inferred subnetwork more interpretable by showing connections to well-understood interactions in the stress response.

Similar to our evaluation of the stability of the complete IP across different ensemble sizes, we measured the similarity between the complete and lesioned ensembles. A visualization of the differences and intersections between the ensembles' predictions is shown in Supplementary Figure S12. Except when nodes were not minimized, the lesioned ensembles contained fewer nodes, edges, and paths, and were mostly subsets of the complete ensemble. (In the figure, we observe that the size of the left-hand portion of each bar generally dominates the right-hand portion.) When nodes were not minimized, the reverse is observed. Path relevance and edge direction showed the most variability, demonstrated by the longer right-hand ends to those bars.

## **S2.4 Testing variations on candidate path length**

To supplement the lesion tests, we measured the effect of increasing and decreasing the maximum length of the candidate source-target and hit-source paths by one interaction. For each variation, we inferred an ensemble of 1,000 subnetworks, and compared the results to the original consensus ensemble on the basis of precision-recall and stability analyses (Supplementary Figure S13), as well as enrichment analysis on the nodes with  $\geq 75\%$  confidence (Supplementary Table S9). Because the candidate path sets are different between the original, complete IP and the new variations, we do not measure the stability of paths for these comparisons, and only compare node and edge relevance and edge direction.

**Source-target paths (Supplementary Figure S13A-B).** In the original IP, we enumerated paths of up to five interactions, stopping search early at the depth at which at least 50% of candidate TFs/RBPs for a given source were reached. We tested the effect of this early-stopping option by inferring subnetworks using candidate paths enumerated at three different lengths: three, four, or five interactions for all sources. At a path length of five, we were unable to complete the IP solution portion of the method due to the large number of paths generated by two sources, Hog1 and Mck1. As a compromise, we truncated the paths for those two sources to four, but searched for paths of length five for all other sources.

In general, the precision-recall curves and most enrichment scores do not appear to be very sensitive to the path length in the range tested; however, we see some patterns. The ensemble

inferred from candidate paths of length four appears to be nearly identical to the original IP under all measures, which is unsurprising, as search stopped at that length for most sources in the original setting. Stopping all search at length three results in a slight increase in precision, a slight decrease in recall, and a significant increase in genetic interactions. Stopping all search at length five results in a slight decrease in precision and a significant decrease in genetic interactions. As shown by the relative lengths of the ends of the bars in the stability analysis figure (Supplementary Figure S13B), increasing candidate path length also results in increased size of inferred subnetworks. The node content of the inferred ensembles is fairly similar, with more variation shown in edge relevance and direction.

**Hit-source and source-source paths (Supplementary Figure S13C-D).** In the original IP, we sought candidate paths consisting of up to two edges between the fitness-contribution hits and the tested sources. To assess the sensitivity of the method to this path length, we tested two alternatives: allowing only direct interactions (no intermediate nodes), and allowing longer paths of up to three edges (two intermediate nodes).

The shorter path length confers increased precision in the precision-recall curve; however, the 75%-confidence nodes from this subnetwork do not have statistically significantly different proportions of the gene sets tested for enrichment. There is a small but statistically significant increase in genetic interactions in the ensemble with shorter paths. This subnetwork includes 49 fitness-contribution hits, in contrast to the 106 included in the original consensus subnetwork, and is somewhat smaller.

The longer path length results in a large decrease in precision, weakly significant decreases in enrichment of true positives and genetic interactions, and a corresponding weakly significant increase in essential gene enrichment and likely negatives. This subnetwork includes 151 fitness-contribution hits and is much larger overall.

Considering these results, it appears that limiting the length of candidate hit-source and source-source paths is beneficial: longer paths result in larger subnetworks with decreased precision and decreased enrichment with other relevant gene and interaction sets. The preferred stringency of this limit may depend on how the inferred subnetwork will be used to guide further experiments. The shortest length path provides an increase in accuracy at the expense of not being able to provide connections to as many fitness-contribution hits.

## **S2.5 Testing the effect of reordering the objective function components**

Our four objective functions can be summarized as representing two concepts: explain a *maximal* amount of the experimental data using a *minimal* subnetwork. To assess the sensitivity of the subnetwork inference method to the ordering of these concepts, we performed an experiment in which we reversed the order. The altered sequence of objective functions proceeds as follows, and can be compared to the sequence shown in Supplementary Figure S8:

1. Minimize nodes (one solution)

2. Maximize connections (one solution)
3. Maximize fitness-contribution and phospho-proteomic hits (one thousand solutions)
4. For each previous solution, maximize paths (one solution each)

Using this ordering of the objective functions, we inferred an ensemble of 1,000 subnetworks, and compared the results to the original consensus ensemble using precision-recall and stability analysis (Supplementary Figure S14), and enrichment analysis (Supplementary Table S10). Compared to the original IP, the IP with reversed objective function components (which we name “min-then-max”) achieves lower recall of the known regulators, no significantly different proportions of relevant gene sets, and a significant increase in genetic interaction enrichment. The resulting subnetworks are also overall smaller, as shown by the relative lengths of the colored portions of the bars in the stability analysis chart in Supplementary Figure S14B.

### S3 Analysis of newly implicated regulators

The array results from the validation analysis provide new insights into the newly identified NaCl-responsive regulators. Several mutants had defects in ESR regulation. Measured targets of the Pho85 kinase, the Arf3 RBP, and CK2 subunit Cka2 were enriched for genes induced in the iESR. Cells lacking the cyclin-dependent Pho85 kinase also had a defect in repressing RP genes but displayed amplified induction of genes involved in respiration. Pho85 is thought of as a nutrient and cell cycle regulator but was also previously implicated in suppressing the ESR (Carroll *et al.*, 2001; Carroll & O’Shea, 2002; Moffat *et al.*, 2000). The *pho85Δ* mutant indeed had an apparent derepression of the ESR before stress (however this is hard to distinguish from ESR activation due to inherent stress in the sickly mutant cells). Cells lacking the Yak1 kinase had a defect in repressing RP genes in response to NaCl, likely due to the known Yak1-dependent regulation of RP regulators Ifh1 and/or Crf1 (Martin *et al.*, 2004; Kim *et al.*, 2011). Surprisingly, cells lacking Bck1 — a key MAPKKK in the cell wall integrity pathway — also displayed a defect in repressing RP genes upon NaCl treatment. The subnetwork inference predicts that Bck1 lies upstream of Yak1, based on the observation that Yak1 is an *in vitro* substrate of Bck1 (Ptacek *et al.*, 2005). As several studies have uncovered genetic interactions between these kinases (Lavina *et al.*, 2013; Cardona *et al.*, 2012; Hermansyah *et al.*, 2010), our results suggest that Bck1 is a previously unrealized regulator of Yak1 in the NaCl response.

Another example is the CK2 kinase complex, which regulates the iESR repressor Nrg1 and is known to affect stress-specific splicing and abundance of ribosome-related transcripts (Berkey & Carlson, 2006; Rudra *et al.*, 2007; Bergkessel *et al.*, 2011). We found that cells lacking either catalytic subunit (*CKA1* or *CKA2*) or both regulatory subunits (*CKB1/CKB2*) displayed a defective NaCl response, but that the defect differed for each mutant: *cka2Δ* cells displayed a defect in iESR gene induction, whereas the *cka1Δ* and *ckb1Δckb2Δ* mutants instead produced amplified repression of rESR genes. For both Cdc14 and CK2 subunits, the gene targets predicted

by the subnetwork significantly overlapped the measured targets, and 70-80% of scorable nodes predicted in their paths were supported by our analysis (see Supplementary Table S1).

We also found defective NaCl-provoked expression in two mutants not previously linked to stress. Kin2 is a poorly characterized serine/threonine kinase in yeast that is linked to exocytosis (Gasser *et al.*, 2007; Elbert *et al.*, 2005). Genes that displayed defective expression either basally or upon NaCl treatment were enriched for nutrient transporters, nutrient responsive regulators, and genes whose deletion produces morphology defects. Genes with amplified NaCl-responsive induction in the *kin2Δ* mutant were also enriched for targets of the meiosis regulator and transcriptional repressor, Sum1. These results are consistent with nutrient response and effects at the cellular periphery, where Kin2 is localized (Tibbetts *et al.*, 1994). Little is known about the kinase Nnk1, except from large-scale studies that show an interaction with Tor1 (Breitkreutz *et al.*, 2010). Most of the affected genes displayed amplified expression changes compared to wild type cells. There was little functional enrichment among the genes, aside of mobile-intron containing mitochondrial genes and genes regulated by TATA-dependent transcription.

## **S4 Cdc14 is a central regulator in the NaCl response**

Cdc14 phosphatase is a key regulator of mitotic exit and acts in part as a Cdc28/Cdk1 antagonist, by reversing phosphorylation of Cdc28 targets (Visintin *et al.*, 1998). Cdc14 is sequestered in the nucleolus during most of the cell cycle but is released and distributed throughout the cell at anaphase (Visintin *et al.*, 1998; de Almeida *et al.*, 1999). In addition to triggering mitotic exit, Cdc14 also helps to set up subsequent cell-cycle phases, for example by priming Swi6 for nuclear import in G1 (Geymonat *et al.*, 2004) and licensing origins of replication for proper replication timing in S-phase (Zhai *et al.*, 2010; Dulev *et al.*, 2009; Bloom & Cross, 2007).

Here we show that Cdc14 is critical for mounting a normal NaCl response. Cells harboring the temperature sensitive *cdc14-3* allele had a major defect in several aspects of the NaCl response that could not be explained by cell-cycle defects. For these experiments, the mutant and its isogenic wild type were grown to log phase at 25°C then shifted to the nonpermissive 35°C for 90 minutes, leading to near-complete M-phase arrest of *cdc14-3* cells. At this time cells were exposed to 0.7M NaCl and followed for up to 2 hours. Notably, wild-type cells had a near normal NaCl response across the transcriptome under these conditions, with slightly smaller fold-changes compared to cells growing constitutively at 30°C. Thus the prior heat treatment had little effect on the wild-type response (as long as cells had 90 min to acclimate to the higher temperature, not shown). Mutant *cdc14-3* cells showed normal viability after heat shock (as scored by live-dead staining), but were more sensitive to short-term NaCl than wild-type cells (80% viability compared to 92% viability for wild-type).

To ensure that the apparent defect in NaCl response was not obscured by unique *cdc14-3* gene expression differences due to heat pretreatment, we compared expression in heat-treated *cdc14-3* and wild-type cells after the 90 min heat treatment but before addition of salt. Heat inactivation of

*cdc14-3* caused only subtle differences in gene expression for most affected genes (Supplementary Figure S6A). The exception was cell cycle-regulated genes, whose expression reflected the M-phase arrest of the mutant (which produces reduced abundance of transcripts that peak in other cell-cycle phases, Figure 6F). The *cdc14-3* mutant had a slight induction of many stress-induced genes after heat inactivation but before NaCl addition. However, this cannot explain the defect in NaCl response of the mutant. First, many genes showed defective NaCl-responsive induction in the *cdc14-3* mutant despite no difference in pre-NaCl expression levels. This was also true for most NaCl-repressed genes, which showed little significant difference before NaCl addition in the *cdc14-3* mutant. Second, there were many genes for which pre-NaCl levels were slightly elevated in the inactivated *cdc14-3* mutant yet the fold-change in expression upon NaCl treatment happened at wild-type levels. Thus, expression differences in the *cdc14-3* mutant cannot be simply explained by highly aberrant transcript differences before NaCl addition.

In further support of a specific role for Cdc14 in the NaCl response, we found *cdc14-3* mutant cells growing at the non-permissive temperature had a partial defect in Hog1 localization (see main text). This was not due to M-phase arrest, since wild-type cells in G2/M phase showed robust Hog1 nuclear localization (Supplementary Figure S6B); furthermore, we found no defect in nuclear Hog1 accumulation in wild type cells arrested with nocodazole (not shown).

These results strongly suggest that the role of Cdc14 in the NaCl response is due to specific activation of the phosphatase, rather than an indirect effect of cell-cycle arrest. The NaCl-enhanced interaction between Cdc14 and Cka2 supports this conclusion. Because the mitotic function of Cdc14 is regulated via localization changes, we looked for nucleolar release of Cdc14 upon salt treatment. There was no gross relocation of Cdc14-GFP after NaCl treatment (Supplementary Figure S6C); however, we cannot exclude a partial release of the phosphatase. Interestingly, a prior study found that nucleolar release of Cdc14 at anaphase is in part triggered by the Hog1 MAPKK Pbs2 (Reiser *et al.*, 2006); this observation bolsters our subnetwork's prediction that Pbs2 regulates Cdc14 activity upon NaCl treatment as well. Notably, we detected no interaction between immunoprecipitated Hog1 and Cdc14, either with or without prior cellular NaCl treatment (not shown).

Cdc14 is a known CTD phosphatase in yeast (Clemente-Blanco *et al.*, 2011) and humans (Guilamot *et al.*, 2011), prompting us to investigate whether it was required for the immediate drop in Ser2 and Ser5 phosphorylation upon NaCl treatment (see Figures 5E and Supplementary Figure S5). However, we found no obvious defect in the *cdc14-3* mutant responding to salt, relative to Pol II subunit Rpb3 (Supplementary Figure S6D). We noticed in several replicates that Rbp3 (normalized to a second internal control, Pab1) showed decreasing levels over time in the *cdc14-3* strain responding to NaCl at the non-permissive temperature, but not at 25°C (not shown). However, this was not always the case, raising question to its significance. It is intriguing, however, that the subnetwork connects Cdc14 to Rpb3 through the ubiquitin ligase Rsp5, which is known to control stability of polymerase subunits in response to other stresses (Beaudenon *et al.*, 1999). Future work will be required to dissect this interplay.

## S5 References

- Abdulrehman D, Monteiro PT, Teixeira MC, Mira NP, Lourenço AB, dos Santos SC, Cabrito TR, Francisco AP, Madeira SC, Aires RS, Oliveira AL, Sá-Correia I, Freitas AT (2011) YEASTRACT: providing a programmatic access to curated transcriptional regulatory associations in *Saccharomyces cerevisiae* through a web services interface. *Nucleic Acids Research* **39**: D136–D140
- Alejandro-Osorio AL, Huebert DJ, Porcaro DT, Sonntag ME, Nillasithanukroh S, Will JL, Gasch AP (2009) The histone deacetylase Rpd3p is required for transient changes in genomic expression in response to stress. *Genome Biology* **10**: R57
- Balakrishnan R, Park J, Karra K, Hitz BC, Binkley G, Hong EL, Sullivan J, Micklem G, Cherry JM (2012) YeastMine—an integrated data warehouse for *Saccharomyces cerevisiae* data as a multipurpose tool-kit. *Database (Oxford)* **2012**: bar062
- Beaudenon SL, Huacani MR, Wang G, McDonnell DP, Huibregtse JM (1999) Rsp5 ubiquitin-protein ligase mediates DNA damage-induced degradation of the large subunit of RNA polymerase II in *Saccharomyces cerevisiae*. *Molecular and Cellular Biology* **19**: 6972–9
- Bergkessel M, Whitworth GB, Guthrie C (2011) Diverse environmental stresses elicit distinct responses at the level of pre-mRNA processing in yeast. *RNA* **17**: 1461–1478
- Berkey CD, Carlson M (2006) A specific catalytic subunit isoform of protein kinase CK2 is required for phosphorylation of the repressor Nrg1 in *Saccharomyces cerevisiae*. *Current Genetics* **50**(1): 1–10
- Berry DB, Guan Q, Hose J, Haroon S, Gebbia M, Heisler LE, Nislow C, Giaever G, Gasch A (2011) Multiple means to the same end: the genetic basis of acquired stress resistance in yeast. *PLoS Genetics* **7**: e1002353
- Bodenmiller B, Mueller LN, Mueller M, Domon B, Aebersold R (2007) Reproducible isolation of distinct, overlapping segments of the phosphoproteome. *Nature Methods* **4**: 231–237
- Bloom J, Cross FR (2007) Novel role for Cdc14 sequestration: Cdc14 dephosphorylates factors that promote DNA replication. *Molecular and Cellular Biology* **27**: 842–53
- Breitkreutz A, Choi H, Sharom JR, Boucher L, Neduva V, Larsen B, Lin ZY, Breitkreutz BJ, Stark C, Liu G, Ahn J, Dewar-Darch D, Regulj T, Tang X, Almeida R, Qin ZS, Pawson T, Gingras AC, Nesvizhskii AI, Tyers M (2010) A global protein kinase and phosphatase interaction network in yeast. *Science* **328**: 1043–1046

- Cardona F, Del Olmo ML, Aranda A (2012) Phylogenetic origin and transcriptional regulation at the post-diauxic phase of SPI1, in *Saccharomyces cerevisiae*. *Cellular and Molecular Biology Letters* **17**: 393–407
- Carroll AS, Bishop AC, DeRisi JL, Shokat KM, O'Shea EK (2001) Chemical inhibition of the Pho85 cyclin-dependent kinase reveals a role in the environmental stress response. *Proceedings of the National Academy of Science USA* **98**: 12578–83
- Carroll AS, O'Shea EK (2002) Pho85 and signaling environmental conditions. *Trends in Biochemical Science* **27**: 87–93
- Cherry JM, Hong EL, Amundsen C, Balakrishnan R, Binkley G, Chan ET, Christie KR, Costanzo MC, Dwight SS, Engel SR, Fisk DG, Hirschman JE, Hitz BC, Karra K, Krieger CJ, Miyasato SR, Nash RS, Park J, Skrzypek MS, Simison M, *et al.* (2012) *Saccharomyces* Genome Database: the genomics resource of budding yeast. *Nucleic Acids Research* **40**: D700–D705
- Clemente-Blanco A, Sen N, Mayan-Santos M, Sacristan MP, Graham B, Jarmuz A, Giess A, Webb E, Game L, Eick D, Bueno A, Merckenschlager M, Aragon L (2011) Cdc14 phosphatase promotes segregation of telomeres through repression of RNA polymerase II transcription. *Nature Cell Biology* **13**: 1450–6
- de Almeida A, Raccurt I, Peyrol S, Charbonneau M (1999) The *Saccharomyces cerevisiae* Cdc14 phosphatase is implicated in the structural organization of the nucleolus. *Biology of the Cell* **91**: 649–63
- Dulev S, de Renty C, Mehta R, Minkov I, Schwob E, Strunnikov A (2009) Essential global role of CDC14 in DNA synthesis revealed by chromosome underreplication unrecognized by checkpoints in cdc14 mutants. *Proceedings of the National Academy of Science USA* **106**: 14466–71
- Elbert M, Rossi G, Brennwald P (2005) The yeast Par-1 homologs Kin1 and Kin2 show genetic and physical interactions with components of the exocytic machinery. *Molecular Biology of the Cell* **16**: 532–49
- Everett L, Vo A, Hannenhalli S (2009) PTM-Switchboard—a database of posttranslational modifications of transcription factors, the mediating enzymes and target genes. *Nucleic Acids Research* **37**
- Fasolo J, Sboner A, Sun MGF, Yu H, Chen R, Sharon D, Kim PM, Gerstein M, Snyder M (2011) Diverse protein kinase interactions identified by protein microarrays reveal novel connections between cellular processes. *Genes & Development* **25**: 767–778
- Forbes SA, Bindal N, Bamford S, Cole C, Kok CY, Beare D, Jia M, Shepherd R, Leung K, Menzies A, Teague JW, Campbell PJ, Stratton MR, Futreal PA (2011) COSMIC: mining complete cancer genomes in the Catalogue of Somatic Mutations in Cancer. *Nucleic Acids Research* **39**: D945–50

- Gasser B, Sauer M, Maurer M, Stadlmayr G, Mattanovich D (2007) Transcriptomics-based identification of novel factors enhancing heterologous protein secretion in yeasts. *Applied and Environmental Microbiology* **73**: 6499–507
- Geymonat M, Spanos A, Wells GP, Smerdon SJ, Sedgwick SG (2004) Clb6/Cdc28 and Cdc14 regulate phosphorylation status and cellular localization of Swi6. *Molecular and Cellular Biology* **24**: 2277–85
- Guelzim N, Bottani S, Bourguin P, Képès F (2002) Topological and causal structure of the yeast transcriptional regulatory network. *Nature Genetics* **31**: 60–63
- Gitter A, Carmi M, Barkai N, Bar-Joseph Z (2013) Linking the signaling cascades and dynamic regulatory networks controlling stress responses. *Genome Research* **23**: 365–376
- Guillamot M, Manchado E, Chiesa M, Gomez-Lopez G, Pisano DG, Sacristan MP, Malumbres M (2011) Cdc14b regulates mammalian RNA polymerase II and represses cell cycle transcription. *Scientific Reports* **1**: 189
- Hamosh A, Scott AF, Amberger JS, Bocchini CA, McKusick VA (2005) Online Mendelian Inheritance in Man (OMIM), a knowledgebase of human genes and genetic disorders. *Nucleic Acids Research* **33**: D514–7
- Heavner BD, Smallbone K, Barker B, Mendes P, Walker LP (2012) Yeast 5 - an expanded reconstruction of the *Saccharomyces cerevisiae* metabolic network. *BMC Systems Biology* **6**: 55
- Hermansyah, Lavina WA, Sugiyama M, Kaneko Y, Harashima S (2010) Identification of protein kinase disruptions as suppressors of the calcium sensitivity of *S. cerevisiae*  $\Delta ptp2\Delta msg5$  protein phosphatase double disruptant. *Archives of Microbiology* **192**: 157–65
- Hogan DJ, Riordan DP, Gerber AP, Herschlag D, Brown PO (2008) Diverse RNA-binding proteins interact with functionally related sets of RNAs, suggesting an extensive regulatory system. *PLoS Biology* **6**: e255
- Huebert DJ, Kuan PF, Keleş S, Gasch AP (2012) Dynamic changes in nucleosome occupancy are not predictive of gene expression dynamics but are linked to transcription and chromatin regulators. *Molecular and Cellular Biology* **32**: 1645–1653
- Kim EM, Kim J, Kim YG, Lee P, Shin DS, Kim M, Hahn JS, Lee YS, Kim BG (2011) Development of high-throughput phosphorylation profiling method for identification of Ser/Thr kinase specificity. *Journal of Peptide Science* **17**: 392–7
- Lavina WA, Shahsavarani H, Saidi A, Sugiyama M, Kaneko Y, Harashima S (2013) Suppression mechanism of the calcium sensitivity in *Saccharomyces cerevisiae*  $ptp2\Delta msg5\Delta$  double disruptant involves a novel HOG-independent function of Ssk2, transcription factor Msn2 and the protein kinase A component Bcy1. *Journal of Bioscience and Bioengineering*

- MacIsaac K, Wang T, Gordon DB, Gifford D, Stormo G, Fraenkel E (2006) An improved map of conserved regulatory sites for *Saccharomyces cerevisiae*. *BMC Bioinformatics* **7**: 113+
- Martin DE, Soulard A, Hall MN (2004) TOR regulates ribosomal protein gene expression via PKA and the Forkhead transcription factor FHL1. *Cell* **119**: 969–79
- Moffat J, Huang D, Andrews B (2000) Functions of Pho85 cyclin-dependent kinases in budding yeast. *Progress in Cell Cycle Research* **4**: 97–106
- Ni L, Bruce C, Hart C, Leigh-Bell J, Gelperin D, Umansky L, Gerstein MB, Snyder M (2009) Dynamic and complex transcription factor binding during an inducible response in yeast. *Genes & Development* **23**: 1351–1363
- Ptacek J, Devgan G, Michaud G, Zhu H, Zhu X, Fasolo J, Guo H, Jona G, Breitkreutz A, Sopko R, McCartney RR, Schmidt MC, Rachidi N, Lee SJ, Mah AS, Meng L, Stark MJR, Stern DF, Virgilio CD, Tyers M, *et al.* (2005) Global analysis of protein phosphorylation in yeast. *Nature* **438**: 679–684
- Pu S, Wong J, Turner B, Cho E, Wodak SJ (2009) Up-to-date catalogues of yeast protein complexes. *Nucleic Acids Research* **37**: 825–831
- Reiser V, D'Aquino KE, Ee LS, Amon A (2006) The stress-activated mitogen-activated protein kinase signaling cascade promotes exit from mitosis. *Molecular Biology of the Cell* **17**: 3136–46
- Rudra D, Mallick J, Zhao Y, Warner JR (2007) Potential interface between ribosomal protein production and pre-rRNA processing. *Molecular and Cellular Biology* **27**: 4815–4824
- Saito H, Tatebayashi K (2004) Regulation of the osmoregulatory HOG MAPK cascade in yeast. *Journal of Biochemistry* **136**: 267–272
- Scherrer T, Mittal N, Janga SC, Gerber AP (2010) A screen for RNA-binding proteins in yeast indicates dual functions for many enzymes. *PLoS One* **5**: e15499
- Sharifpoor S, Ba ANN, Young JY, van Dyk D, Friesen H, Douglas AC, Kurat CF, Chong YT, Founk K, Moses AM, Andrews BJ (2011) A quantitative literature-curated gold standard for kinase-substrate pairs. *Genome Biology* **12**: R39
- Soufi B, Kelstrup CD, Stoehr G, Frölich F, Walther TC, Olsen JV (2009) Global analysis of the yeast osmotic stress response by quantitative proteomics. *Molecular BioSystems* **5**: 1337–1346
- Spellman PT, Sherlock G, Zhang MQ, Iyer VR, Anders K, Eisen MB, Brown PO, Botstein D, Futcher B (1998) Comprehensive identification of cell cycle-regulated genes of the yeast *Saccharomyces cerevisiae* by microarray hybridization. *Molecular Biology of the Cell* **9**: 3273–97
- Stark C, Breitkreutz BJJ, Reguly T, Boucher L, Breitkreutz A, Tyers M (2006) BioGRID: a general repository for interaction datasets. *Nucleic Acids Research* **34**

- Tibbetts M, Donovan M, Roe S, Stiltner AM, Hammond CI (1994) KIN1 and KIN2 protein kinases localize to the cytoplasmic face of the yeast plasma membrane. *Experimental Cell Research* **213**: 93–9
- Tsvetanova NG, Klass DM, Salzman J, Brown PO (2010) Proteome-wide search reveals unexpected RNA-binding proteins in *Saccharomyces cerevisiae*. *PLoS One* **5**
- Venters BJ, Wachi S, Mavrich TN, Andersen BE, Jena P, Sinnamon AJ, Jain P, Roller NS, Jiang C, Hemeryck-Walsh C, Pugh BF (2011) A comprehensive genomic binding map of gene and chromatin regulatory proteins in *Saccharomyces*. *Molecular Cell* **41**: 480–492
- Visintin R, Craig K, Hwang ES, Prinz S, Tyers M, Amon A (1998) The phosphatase Cdc14 triggers mitotic exit by reversal of Cdk-dependent phosphorylation. *Molecular Cell* **2**: 709–18
- Woods JO, Singh-Blom UM, Laurent JM, McGary KL, Marcotte EM (2013) Prediction of gene-phenotype associations in humans, mice, and plants using phenologs. *BMC Bioinformatics* **14**: 203
- Zhai Y, Yung PY, Huo L, Liang C (2010) Cdc14p resets the competency of replication licensing by dephosphorylating multiple initiation proteins during mitotic exit in budding yeast. *Journal of Cell Science* **123**: 3933–43

## S6 List of supplementary datasets

- S1 Microarray data
- S2 Finalized list of targets
- S3 Average fold-changes of phospho sites
- S4 Human orthologs from the (A) COSMIC database (Forbes *et al.*, 2011) and (B) OMIM database (Hamosh *et al.*, 2005) whose yeast orthologs are in the consensus-node NaCl signaling network
- S5 Mouse phenologs associated with the yeast consensus stress-activated signaling subnetwork according to the phenolog database of Woods *et al.* (2013)
- S6 Cytoscape session containing the background network, candidate network, and confidence values for nodes and edges given by the inferred subnetwork ensemble
- S7 Integer program code for running subnetwork inference
- S8 Cytoscape session containing consensus subnetworks, including ESR consensus subnetwork
- S9 Predicted ESR bifurcation points

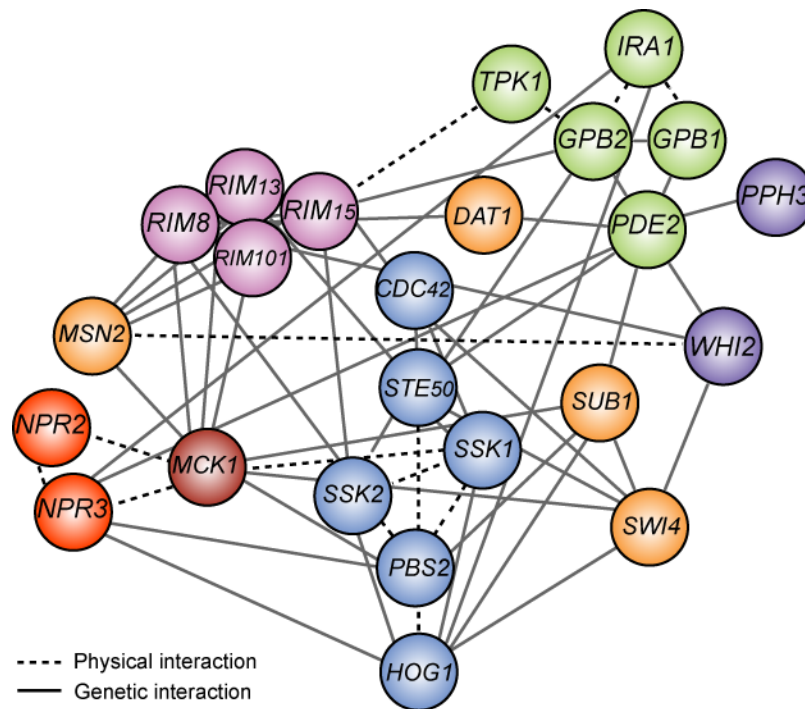

**Supplementary Figure S1:** Signaling proteins required for acquisition of H<sub>2</sub>O<sub>2</sub> resistance. Genes required for acquisition of severe H<sub>2</sub>O<sub>2</sub> resistance after 60 min treatment with 0.7M NaCl were identified in (Berry *et al.*, 2011). Shown are known signaling proteins from the selection and their physical or genetic interactions reported in the BioGRID database (Stark *et al.*, 2006). Nodes are colored according to known players in the Hog (blue), Rim (pink), Tor (dark orange), PKA (green), and Mck1 (brick) pathways. Transcription factors are colored orange, and phosphatases are colored dark purple.

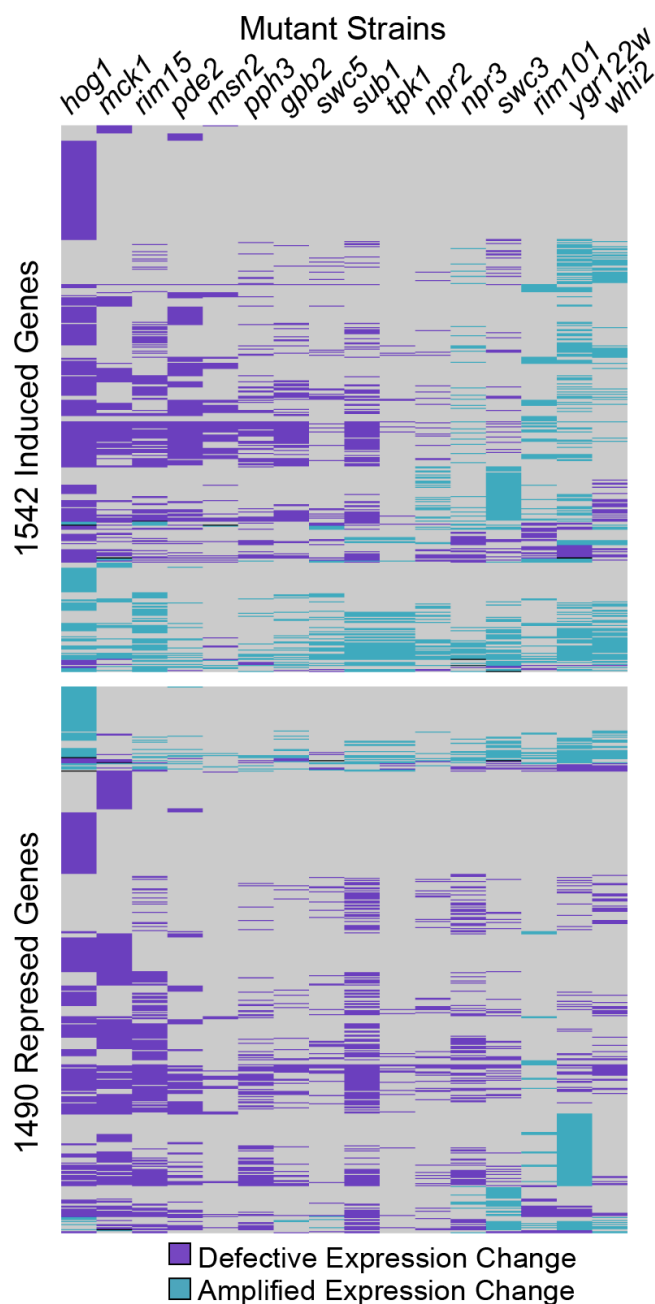

**Supplementary Figure S2: Graphical representation of affected genes.** Genes induced (top) or repressed (bottom) in wild type cells responding to NaCl were identified (FDR < 0.05). Genes (rows) affected in each designated mutant (columns) were identified as described in Methods. Genes with a significant defect in expression compared to wild type (i.e. a smaller fold-change) are colored in purple, and genes with a significant amplification compared to wild type (i.e. larger fold-change) are colored in cyan. Of the 5056 genes with significant NaCl-responsive changes in wild-type cells (FDR < 0.05), 3,300 genes shown here displayed a significant defect in at least one mutant. A third of the affected genes were dependent on two or more regulators. There was also significant overlap in the targets of several regulators (see also Figure 1). For example, many genes regulated by the NaCl-activated Hog1 kinase were also affected by the phosphodiesterase Pde2, which inhibits PKA signaling, and the nutrient-responsive Rim15 and Mck1 kinases not previously linked to NaCl stress.

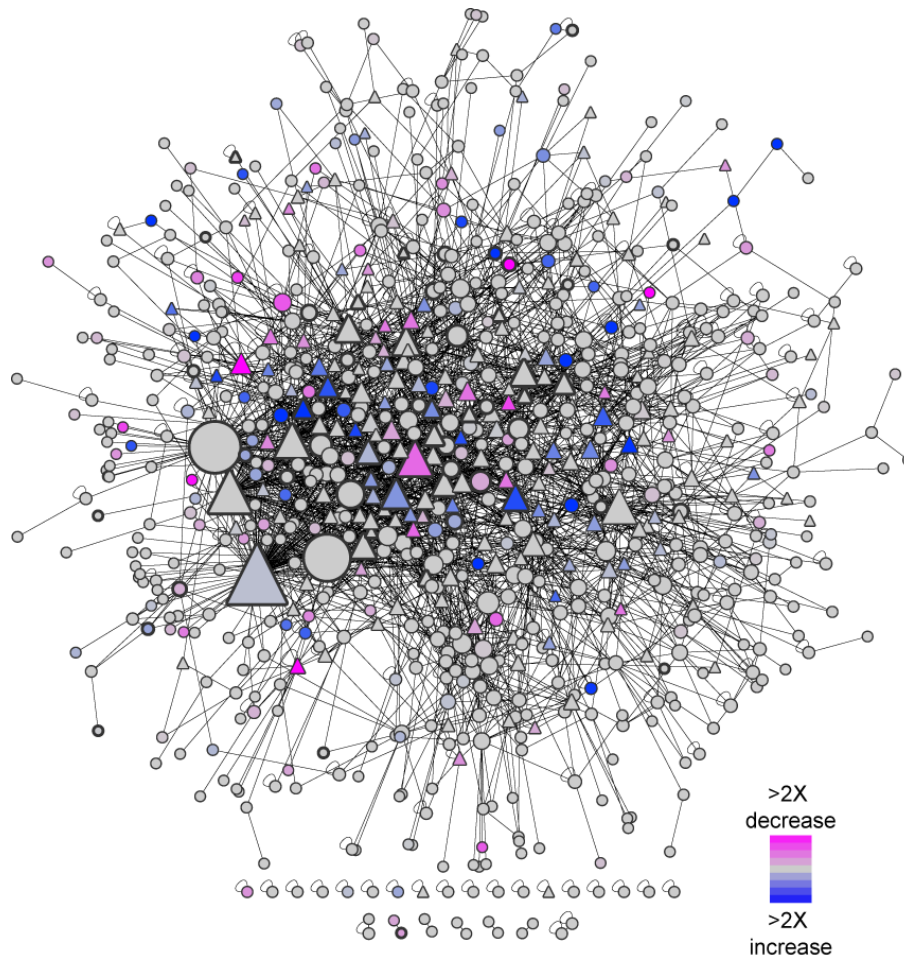

**Supplementary Figure S3: Phospho-proteome network.** Full caption to follow.

**Caption for Supplementary Figure S3: Phospho-proteome network.** Changes in the phospho-proteome were identified by quantifying phospho-peptides before and at 5 and 15 min after NaCl treatment, as described in Methods. We identified 1937 phospho-peptides mapping to 973 different proteins. Roughly 600 sites displayed a two-fold change in expression at one or both time points, roughly split between proteins with increased and decreased phosphorylation. We compared our dataset to a prior phospho-proteome analysis that identified 169 proteins with a  $\geq$  two-fold change in phosphorylation upon treatment with 0.4M NaCl for 5 min and 20 min (Soufi *et al.*, 2009). Not surprisingly given the sampling challenges of phosphoproteomics and the different experimental setups, the overlap between the datasets was low (only 12 changing phospho-proteins identified by both studies). This discrepancy could be caused from the difference of culturing conditions and stress dose (0.4M in that study versus 0.7 M used here), as well as the variable peptide sampling in different mass spectrophotometer runs, a known challenge in phosphoproteomics (e.g., Bodemiller *et al.* (2007)).

We used our phospho-proteomic data to build a network of the phospho-proteome, based on

previously measured protein-protein interactions. The figure shows physical interactions between phospho-proteins, where triangles represent proteins included in the inferred consensus subnetwork, and circles indicate phospho-proteins that were not included in the consensus signaling subnetwork. Node size is proportionate to degree in the phospho-proteome network, and node color is proportionate to the average fold-change in phosphorylation across both timepoints according to the color key. Nodes with more than one changing phospho-site are colored according to the site with the largest fold-change. Nodes with dark outlines indicate kinases.

The network reveals high connectivity among phospho-proteins, with many interactions corresponding to protein complexes. Two hundred (21%) of the 973 phospho-proteins were included in the final signaling network, demonstrating that these networks are partially overlapping at best. Proteins participating in the phospho-proteomic network were enriched for specific functional categories, including signal transduction, cell-cycle progression, cytokinesis/bud-site selection, and actin organization (Bonferroni-corrected  $p < 0.05$ ), suggesting downstream effects on multiple physiological responses. Among the hubs unique to the protein network were palmitoylated plasma membrane-bound casein kinase 1 isoform Yck2 and a poorly characterized kinase, Ptk1, linked to spermine uptake. Proteins interacting with Yck2 were enriched for those involved in cell morphogenesis and linked to the cell periphery, whereas proteins linked to Ptk1 were enriched for kinases and proteins in the actin cytoskeleton. Other hubs in the phospho-protein network were Yck1, whose interacting proteins are involved in RNA transport, cell morphogenesis, and localized to the bud neck, and Atg1, a kinase regulating autophagy and vesicular trafficking and whose interacting partners were enriched for RBPs and proteins localized to the nucleolus.

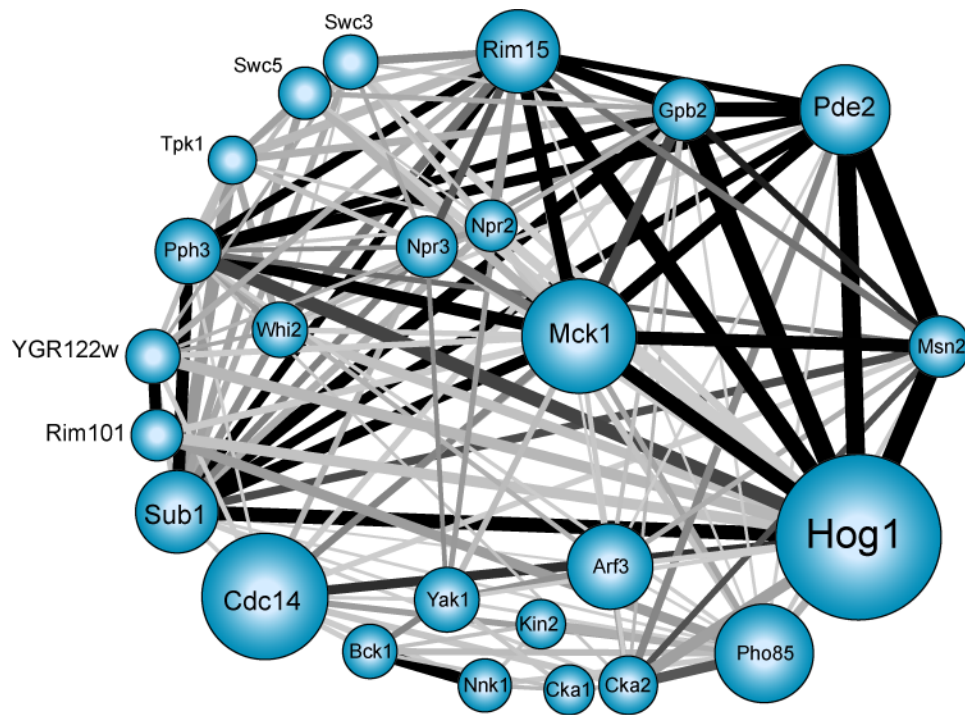

**Supplementary Figure S4: Overlap in targets of all interrogated regulators.** As shown in Figure 1, but including regulators profiled through validation studies. Edge thickness represents the fraction of the smaller node's targets that overlap between two nodes. Edge color is proportional to significance of the overlap, where black represents a  $-\log(p\text{-value})$  of 5 or greater. The figure represents overlap only in targets with defective NaCl-dependent expression changes (i.e. smaller change in transcript abundance compared to wild type).

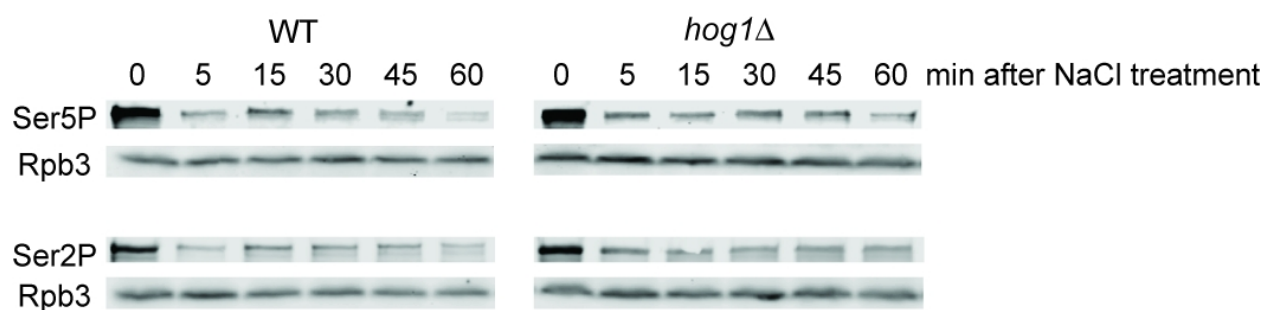

**Supplementary Figure S5: Defective *in vivo* CTD phosphorylation in *hog1Δ* cells responding to NaCl.** This figure shows the blots that were quantified for Figure 5D and represents reproducible biological duplicate experiments.

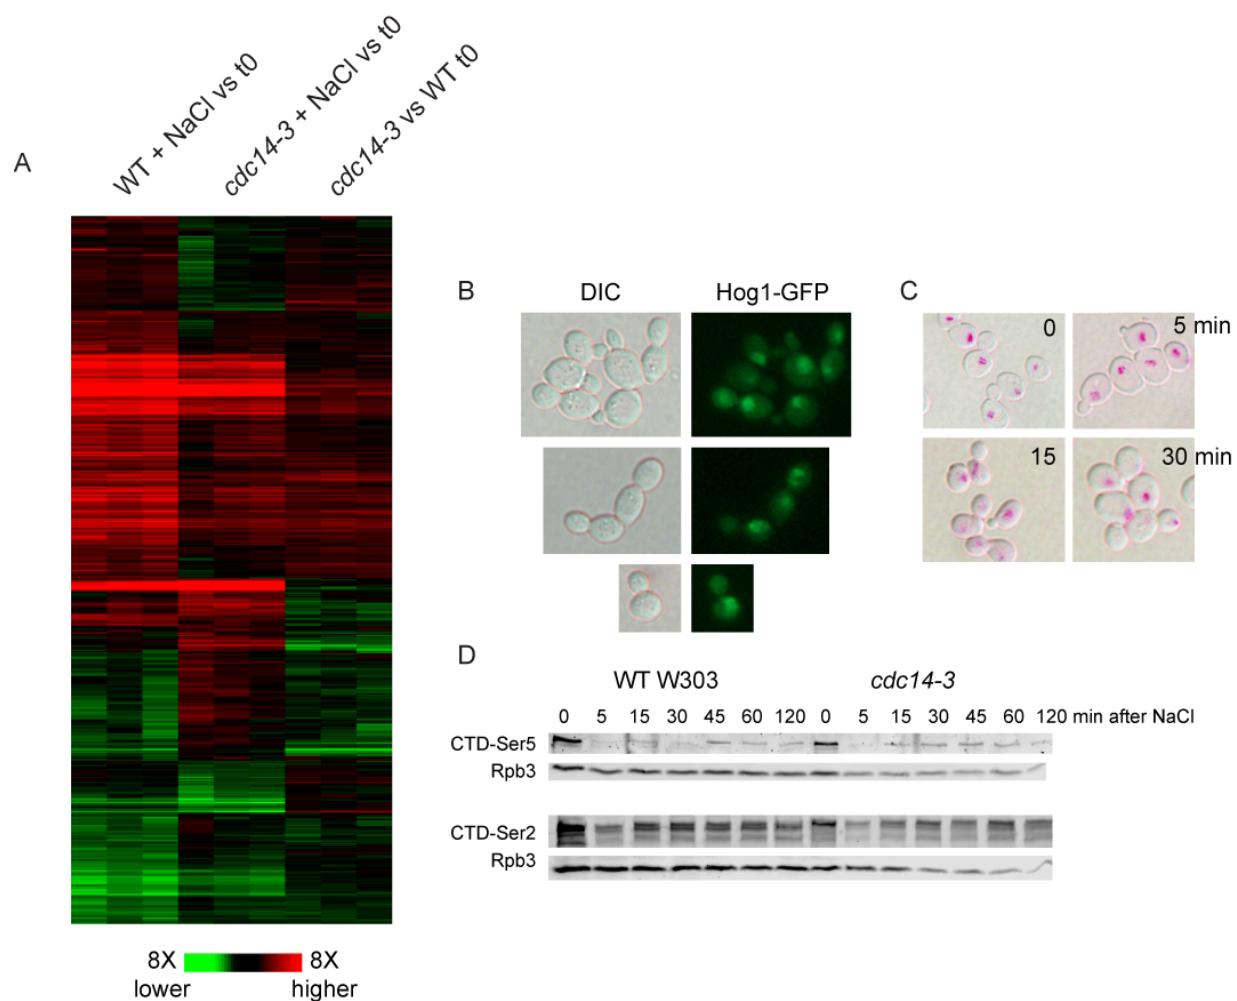

### Supplementary Figure S6: Cdc14 is required for normal NaCl response.

A Expression of 940 genes (excluding cell-cycle regulated genes (Spellman *et al.*, 1998)) scored as differentially expressed in the *cdc14-3* mutant responding to NaCl ( $q < 0.05$ ). Each experiment was done in biological triplicate.

B Examples of dumbbell-shaped wild type W303 cells with nuclear Hog1-GFP at 10 min after NaCl treatment.

C Representative pseudo-colored overlays of Cdc14-GFP cells responding to 0.7M NaCl at denoted times before (0 min) or after treatment. GFP signal is pseudocolored as magenta.

D Western blots of bulk CTD Ser5-P and Rpb3 loading control (top) and Ser2-P and Rpb3 loading control (bottom) in wild-type and *cdc14-3* cells grown at 35°C for 90 min ("0 min" NaCl treatment) and then exposed to 0.7M NaCl at 35°C for 120 min after salt treatment.

A.

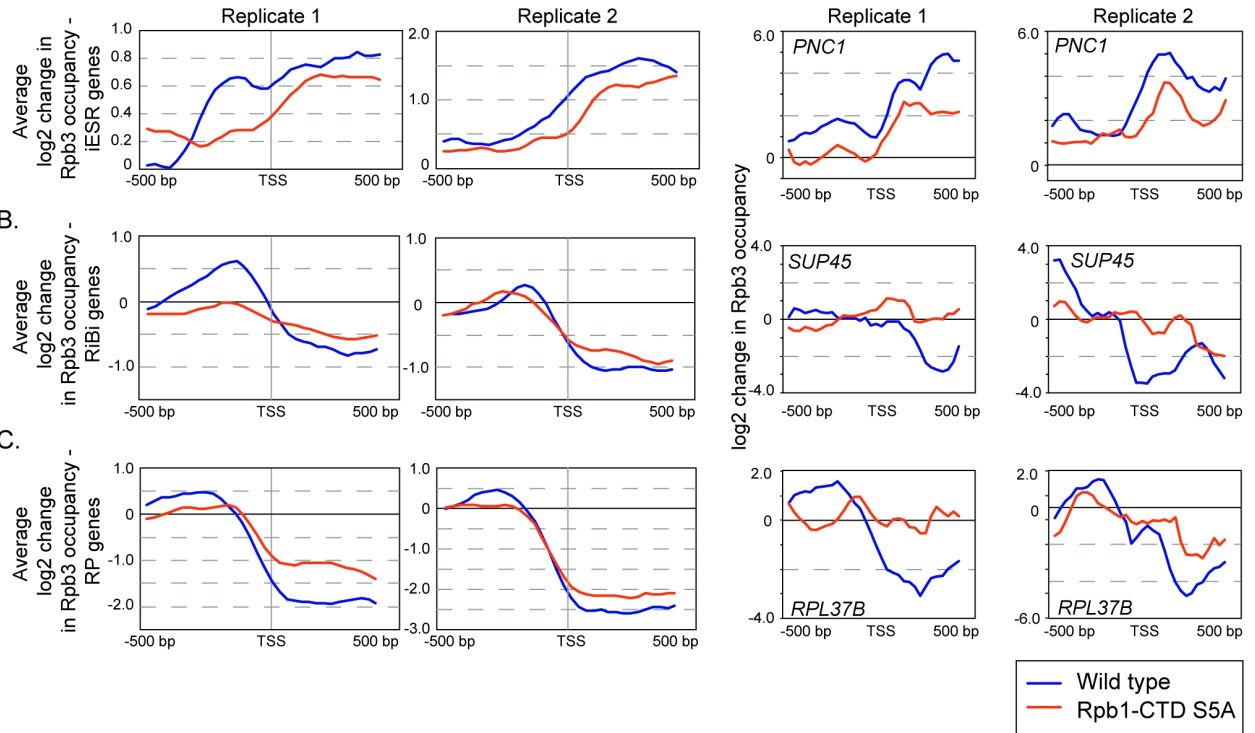

**Supplementary Figure S7: Change in Rpb3 occupancy at ESR-gene promoters.** The log<sub>2</sub>(fold-change) in Rpb3 occupancy is shown from -500bp to +500bp around the transcription start site (TSS) of ESR genes, for A) iESR genes, B) RiBi genes, and C) RP genes. Wild-type profiles are shown in blue and profiles from the S5A mutant are shown in orange. Data from two biological replicates is shown, averaged across all genes in the respective groups (left two panels) and for a representative gene in each group (right two panels), including iESR gene *PNC1*, RiBi gene *SUP45*, and RP gene *RPL37B*.

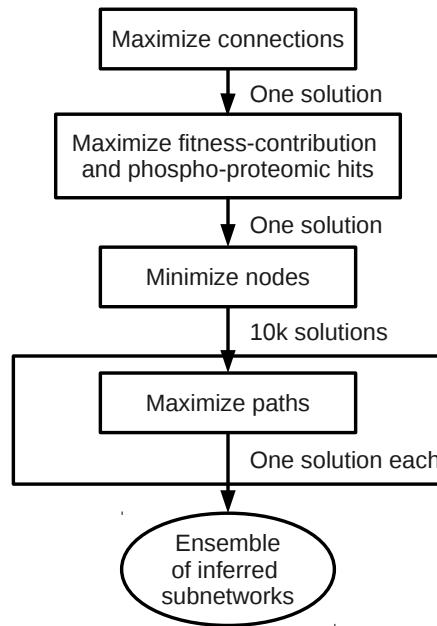

**Supplementary Figure S8: Diagram of the procedure for optimization in the IP.**

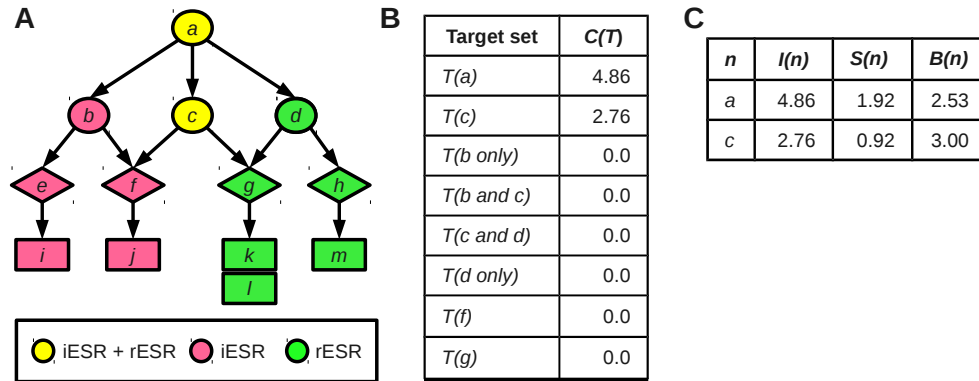

### Supplementary Figure S9: Example of ESR bifurcation score calculation.

A Example ESR network with nodes labeled according to which ESR targets are downstream. Nodes  $a$  and  $c$  are clearly candidate bifurcation points: they are upstream of both clusters, and we can see that the paths leading out from them divide the two clusters. However, choosing and ranking possible bifurcation points in the ESR consensus subnetwork is not easy to do by visual inspection.

B Calculation of  $C(T)$ , count, for each candidate bifurcation point ( $a$  and  $c$ ) and their outgoing partitions. At a given node, the outgoing partitions are defined by combinations of the node's children. Node  $a$ 's children define four outgoing partitions: ( $[b \text{ only}]$ ,  $[b \text{ and } c]$ ,  $[c \text{ and } d]$ ,  $[d \text{ only}]$ ), and  $c$ 's children define two outgoing partitions ( $[f]$ ,  $[g]$ ). This table shows all of the values of  $C(\cdot)$  that must be calculated for the example network: that of the two candidate bifurcation points,  $a$  and  $c$ , and each of their outgoing partitions.

C Final scores for the candidate bifurcation points. Note that while node  $a$  has superior information gain  $I(a)$  compared to  $c$ , its bifurcation score  $B(a)$  is penalized by its high split information. Node  $c$  is therefore the higher-ranked bifurcation point.

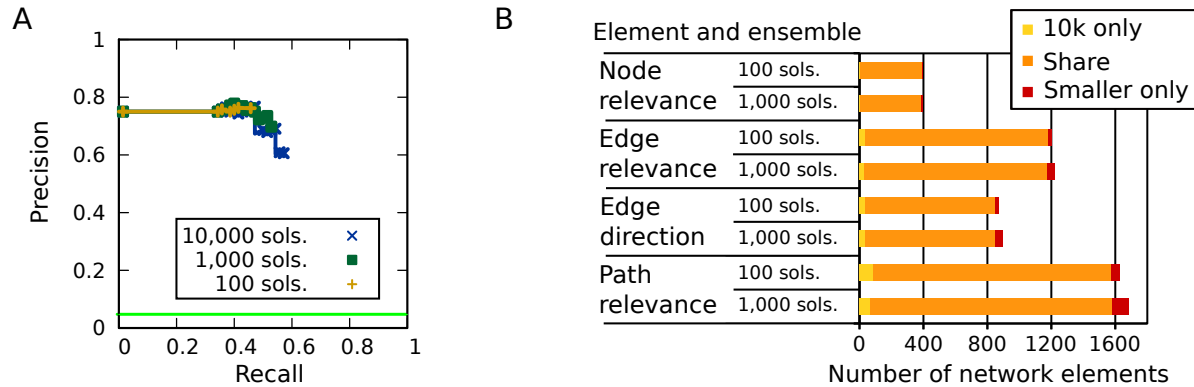

### Supplementary Figure S10: IP stability analysis results.

A Precision-recall curves for inferred ensembles of three sizes. The horizontal green line in each panel indicates the precision achieved by predicting that all test cases are positive examples.

B Similarity of confidence values for different types of network elements (nodes, edges, paths) between different sizes of ensembles. Each bar represents the total number of elements in the union of the complete, 10,000-solution ensemble with a smaller ensemble. The central portion of the bar, “Shared”, represents the number of elements that are in the intersection of both ensembles. The end caps, labeled “10k only” and “Smaller only”, represent the number of elements unique to each ensemble. The longer the center is relative to the ends, the more similar are the two ensembles in their predictions.

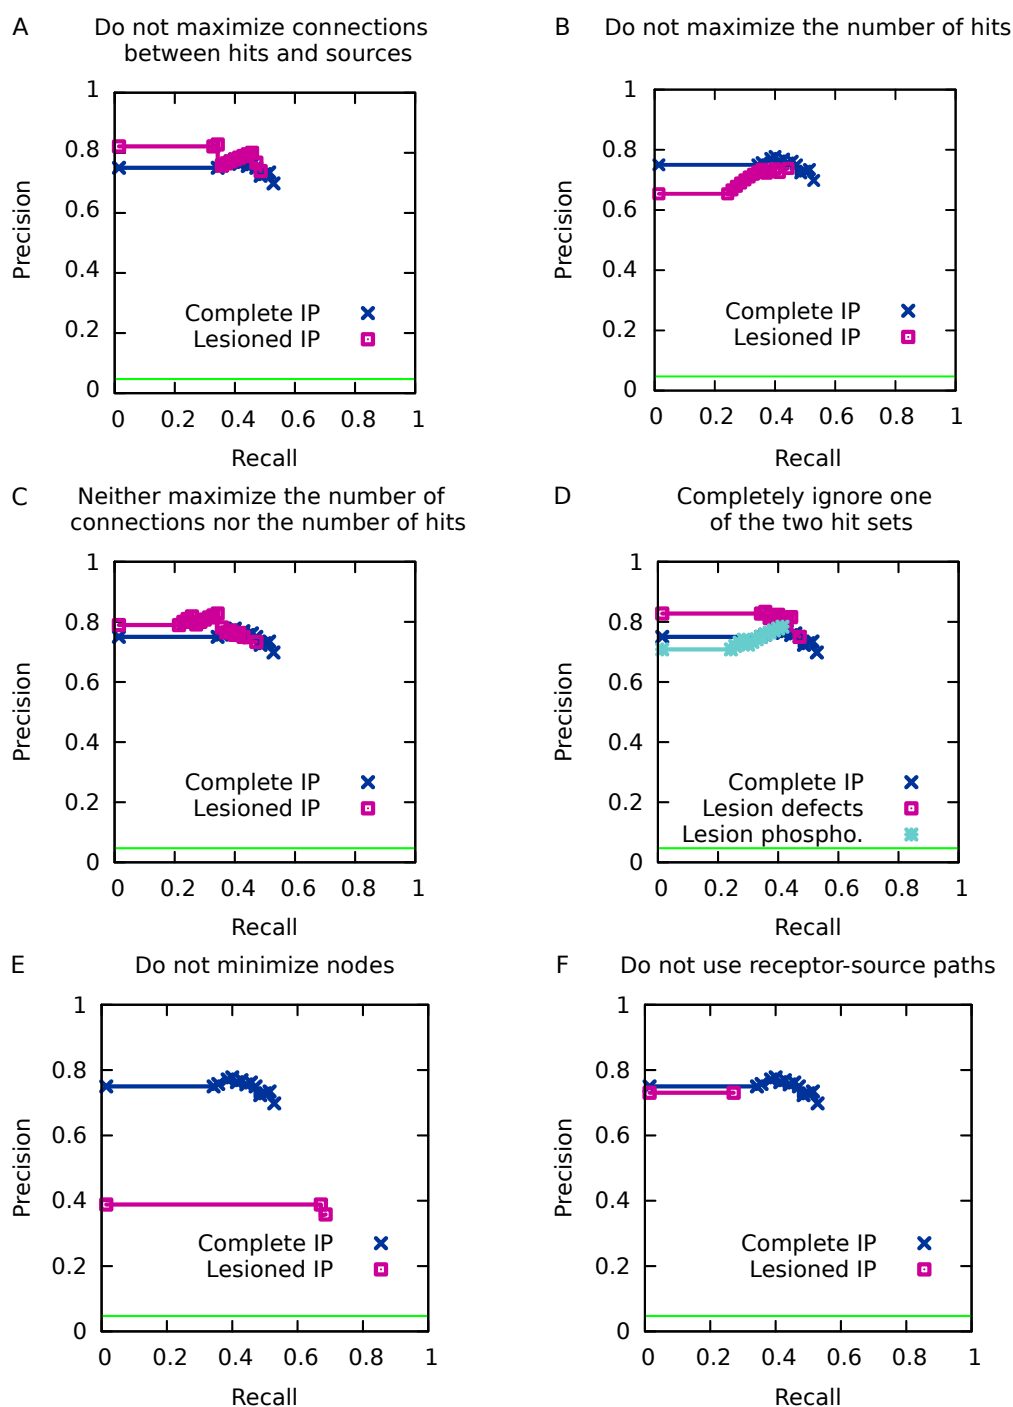

**Supplementary Figure S11: Precision-recall curves for the lesioned IP.** The horizontal green line in each panel indicates the precision achieved by predicting that all test cases are positive examples. The lesioned components are:

- A maximization of connections,
- B maximization of hits,
- C maximization of both connections and hits,
- D an entire set of experimental node labels (fitness-contributions or phospho-proteins),
- E minimization of nodes,
- F inclusion of receptor-source pairs curated from literature.

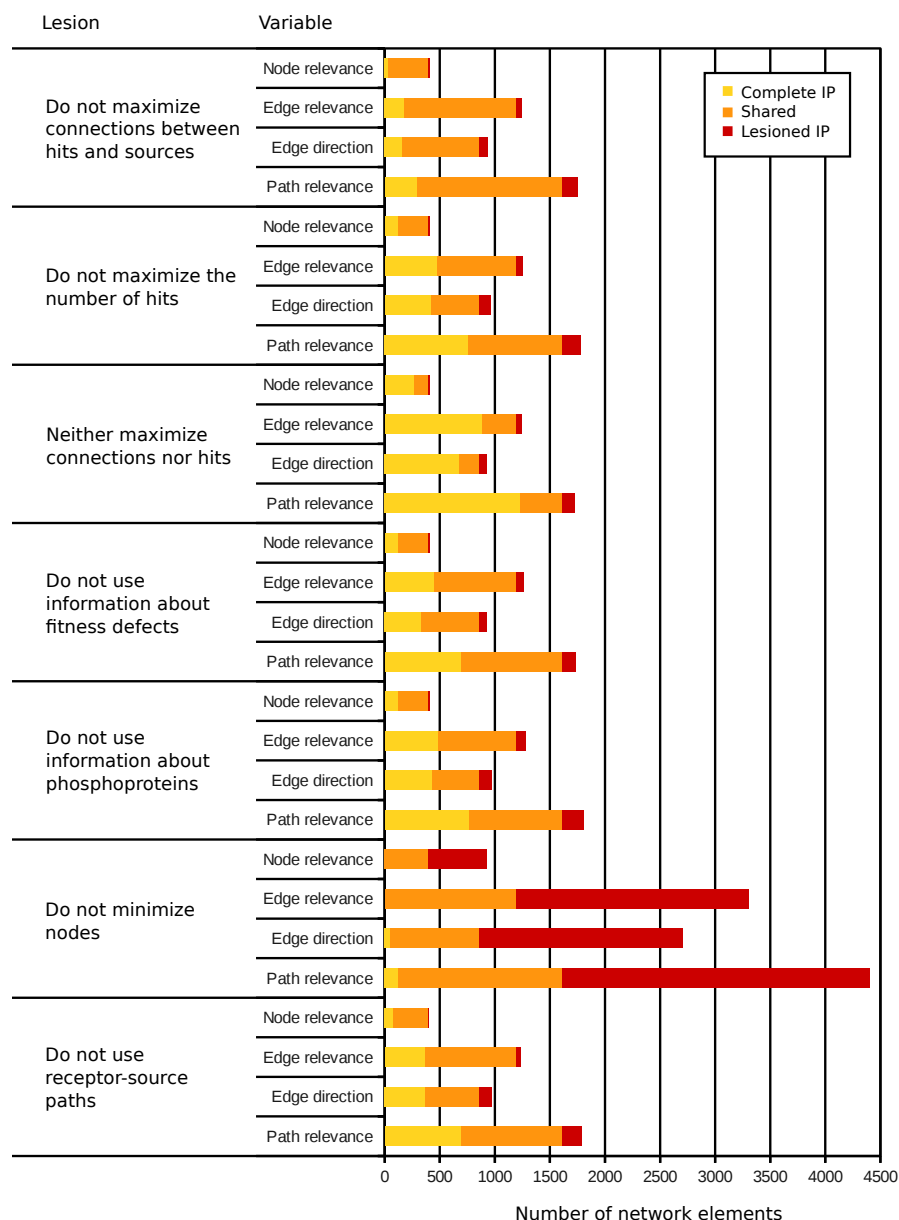

**Supplementary Figure S12:** Similarity of ensembles inferred by the lesioned IPs. Comparison of the complete ensemble to the lesioned ensembles on the basis of the confidence values given to each type of network element (nodes, edges, paths). Each bar represents the total number of elements in the union of the complete ensemble with a lesioned ensemble. The central portion of the bar, “Shared”, represents the number of elements that are in the intersection of both ensembles. The end caps, labeled “Complete IP” and “Lesioned IP”, represent the number of elements unique to each ensemble. The longer the center is relative to the ends, the more similar are the two ensembles in their predictions.

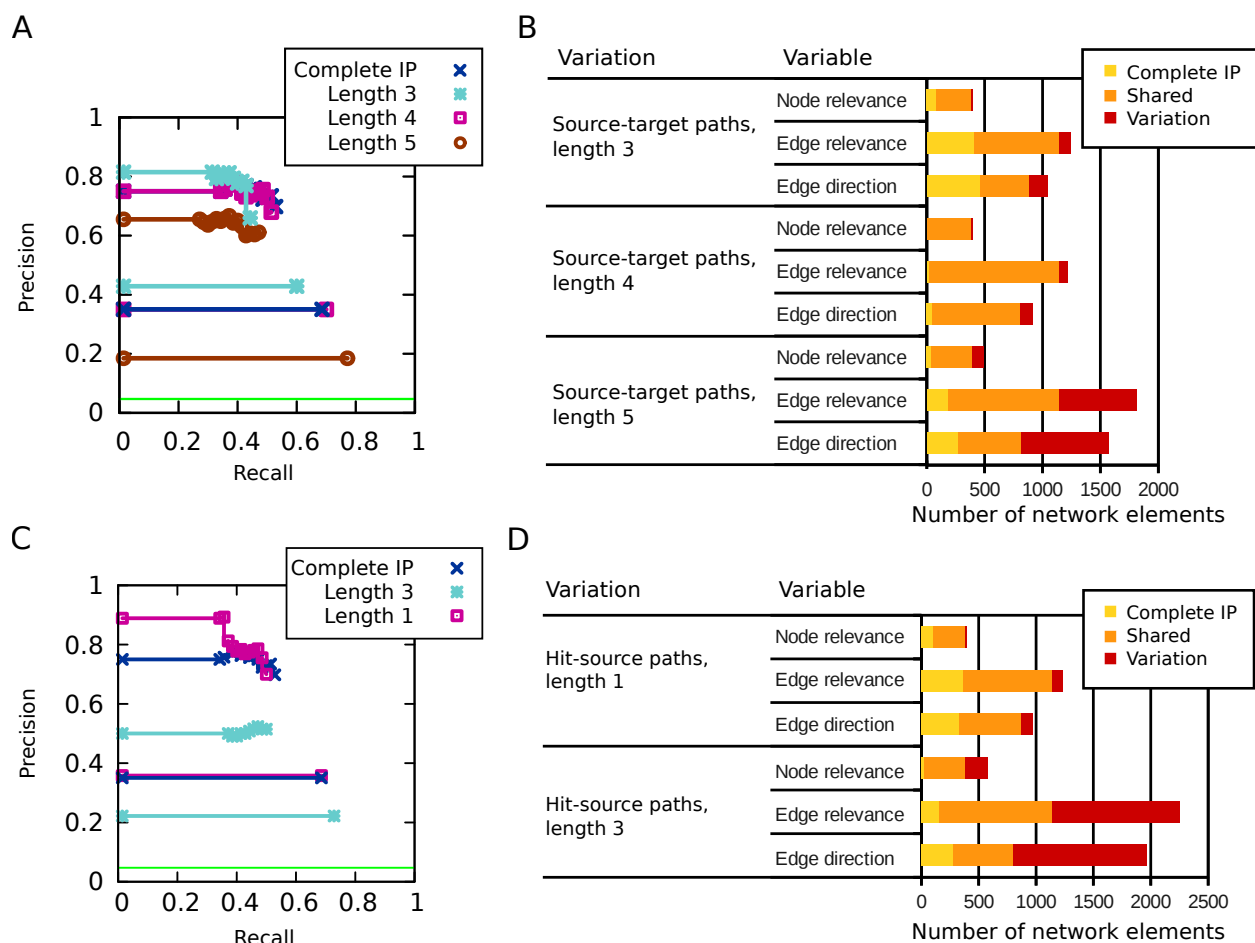

**Supplementary Figure S13:** Precision-recall curves and stability results derived from changing the length of candidate paths. For each variation, we show two PR curves in the same color. The top curve represents the inferred ensemble, while the bottom curve represents the performance of candidate paths provided as input to the inference m. The horizontal green line in PR plot indicates the precision achieved by predicting that all test cases are positive examples. In the stability analysis panel, each bar represents the total number of elements in the union of the complete ensemble with a lesioned ensemble. The central portion of the bar, “Shared”, represents the number of elements that are in the intersection of both ensembles. The end caps, labeled “Complete IP” and “Variation”, represent the number of elements unique to each ensemble. The longer the center is relative to the ends, the more similar are the two ensembles in their predictions. In contrast to previous stability analyses, we do not compare the ensembles based on path relevance, as the input sets of paths are different.

A Precision-recall analysis for varying source-target path length

B Stability analysis for varying source-target path length

C Precision-recall analysis for varying hit-source path length

D Stability analysis for varying hit-source path length

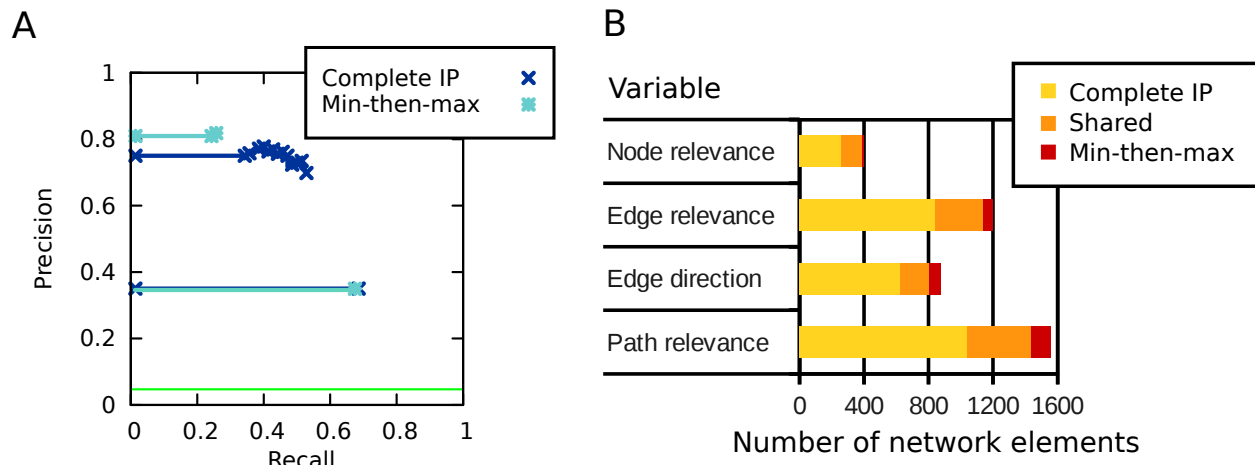

**Supplementary Figure S14:** Precision-recall curves and stability results derived from reversing the order in which the objective function components are solved.

**A** Precision-recall analysis. For each ensemble, two PR curves are shown, one for each variation on the objective function procedure. The top curve represents the performance of the inferred sub-network, while the bottom curve represents the performance of input candidate paths. The curves for candidate paths are identical, as the input was the same for both versions. The horizontal green line in each panel indicates the precision achieved by predicting that all test cases are positive examples.

**B** Stability analysis. Each bar represents the total number of elements in the union of the complete ensemble with a lesioned ensemble. The central portion of the bar, “Shared”, represents the number of elements that are in the intersection of both ensembles. The end caps, labeled “Complete IP” and “Min-then-max”, represent the number of elements unique to each ensemble. The longer the center is relative to the ends, the more similar are the two ensembles in their predictions.

**Supplementary Table S1:** Validation of predicted regulators.

\* = data from Gitter *et al.* (2013). ^ T0 = unstressed mutant. + = data from Alejandro-Osorio *et al.* (2009).

NA = no targets predicted, by nature of the node inclusion.

**Supplementary Table S2:** Provenance of interactions in the background network. Notes about database extraction procedures are given in italicized text.

Continued on next page

**Supplementary Table S3:** Sets of network elements that are provided as input to the method.

**Supplementary Table S4:** Integer program variables. Binary variables represent the status of nodes, edges, paths, and pairs in the network.

**Supplementary Table S5:** Coverage of each source's targets and candidate TF/RBPs by the candidate paths. 'Prop.' columns give the proportion of targets covered by candidate paths. Sources marked with the message 'Self' are sources that are themselves TFs or RBPs; for these sources, all targets were covered by the addition of inferred regulatory interactions.

**Supplementary Table S6:** Top 15 consensus nodes ranked by degree.

**Supplementary Table S7:** Enrichment analysis results. The 'Prop.' columns give the proportion of each subnetwork that is in the relevant gene or interaction set; for the 'Permutations' row, this value is the average over all 1,000 permutations. The ' $p$ -value' columns are calculated by a comparison to the consensus subnetwork (derived from the 10,000-solution ensemble). Asterisks (\*) indicate a result that is significant at  $p < 0.05$ . For comparisons to the candidate and background networks,  $p$ -values are calculated using the hypergeometric test. For comparisons to the permuted ensembles,  $p$ -values are calculated as the fraction of permutations having an equal or greater proportion of relevant genes (or lower proportion of likely negatives) compared to the consensus subnetwork.

**Supplementary Table S8:** Enrichment analysis of lesioned IPs. 'Prop' columns show the proportion of each lesioned or complete consensus subnetwork that is composed of the relevant gene set being tested. *P*-values are calculated by a two-tailed *z*-test of proportions comparing the complete consensus subnetwork (derived from the 1,000 solution ensemble) to the consensus subnetwork inferred using a different path length (also derived from 1,000-solution ensembles). Asterisks (\*) indicate significance at  $p < 0.05$ . For significant results, bolded proportions and *p*-values indicate comparisons in which the original, complete IP has a higher proportion of relevant genes/interactions (or lower proportion of likely negatives). Italicized proportions and *p*-values indicate the opposite.

**Supplementary Table S9:** Enrichment analysis of subnetworks inferred from varied candidate path lengths. ‘Prop’ columns show the proportion of each consensus subnetwork that is composed of the relevant gene set being tested. *P*-values are calculated by a two-tailed *z*-test of proportions comparing the complete consensus subnetwork (derived from the 1,000 solution ensemble) to the consensus subnetwork inferred using a different path length (also derived from 1,000-solution ensembles). Asterisks (\*) indicate significance at  $p < 0.05$ . For significant results, bolded proportions and *p*-values indicate comparisons in which the original, complete IP has a higher proportion of relevant genes/interactions (or lower proportion of likely negatives). Italicized proportions and *p*-values indicate the opposite.

**Supplementary Table S10:** Enrichment analysis of reordered IPs. ‘Prop’ columns show the proportion of each consensus subnetwork that is composed of the relevant gene set being tested. *P*-values are calculated from a two-tailed *z*-test of proportions comparing the complete consensus subnetwork (derived from 1,000 solutions) to the consensus subnetwork inferred using a different ordering of the objective function procedure (also derived from 1,000 solutions). Asterisks (\*) indicate significance at  $p < 0.05$ . For the significant result, the italicized proportion (and *p*-value) indicates a comparison in which the original, complete IP has a lower proportion of relevant genetic interactions.

How the deposited data were processed for this re-analysis (not part of the article)

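The values are log2 ratios from whole-genome tiled NimbleGen arrays, 3 each for wild-type, S2A and S5A strains, with the salt-treated culture (30 min, 0.7 M NaCl) over its own unstressed culture. The authors normalized these log2 ratios before deposit by procedures that the paper cites, and array medians near 0 show that each array was centred. All 9 carry the salt-treated sample in the same dye, so a dye effect shared by the strains cancels in strain differences but not in the response of one strain. The direction and scale were checked against the paper's wild-type values in the source data of Fig 6E: over 67 Hot1 targets the correlation across genes was 0.907, with a median of 2.63 here and 3.05 in the paper's 5 arrays. All array columns were matched to a sample.

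Features with a value on all 9 arrays (5645 of 6868) were fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts, eBayes) with one mean per strain and no replicate block. Symbols came from a table of locus tags, which matched 5984 features. Storey's q-value, which the methods name, was computed with lambda 0.5 as an alternative to Benjamini-Hochberg adjustment. Gene lists (58 iESR, 144 RiBi, 136 RP genes and 67 Hot1 targets on the array, of which 56, 136, 136 and 59 had complete values) were fixed by symbol, or by the source data of Fig 6E for Hot1; iESR and Hot1 share 13 genes. The lists, the tests and thresholds of the strain comparisons, and the alternatives were set before the data were examined, apart from scaling combined with leaving out an array. The tests of centring and of one scaling factor as explanations, the tests of polymerase subunits, of small nucleolar RNAs and of repressed against induced genes, the means of small RNAs and the comparison on the authors' cluster labels came later. Genes named individually are those the paper names for these strains, RPO21 and RPB3, and the 3 largest differences in each direction among called features whose mutant and wild-type arrays did not overlap. NRD1 and HRP1 were added after their values were seen. Other polymerase subunit genes, NAB3 and SEN1 are named only beside the tests of polymerase subunits and of small nucleolar RNAs. The paper's own cluster labels, readable only in part, were used for description and no set test.

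The alternatives were median centring, quantile normalization, scaling to one spread, a value on at least 2 arrays per strain (6254 features), protein-coding features only (5309), only the arrays of the strains compared, a replicate block, robust eBayes, array weights, exchanged thresholds, Storey's q-value, camera with a preset or an estimated correlation, the median over genes, a paired test over genes, narrower RiBi (59 genes) and RP (19 genes) lists, and each array left out in turn. The pipeline was tested on simulated data with the observed spread: of 200 genes shifted by 1 log2 unit in S5A, 65.1% were called and 2.19% of the calls were false, averaged over 20 runs. The number of arrays limits the precision, and this limit was not ranked against others; signal over background was not used here, nor were single-channel intensities or the Rpb3 ChIP-chip profiles.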

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

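The tests of centring and of one scaling factor per array were chosen only after the S5A differences were seen; the tests of RP paralogs and of other splits of the arrays were not.

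The iESR, RiBi and RP lists differed between S5A and wild-type in their NaCl response, by -0.84, 0.97 and 0.57, and S5A differed from S2A by -0.83 for iESR and 0.78 for RiBi genes. A shift in centring would move induced and repressed genes by the same signed amount, but the iESR difference minus the RiBi difference was -1.80. Each replicate number holds 1 array of each strain, so an effect of the number shared by the strains cancels in these differences. Signal shared between RP paralogs is not needed for the RP difference, because RP genes without a paralog differed by 0.56 (adjusted p = 0.0460). Leaving out an array was not tried on those genes. One scaling factor per array could come from labelling or hybridization. For RiBi genes the difference was 0.63 after scaling to one spread (adjusted p = 0.0235, with 5.38e-60 to 0.146 over all alternatives). This argues against a factor of the size that scaling removed as the whole cause of the RiBi difference. The S5A slope was still 0.886 after scaling, so a larger factor is not excluded. Quantile normalization took the RiBi difference to 0.38 (adjusted p = 0.104). For iESR genes (-0.24 after scaling, adjusted p = 0.308; 1.58e-19 to 0.308 over all alternatives) a factor on the S5A arrays and a damped response of the S5A strain cannot be told apart, because scaling removes both. For RP genes scaling left 0.43 of the 0.57, but this was not past 0.05 (adjusted p = 0.118; 2.88e-66 to 0.285 over all alternatives). One factor as the whole cause of the RP difference therefore stays open. The RP difference also lost its call without wild-type replicate 2 (0.116), wild-type replicate 3 (0.103), S2A replicate 3 (0.0747), S5A replicate 1 (0.121), S5A replicate 2 (0.0544) or S5A replicate 3 (0.0994). With the replicate number as a block the RP difference was past 0.05 (adjusted p = 0.00720 from fry). The strain itself remains an open explanation.

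The Hot1 targets differed between S5A and wild-type by -0.45 (adjusted p = 0.0460) and between S5A and S2A by -0.44 (adjusted p = 0.0460), the second in the same direction for 50 of 59 genes. After scaling the first became 0.10 and the second 0.068, so one scaling factor per array could account for both. The call against wild-type was lost without wild-type replicate 1 (0.0897), wild-type replicate 2 (0.116), wild-type replicate 3 (0.0759), S2A replicate 3 (0.0809), S5A replicate 1 (0.121), S5A replicate 2 (0.0885) or S5A replicate 3 (0.0994). The call against S2A was lost without wild-type replicate 1 (0.0816), wild-type replicate 2 (0.0908), wild-type replicate 3 (0.0807), S2A replicate 1 (0.0601), S2A replicate 3 (0.0877), S5A replicate 1 (0.121), S5A replicate 2 (0.0885) or S5A replicate 3 (0.0994).

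Outside the 4 lists, 326 features differed between S5A and wild-type, of which 22 carry an iESR, RiBi or RP label of the authors in the part of the supplement that can be read. The 449 calls, lists included, were reached by 1 of 10 splits of the 6 arrays, the real one, and the 187 calls between S5A and S2A also by 1 of 10. The other 9 splits gave 0 calls in each case, those that part all 3 replicate pairs included. For S2A against wild-type all 10 splits gave 0. With 10 splits chance cannot be excluded for any of these counts. Without 1 array the 449 became 194 (wild-type replicate 2), 84 (wild-type replicate 3), 17 (S5A replicate 1), 195 (S5A replicate 2) or 154 (S5A replicate 3).

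Among the calls, 13 features responded more in S5A than in wild-type, a direction that one scaling factor per array below 1 cannot give. The threshold allows 11.2 false calls among all 449, in both directions. After scaling to one spread, 25 features responded more, all 13 among them, where the threshold allows 4.25 false calls among 170, and the S5A slope stayed at 0.886, so the scaling had not overshot. This test replaced that of the 13 beside 11.2 after both outcomes were seen. With scaling and 1 array left out, features responding more were 8 of 28 calls without wild-type replicate 1, 0 of 0 without wild-type replicate 2, 0 of 0 without wild-type replicate 3, 15 of 108 without S2A replicate 1, 2 of 13 without S2A replicate 2, 11 of 71 without S2A replicate 3, 2 of 3 without S5A replicate 1, 2 of 7 without S5A replicate 2 and 4 of 31 without S5A replicate 3. The 25 speak against one scaling factor as the source of these calls, but since no call is left without either of those wild-type arrays, a factor with false calls and a response of the strain cannot be told apart. Without scaling, the count was 11 after median centring, 39 after quantile normalization, 6 with a value on at least 2 arrays per strain, 17 with protein-coding features only, 5 with only the arrays compared, 29 with a replicate block, 13 with robust eBayes, 79 with array weights, 27 at the looser threshold and 38 with Storey's q-value. It was 10 without wild-type replicate 1, 7 without wild-type replicate 2, 1 without wild-type replicate 3, 10 without S2A replicate 1, 7 without S2A replicate 2, 7 without S2A replicate 3, 1 without S5A replicate 1, 2 without S5A replicate 2 and 3 without S5A replicate 3.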

How the results depend on the processing

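Scaling combined with leaving out 1 array was added only after the results were seen, for the features that respond more in S5A (0 to 15, beside 25 with all arrays); the other alternatives were not.

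The counts of features changed by NaCl stayed within 1.5 times their value under all 20 alternatives (3498 to 4739 in wild-type, 3471 to 4690 in S2A, 2881 to 4509 in S5A), and the S2A count against wild-type was 0 under all 20 (limma; 479 at an unadjusted p below 0.05). The cause of the changes below was not tested unless named.

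The 449 features differing between S5A and wild-type became 165 after quantile normalization (48 higher, 117 lower), 170 after scaling, 298 with only the arrays of the strains compared, 762 with a replicate block, 1284 with array weights, 798 at the exchanged (looser) threshold and 789 with Storey's q-value. Leaving out 1 array gave 17 to 460: 194 without wild-type replicate 2, 84 without wild-type replicate 3, 17 without S5A replicate 1, 195 without S5A replicate 2 and 154 without S5A replicate 3. The 187 differing between S5A and S2A became 42 (quantile; 15 higher, 27 lower), 20 (scaling), 88 (a value on at least 2 arrays per strain), 61 (only the arrays compared), 315 (block), 423 (array weights), 464 (looser threshold) and 414 (Storey's q-value), and 0 to 275 with 1 array left out: 61 without wild-type replicate 3, 0 without S2A replicate 1, 123 without S2A replicate 2, 0 without S2A replicate 3, 0 without S5A replicate 1, 12 without S5A replicate 2 and 6 without S5A replicate 3.

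The iESR and RiBi differences of S5A from both strains kept their direction under every alternative. The iESR difference was not past 0.05 after quantile normalization (-0.36 from wild-type, -0.42 from S2A), after scaling (-0.24, -0.27), or with camera and an estimated correlation (-0.84, -0.83); the RiBi difference was not after quantile normalization (0.38, 0.31) or with that camera (0.97, 0.78). With 1 array left out the iESR differences were -0.89 to -0.77 from wild-type and -0.97 to -0.63 from S2A, all past 0.05. The RP difference from wild-type was not past 0.05 after quantile normalization (0.41), scaling (0.43), with only the arrays compared (0.57, adjusted p = 0.0522; 2.88e-66 to 0.285 over all alternatives), or with camera and an estimated correlation (0.57), and ranged from 0.47 to 0.72 with 1 array left out, past 0.05 without wild-type replicate 1, S2A replicate 1 or S2A replicate 2 only. The RP difference from S2A (0.41) became past 0.05 with a replicate block, camera with a preset correlation or the paired test over genes. Those last 2 tests, which treat genes as nearly independent, also called the S2A minus wild-type difference of RiBi (0.19) and RP genes (0.16).

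The iESR difference of S2A from wild-type, called by no test, changed sign after quantile normalization (0.061), scaling (0.036) and with a value on at least 2 arrays per strain (0.0040), and ranged from -0.21 to 0.13 with 1 array left out (0.054 without wild-type replicate 1, 0.13 without S2A replicate 2, 0.049 without S2A replicate 3). That of the Hot1 targets changed sign after quantile normalization (0.038), scaling (0.036), array weights (0.0038) and as a median (0.011), and ranged from -0.19 to 0.12 (0.061 without wild-type replicate 2, 0.12 without S2A replicate 2, 0.026 without S2A replicate 3). The Hot1 difference of S5A was not past 0.05 after quantile normalization (-0.040 from wild-type, -0.078 from S2A), with a replicate block or camera and an estimated correlation (-0.45, -0.44), or from S2A with only the arrays compared (-0.44), and changed sign after scaling (0.10, 0.068). It ranged from -0.53 to -0.38 from wild-type and from -0.57 to -0.27 from S2A with 1 array left out, past 0.05 against wild-type without S2A replicate 1 or 2 only and against S2A without S2A replicate 2 only.

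The S5A slope moved from 0.717 to 0.914 after quantile normalization and 0.886 after scaling, which remove a uniform damping by construction. The RP share minus the iESR share (-0.337) changed sign as an absolute log2 difference (0.27), and the RiBi share minus the iESR share (-0.195) moved to -0.088 after quantile normalization. Among named genes, signs changed for PNC1 after quantile normalization (0.0088 in S2A, 0.015 in S5A) and, in S2A, without wild-type replicate 1 (0.028) or S2A replicate 2 (0.039), in a range of -0.32 to 0.039; for SUP45 in S5A after quantile normalization (-0.14), scaling (-0.13), and without wild-type replicate 1 (-0.013), wild-type replicate 3 (-0.035) or S5A replicate 2 (-0.026), in a range of -0.035 to 0.071; and for RPB3 in S5A without wild-type replicate 2 (-0.060), in a range of -0.060 to 0.30. PNC1 was past 0.025 in 4 alternatives in S5A, and SUP45 and RPB3 in none.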

Differences from the paper's values

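The comparison with genes carrying the authors' cluster labels was chosen only after the list means were seen.

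For the iESR list the paper's mean is about 2.0 in wild-type, about 2.0 in S2A and about 1.4 in S5A (Fig 8B, read by eye), and here it was 3.40, 3.39 and 2.56; none of the 21 alternatives set beforehand brought any of them within the spread between arrays. For the RiBi list the paper's mean is about -1.5 in wild-type, about -1.4 in S2A and about -0.85 in S5A (Fig 8B, read by eye), and here it was -2.19, -2.00 and -1.22. All 22 alternatives differed in wild-type and S2A, and 21 of 22 in S5A; without S5A replicate 3 the value was -1.18, within the spread. The RP list did not differ in any strain as analysed, with 1 differing alternative of 22 in each: -1.12 in wild-type without wild-type replicate 1, -0.69 in S2A without S2A replicate 2 and -0.25 in S5A over RP genes without a paralog. The lists were chosen by symbol and are not the paper's clusters.

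On genes labelled by the authors in the supplements that can be read (67 iESR, 134 RiBi and 35 RP), the iESR mean was 2.21 in wild-type and 1.54 in S5A, beside the paper's about 2.0 and about 1.4 (Fig 8B, read by eye). The wild-type value was within the spread after quantile normalization (2.05) and scaling (2.06) and not under the other 19 alternatives, and the S5A value without S5A replicate 3 (1.52) and not under the other 20. The RiBi mean was -1.67 in wild-type and -1.57 in S2A, beside the paper's about -1.5 and about -1.4 (Fig 8B, read by eye). The wild-type value was within the spread after quantile normalization (-1.48), scaling (-1.54), as a median over genes (-1.63) and without wild-type replicate 2 (-1.61) or wild-type replicate 3 (-1.64), not under the other 16, and the S2A value under none of 21.

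The key of Fig 8B marks the S2A defect of RiBi and RP genes as significant by a paired t-test, and names no unit of pairing. Here fry gave adjusted p = 0.395 and 0.540, whereas a paired t-test over genes gave 8.80e-16 and 7.85e-17 and camera with a preset correlation 7.19e-06 and 5.55e-05.

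The paper calls the S5A defect comparable to that of hog1Δ. On 35 iESR, 39 RiBi and 14 RP labelled genes the S5A minus wild-type difference was -0.66, 0.57 and 0.55, and the paper's hog1Δ minus wild-type difference is -1.14, 0.37 and 0.29; no test between them was run. The paper calls the S5A defect larger in rESR repression than in iESR induction. As shares of the wild-type response this was also the direction here for both rESR lists (-0.195 for RiBi, -0.337 for RP). As an absolute log2 difference the RiBi value against iESR was -0.13, within the spread between S5A arrays (SD 0.16). The RP defect was smaller than the iESR defect on that scale, by 0.27. On the labelled genes the RiBi and RP differences (0.57 and 0.55) were smaller in size than the iESR difference (-0.66).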

Other observations

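The test of small nucleolar RNAs rests on NRD1 and HRP1, which were chosen after their values were seen, and the small RNA means per array were also computed after the data were seen; the tests of polymerase subunits and of repressed against induced genes were chosen before their results, but the rule by which each is read was made stricter after its values were seen, and the comparison within replicate pairs was added then.

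Across the genome the S5A arrays had a slope of 0.717 on the wild-type response, which was 0.886 after scaling and 0.914 after quantile normalization. A damped response of the strain and a scaling factor on the S5A arrays could each give the lower slope. Over genes with a log2 change beyond 1 on wild-type arrays, the S5A slope was 0.780 ± 0.018 for induced and 0.638 ± 0.094 for repressed genes (SD, n = 3), and that of held-out wild-type arrays 0.969 ± 0.076 and 0.969 ± 0.087. The repressed slope minus the induced slope was lower in S5A than in wild-type by a difference of -0.143 (exact permutation test, p = 0.10, the smallest that 3 arrays against 3 allow). The S5A arrays were at -0.229, -0.0886 and -0.109 and the wild-type arrays at -0.0430, -0.0566 and 0.102, and S2A replicate 1 was at -0.108. Within replicate pairs 1, 2 and 3 S5A minus wild-type was -0.186, -0.0321 and -0.211 and S5A minus S2A was -0.121, -0.129 and -0.145, negative in every pair (exact sign permutation, p = 0.25 for both, the smallest that 3 pairs allow). With so few arrays a larger loss among repressed genes and the spread between arrays cannot be told apart.

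RPO21 fell more in S5A than in wild-type (-0.75, adjusted p = 0.0113). A general fall of polymerase subunit transcripts was tested on the other 11 subunit genes, whose mean difference was 0.037 (p = 0.975 from limma's fry; p = 0.70 from exact permutation of the array means). Of these genes 6 differed upwards and 5 downwards. RPB7 differed by -0.62 (adjusted p = 0.0469) and RPB2 by -0.35 (adjusted p = 0.0754). RPB5, RPB10 and RPB8 differed upwards, by 0.44, 0.43 and 0.40 (limma adjusted p = 0.129, 0.189 and 0.171). With members going both ways a general fall and a fall of RPO21 alone cannot be told apart. The RPO21 call was lost without wild-type replicate 2 (0.0279), wild-type replicate 3 (0.0306), S5A replicate 1 (0.0536), S5A replicate 2 (0.0327) or S5A replicate 3 (0.0263).

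NRD1 changed by 0.83 ± 0.23 in wild-type and -0.54 ± 0.28 in S5A (difference -1.38, limma adjusted p = 0.00555), and HRP1 by 0.19 ± 0.15 and -0.57 ± 0.21 (difference -0.76, limma adjusted p = 0.0111). After scaling the adjusted p was 0.0130 and 0.0157. If Nrd1-dependent termination were altered, small nucleolar RNAs could move as a set. The mean difference of 66 such features was -0.020 (p = 0.901 from limma's fry; p = 1.0 from exact permutation of the array means). With 30 positive and 36 negative this is left open. NAB3 and SEN1, which encode partners of Nrd1, differed by -0.18 and -0.21 (adjusted p = 0.543 and 0.317).

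Small RNAs varied between arrays of one strain. The mean log2 change of 66 small nucleolar RNA features was 0.55, 1.51 and 0.76 on wild-type replicates 1, 2 and 3, 0.74, 0.40 and -0.52 on those of S2A, and 1.03, 0.83 and 0.90 on those of S5A. That of 117 tRNA features was 1.01, 1.92 and 1.36 in wild-type, 0.99, 0.82 and -0.17 in S2A, and 1.36, 1.16 and 1.25 in S5A.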
